# Macrophage ferritin heavy chain/**α**-synuclein regulatory axis modulates ferroptosis during kidney injury

**DOI:** 10.1172/jci.insight.196521

**Published:** 2026-03-10

**Authors:** Tanima Chatterjee, Sarah Machado, Kellen Cowen, Mary E. Miller, Bronte Johnson, Yanfeng Zhang, Laura A. Volpicelli-Daley, Lauren A. Fielding, Rudradip Pattanayak, Frida Rosenblum, László Potor, György Balla, Jozsef Balla, Christian Faul, Abolfazl Zarjou

**Keywords:** Immunology, Nephrology, Cell stress, Chronic kidney disease, Macrophages

## Abstract

Macrophages, endowed with remarkable phenotypic plasticity, are essential for orchestrating injury responses and regulating iron homeostasis. Given the central role of ferritin heavy chain (FtH) as a molecular rheostat linking iron sequestration to redox-dependent signaling, we examined how myeloid FtH governs renal iron trafficking and ensuing oxidative stress pathways during acute kidney injury (AKI). Transcriptome analysis revealed coupling of FtH deficiency in monocytes and macrophages with activation of ferroptosis, a regulated cell death associated with iron accumulation. Moreover, myeloid FtH deletion worsened AKI, increasing leukocyte infiltration and iron deposition, together with ferroptosis-associated gene induction, oxidative stress, and lipid peroxidation. Notably, α-synuclein (SNCA), an iron-binding protein and the main pathological driver of Parkinson’s disease, was robustly induced both by FtH deficiency and following AKI. Mechanistic studies showed that monomeric SNCA exhibits ferrireductase activity, amplifying redox cycling and promoting ferroptotic cell death. Furthermore, SNCA expression was elevated in kidney pathologies characterized by leukocyte expansion in both mouse models and human cohorts, suggesting that inflammatory microenvironments promote SNCA accumulation and redox imbalance. These findings define a macrophage FtH/SNCA regulatory axis as a key driver of ferroptosis in AKI, implicating SNCA as a pathological nexus between iron dyshomeostasis and inflammatory kidney injury.

## Abstract 2

This study shows that a key iron-handling protein in immune cells controls kidney damage after injury by regulating iron, cell death, and a Parkinson’s-linked protein.

## Introduction

Acute kidney injury (AKI) is a prevalent clinical challenge contributing to considerable morbidity and affecting approximately one-quarter of hospitalized patients, with no currently available effective therapeutic interventions (1, 2). Following AKI, excessive tissue damage and maladaptive repair mechanisms are well-recognized drivers of chronic kidney disease (CKD) development and progression (3, 4). CKD is detrimental as it increases cardiovascular risk and reduces quality of life and life expectancy, leading to high mortality and morbidity rates while imposing a considerable financial burden on health care systems (5). Mechanistically, myeloid cells, particularly macrophages, play a pivotal role in orchestrating the response to tubular damage and facilitating repair (6, 7).

Despite the diverse etiologies of AKI, many cases exhibit an immune component involving macrophages (8, 9). Macrophages comprise a unique and heterogeneous population with remarkable phenotypic plasticity, enabling them to respond dynamically to a wide array of environmental signals. The extent of macrophage expansion observed in preclinical models and human biopsies directly correlates with the severity of kidney injury (9, 10). Moreover, macrophages are integral to maintaining iron homeostasis, a process increasingly recognized as central in kidney pathology (11, 12).

Iron is essential for aerobic life; however, when unrestrained, it catalyzes the formation of reactive oxygen species (ROS), leading to cellular and tissue injury and triggering a regulated form of cell death known as ferroptosis (13, 14). Consequently, balancing efficient iron distribution with mitigation of its potential toxicity is critical. Evolution has addressed this challenge with ferritin, a large intracellular nanocage capable of safely storing up to 4,500 iron atoms (15). Ferritin is a spherical protein complex composed of heavy and light chains (FtH and FtL). Through its ferroxidase activity, FtH converts the pro-oxidant ferrous iron (Fe^2+^) into the less reactive ferric form (Fe^3+^), thereby facilitating safe storage (15, 16). The indispensable role of FtH is underscored by the early embryonic lethality observed in mice with global FtH deletion, highlighting the paramount role of its ferroxidase activity (17).

Given their versatility and critical role in iron metabolism, macrophages are increasingly recognized as therapeutic targets across various disease settings to regulate iron availability, mitigate organ damage, and promote recovery (18). Building on this insight, we investigated the effects of myeloid-specific FtH deficiency on iron trafficking in kidney health and disease. We found upregulation of α-synuclein (SNCA) in macrophages in response to FtH deletion. SNCA is a small, intrinsically disordered protein primarily known for its role in neurodegenerative diseases, particularly Parkinson’s disease (19, 20). However, emerging evidence indicates that SNCA also contributes to immune regulation and possesses proinflammatory properties (21, 22). *Snca* is expressed in diverse cell types, with its highest expression in monocytes among peripheral leukocytes (23, 24). Additionally, SNCA’s expression and function are directly linked to iron metabolism. It is able to bind metals including iron, a process that facilitates its accumulation, and, in a self-propagating manner, accelerates tissue damage (25, 26). Moreover, monomeric SNCA possesses ferrireductase activity, potentially driving iron-mediated oxidative stress via generation of pro-oxidant ferrous iron (27, 28). In this context, SNCA appears to play a dual role, contributing to immune regulation by promoting a proinflammatory microenvironment while also influencing iron metabolism. This positions SNCA as a potentially key factor in inflammatory and degenerative diseases beyond the nervous system. However, the pathogenic role of macrophage SNCA expression in the context of kidney disease, and its interaction with FtH and iron, is not known and constitutes the focus of this report.

## Results

### Myeloid FtH deletion triggers SNCA induction in macrophages.

To explore the transcriptional alterations linked to FtH deletion in myeloid cells, we conducted an unbiased bulk RNA-seq analysis of the kidneys from WT mice (FtH^fl/fl^) and mice with myeloid-specific FtH deficiency (FtH^Δ/Δ^) under quiescent conditions. 

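Kidney RNA was sequenced from 4 FtHΔ/Δ mice (mice 1 to 4) and 4 FtH fl/fl mice (mice 5 to 8) without kidney injury, with 1 library per mouse. In FtHΔ/Δ mice, Cre recombinase expressed from the lysozyme 2 locus (Lyz2) removes the floxed FtH gene (Fth1) in monocytes, macrophages and granulocytes. The RNA of these cells was measured together with that of tubules, glomeruli and vessels, because the whole kidney was used. The authors prepared stranded poly(A) libraries, aligned the reads with STAR 2.7.7a to GRCm38.p6 with GENCODE release 25, and counted reads per gene with HTSeq-count 0.11.3. The deposited values are whole reads per gene without normalization, and reads that matched more than 1 place or gene were set apart by the authors. Reads counted to genes ranged from 26277223 to 84917375 in FtHΔ/Δ mice (median 33773727.5) and from 30170831 to 34829394 in FtH fl/fl mice (median 30978966.5). The highest of these totals belongs to FtHΔ/Δ mouse 3. Genes with low counts are therefore measured with less counting error in that mouse than in the other 7. Gene symbols and positions were taken from GENCODE release 21 on the same genome build, which matched 55141 of the 56262 genes of the deposited table. After a filter on low counts (filterByExpr of edgeR), 16610 genes were tested with edgeR's quasi-likelihood test on counts scaled by TMM, and genes with a Benjamini-Hochberg adjusted p under 0.05 are called differentially expressed. Normalized counts are counts scaled by TMM to the geometric mean of the library sizes. Expression varied between mice of a genotype with a biological coefficient of variation of 20.2%. Counts were also simulated over the same 16610 genes, with spreads from the fitted trend and without the GC differences described next. In these, the test recovered 75 of 100 genes changed by 1 on the log2 scale and 98 of 100 genes changed by 2. The libraries also differed in how counts followed the GC content of transcripts. The Spearman correlation across genes of a library's deviation from the mean of the 8 libraries with GC content ran from -0.472 in FtHΔ/Δ mouse 2 to 0.521 in FtHΔ/Δ mouse 4. It was negative in FtHΔ/Δ mice 1, 2 and 3 and FtH fl/fl mouse 5, and positive in the other mice. The GC differences were therefore not evenly spread over the genotypes. Across genes, the log2 fold change between genotypes had a Spearman correlation of -0.15 with GC content. The labels give no sequencing batch, and the mouse numbers are not shared between genotypes, so no pairing was used.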

We identified multiple significantly modulated genes, with *SNCA* notably upregulated in the kidneys of FtH^Δ/Δ^ mice compared with controls (Figure 1A). 

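Fth1 itself, the floxed gene on chromosome 19 of GRCm38 from 9980598 to 9985098, had 189512 ± 17446 normalized counts (SD, n = 4 mice) in FtHΔ/Δ kidneys and 186028 ± 18592 (SD, n = 4) in FtH fl/fl kidneys. This is a log2 fold change of 0.03 (standard error 0.11, adjusted p = 0.992 from edgeR's quasi-likelihood test), and its sign changed when FtHΔ/Δ mouse 1 or FtH fl/fl mouse 5 was left out. Lyz2, a lysozyme of macrophages and the site of the Cre insertion, lies on chromosome 10 from 117277331 to 117282321. It was counted 5 to 20 times per library in FtHΔ/Δ kidneys and 644 to 1069 times in FtH fl/fl kidneys. Its log2 fold change was -6.68 (standard error 0.24, adjusted p = 9.48e-09 from edgeR). The labels therefore hold for the Cre insertion in all 8 libraries, while the whole-kidney Fth1 counts did not show the deletion of FtH. These counts are a weak check, because Fth1 RNA of other kidney cells is counted with that of myeloid cells. In spleen, the paper's FtH protein was 1.91 ± 1.00 in FtH fl/fl and 0.0878 ± 0.0257 in FtHΔ/Δ mice (SD, n = 6 each, supporting values of Fig. 1F). FtHΔ/Δ kidneys also lacked most Lyz2 RNA, which the comparison does not separate from the loss of FtH. Snca, which encodes α-synuclein and lies on chromosome 6 of GRCm38 from 60731575 to 60829855, was counted 65 to 141 times per library in FtHΔ/Δ kidneys and 0 times in each of the 4 FtH fl/fl kidneys. Its normalized count was 87.0 ± 21.4 (SD, n = 4) against 0. Snca was at least 94.0-fold higher in FtHΔ/Δ kidneys, set against a floor of 3 counts over the FtH fl/fl group, with an adjusted p of 0.000145 from edgeR. Every FtHΔ/Δ mouse lay above every FtH fl/fl mouse (exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow).

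Mmrn1, the next protein-coding gene on chromosome 6 (60924976 to 60989378) and the gene of multimerin 1, a protein of platelets and endothelium, had 21 to 69 counts per library in FtHΔ/Δ kidneys and 0 in each FtH fl/fl kidney. It was at least 32.9-fold higher by the same floor (adjusted p = 0.0014 from edgeR). Ccser1, which follows Mmrn1, had 352 ± 37.9 normalized counts (SD, n = 4) in FtHΔ/Δ kidneys and 293 ± 25.0 (SD, n = 4) in FtH fl/fl kidneys (adjusted p = 0.818 from edgeR). All 12 tested neighbors of this pair that were listed before the data were examined lay between 0.719 and 1.29 times their FtH fl/fl level.

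In all, 62 of the 16610 tested genes were differentially expressed, 31 higher and 31 lower in FtHΔ/Δ kidneys. The 4 mice of one genotype lay apart from the 4 of the other for all 62 of these genes and for 3.92% of all tested genes, where chance gives 2.86%. Of the 62 genes, 38 lie on chromosome 9, where 3.39 would lie if calls were spread evenly over the tested genes (Fisher's exact test, odds ratio 29.2, p = 1.12e-32). Of these, 17 lie between 40.3 and 59.0 Mb and 21 between 96.8 and 123.7 Mb, with no gene in between called by edgeR, and 19 were higher and 19 lower in FtHΔ/Δ kidneys. Nxpe4 (log2 fold change 4.53, standard error 0.41, adjusted p = 0.000145 from edgeR) and Rnf26, a ubiquitin ligase (4.04, standard error 0.39), were among those with the largest increases. Among the decreases on this chromosome were Cacna2d2, an auxiliary subunit of calcium channels (-5.52, standard error 0.37), and Tmprss4, a membrane serine protease (-3.82, standard error 0.49). The other 24 called genes, 1 of them without a position in the annotation, were 12 higher and 12 lower. Slco1a4, an organic anion transporter on chromosome 6, rose by 2.62 on the log2 scale (standard error 0.36), and Wdfy1 on chromosome 1 rose from 995 ± 103 to 3422 ± 482 normalized counts (SD, n = 4 each). Besides Lyz2, the largest decreases outside chromosome 9 were those of the predicted genes Gm9008 and Gm3435 and of Gm15459, a processed pseudogene whose reads can be shared with its parent gene. With FtHΔ/Δ mouse 1 left out 39 genes were called, and DESeq2 called 139 genes, which include all 62.

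**Figure D1:**
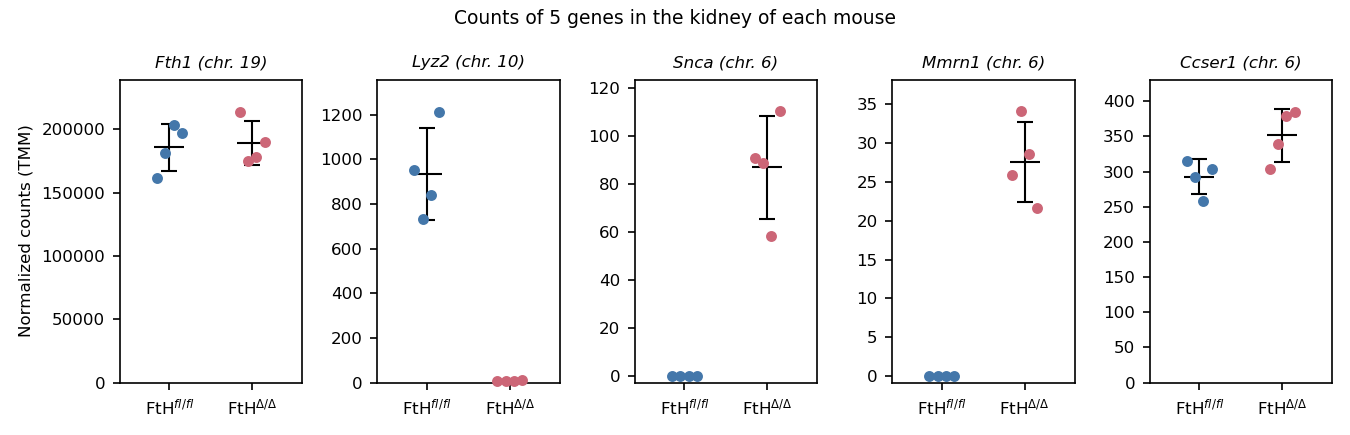
Normalized counts (TMM) of Fth1, Lyz2, Snca, Mmrn1 and Ccser1 in quiescent kidneys, one point per mouse, with the mean and SD of the 4 mice of each genotype on linear axes. Snca and Mmrn1 are at 0 in all 4 FtH fl/fl mice, while Lyz2 is at 9.03 ± 2.37 in FtHΔ/Δ mice against 934 ± 207.

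**Figure D2:**
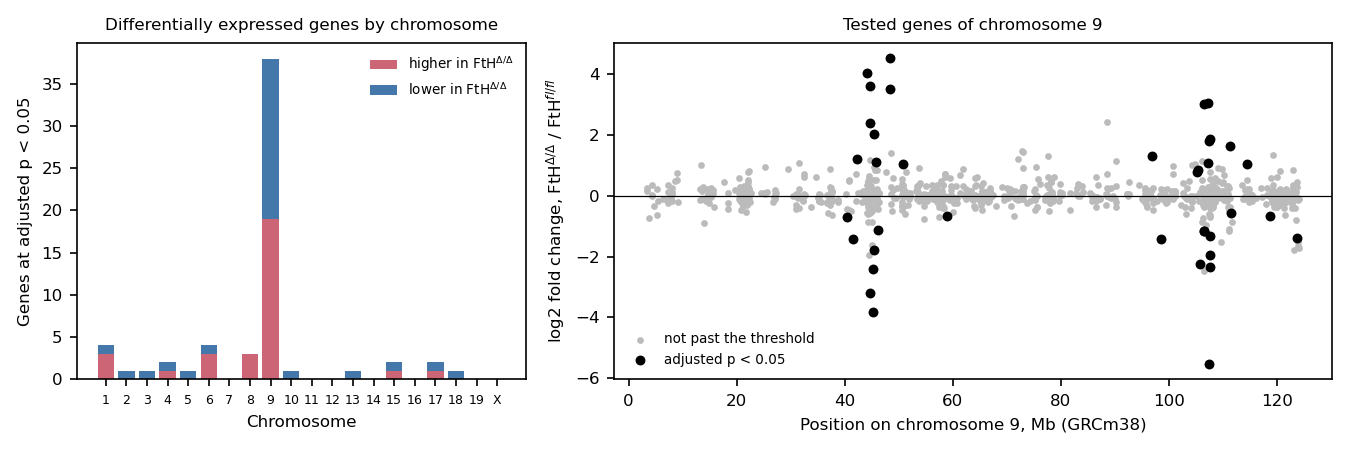
Left, number of genes at an adjusted p under 0.05 per chromosome, higher or lower in FtHΔ/Δ kidneys. Right, log2 fold change of each tested gene of chromosome 9 against its position on GRCm38, with the 38 called genes in black, 17 between 40.3 and 59.0 Mb and 21 between 96.8 and 123.7 Mb.

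The paper singles out Snca among the modulated genes. It follows SNCA by staining in kidney, spleen and liver, also together with myeloid markers, by immunoblotting of spleen and by ELISA of serum. It describes the genotypes as littermates and reports a similar tubular SNCA staining in both. After aristolochic acid it reports SNCA in myeloid cells of both genotypes. It proposes that FtH deficiency in macrophages raises SNCA expression. A strain deletion of Snca and Mmrn1 in these FtH fl/fl mice, as known from a related substrain, would also leave both genes without reads. This deletion stays open. The SNCA staining of FtH fl/fl mice would speak against it only if the assay is specific, which was not tested here. The proposed induction does not by itself account for the missing Mmrn1 reads. Likewise, a segment that differs in strain origin between the genotypes may account for the calls on chromosome 9. The comparison of genotypes does not separate such strain differences from the loss of FtH.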

Among genes that encode proteins with iron binding capacity, only *Snca* revealed significant upregulation in FtH^Δ/Δ^ kidneys when compared with FtH^fl/fl^ controls (Figure 1B and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.196521DS1). 

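Of the iron genes shown in Figure 1B and Supplemental Figure 1A, 7 could be tested, and 1 of them, Snca, was called. Adjusted over the list alone, 1 was higher and 1 lower. Ftl1, the ferritin light chain, had 28241 ± 3850 normalized counts (SD, n = 4 mice) in FtHΔ/Δ kidneys and 29096 ± 7173 (SD, n = 4) in FtH fl/fl kidneys. Lcn2, the siderophore-binding lipocalin 2, had 132 ± 43.5 against 149 ± 24.5, and Slc11a2, the divalent metal transporter DMT1, had 3667 ± 428 against 4148 ± 596. Their adjusted p-values from edgeR were 0.992, 0.962 and 0.895. Trf, which encodes transferrin, had 961 ± 167 normalized counts against 1462 ± 465 (SD, n = 4 each). Its log2 fold change was -0.61 (standard error 0.20), with an adjusted p from edgeR of 0.519 over all genes and 0.0364 over the list alone. Trf lies on chromosome 9 within the span that holds the called genes of that chromosome.

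A wider list of 54 genes whose proteins bind iron, heme or iron-sulfur clusters or use iron as a cofactor was fixed before the data were examined. Of its 50 tested members, Snca was called higher, none was lower and 49 did not pass the test, with the same single call when adjusted over the list alone. The hemoglobin genes of this list had the next largest values. Hbb-bs, the adult β-globin, had a log2 fold change of 2.40 (standard error 0.66, adjusted p = 0.485 from edgeR), from 567 ± 50.1 normalized counts in FtH fl/fl to 2999 ± 2109 in FtHΔ/Δ kidneys (SD, n = 4 each). P4ha2, a prolyl hydroxylase that uses iron, had a log2 fold change of -0.45 (standard error 0.14, adjusted p = 0.447 from edgeR). With FtHΔ/Δ mouse 3 left out, Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2 were called higher together with Snca, 5 genes in all, and DESeq2 called Hbb-bs and Snca. Of 32 tested genes of iron uptake, storage, export and sensing none was called in either direction at an adjusted p under 0.05 from edgeR, while 4 had an unadjusted p under 0.05 and DESeq2 called 0 as well. As a set they ranked lower in FtHΔ/Δ kidneys (camera, adjusted p = 0.00878), which was lost with an estimated correlation (adjusted p = 0.228), and on balance they moved one way (fry, adjusted p = 0.0245). Ltf (lactoferrin), Slc39a14 (the metal importer ZIP14) and Ncoa4 (the receptor for autophagy of ferritin) had log2 fold changes of -1.15, -0.37 and -0.43 (standard errors 0.35, 0.13 and 0.19), and none of these genes passed the test alone.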

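Tfrc, the receptor that takes up iron-loaded transferrin, lies on chromosome 16 of GRCm38 from 32608920 to 32632794 and had 2431 ± 653 normalized counts (SD, n = 4 mice) in FtHΔ/Δ kidneys and 3153 ± 998 (SD, n = 4) in FtH fl/fl kidneys. The log2 fold change of -0.38 (standard error 0.25, adjusted p = 0.881 from edgeR) was within the spread between mice, and the 4 mice of the genotypes overlapped (exact two-sided permutation test, p = 0.286). Hamp, which encodes the iron-regulating hormone hepcidin, had 0 counts in all 8 libraries. At this depth a count of 0 in the 4 libraries of a genotype allows up to 0.0168 CPM in FtHΔ/Δ kidneys and 0.0236 in FtH fl/fl kidneys, for counting error only. Hamp2, the second mouse hepcidin gene, chosen after its values were seen, also had 0 counts in all 8 libraries.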

We also assessed transferrin receptor 1 (*Tfrc*) expression and observed no significant differences between genotypes, while hepcidin levels were below the limit of detection (Supplemental Figure 1A). Further mRNA analysis of key iron regulatory genes in the livers and spleens of FtH^fl/fl^ and FtH^Δ/Δ^ mice was consistent with prior reports (29–33) that have characterized and utilized this transgenic line (Supplemental Figure 1, B and C). Similarly, serum iron levels did not differ significantly between genotypes under baseline conditions (Supplemental Figure 1D). Immunostaining for SNCA in the kidneys revealed a similar tubular staining pattern among genotypes, most prominent in the outer cortical stripe (Supplemental Figure 1E). In contrast, a higher number of SNCA-positive interstitial cells were observed in FtH^Δ/Δ^ kidneys compared with FtH^fl/fl^ controls, indicating elevated expression in tissue-resident macrophages (Figure 1C and Supplemental Figure 1E). This observation was further supported by the marked SNCA expression in the splenic red pulp and interstitial cells resembling hepatic Kupffer cells in FtH^Δ/Δ^ livers (Figure 1C).

To validate the monocytic lineage source of SNCA signal, we performed immunofluorescence double staining on kidneys, spleens, and livers of FtH^fl/fl^ and FtH^Δ/Δ^ mice by targeting SNCA and CD11b (Figure 1D). To confirm the source of SNCA upregulation following FtH deletion, we used 2 additional well-characterized monocyte/macrophage markers, Ly6C and F4/80. Consistent with the CD11b-SNCA costaining pattern, we observed marked SNCA upregulation in Ly6C^+^ cells within FtH^Δ/Δ^ kidneys, spleen, and liver (Supplemental Figure 2, A–D). Similarly, SNCA expression was confirmed in F4/80^+^ splenic red pulp macrophages of FtH^Δ/Δ^ mice (Supplemental Figure 2E), reinforcing that loss of FtH primes cells with monocytic lineage toward a heightened SNCA-expressing state. Neutrophils were ruled out as the source of SNCA upregulation using Ly6G immunostaining (Supplemental Figure 3). Furthermore, using a publicly available transcriptomic database, we confirmed dominant expression of *Snca* in monocytic cell lineage when compared with other leukocytes (Supplemental Figure 4). Using the spleen as a rich source of monocytes, we validated and quantified significant induction of monomeric SNCA in response to FtH deletion (Figure 1, E–G). Consistent with its characterization as a secretory protein (34, 35), we found that macrophage upregulation of SNCA was also associated with a substantial increase in serum levels in FtH^Δ/Δ^ mice (Figure 1H). These findings suggest that FtH deficiency drives aberrant SNCA overexpression and accumulation within macrophages in various tissues, including the kidneys.

### Myeloid FtH deficiency exacerbates AKI and accelerates AKI-to-CKD progression.

To elucidate the functional significance of myeloid FtH in kidney disease, we used a well-established and readily adjustable aristolochic acid–induced (AA-induced) model of AKI-to-CKD transition, characterized by pronounced tubular toxicity, robust inflammation, and substantial leukocyte accumulation. Mice from both genotypes received vehicle or AA, and kidney function was monitored via serial serum creatinine measurements (Figure 2A). Following the initial rise, WT mice showed a gradual decline in serum creatinine levels, although these values never fully returned to baseline (Figure 2B). In contrast, FtH^Δ/Δ^ mice exhibited significantly elevated serum creatinine levels at all time points compared with FtH^fl/fl^ controls, indicating that myeloid FtH deficiency leads to unresolved kidney injury (Figure 2B). Heightened CKD progression in FtH^Δ/Δ^ mice was further characterized by increased proteinuria, coupled with higher urinary SNCA excretion, and augmented collagen deposition (Figure 2, C–F). Next, we evaluated SNCA expression in kidney macrophages at 6 weeks after injury and found that nearly all CD11b^+^ cells from both genotypes expressed SNCA. This robust induction was also evident in WT animals, although the signal was markedly more pronounced in FtH^Δ/Δ^ kidneys (Figure 2G). Histological analysis of kidney sections at week 6 after AA injection revealed substantial leukocyte expansion in both genotypes, which was strikingly higher in FtH^Δ/Δ^ mice (Figure 2H). To determine the cellular basis of the intensified leukocyte expansion in FtH^Δ/Δ^ kidneys, we conducted flow cytometry analysis of kidney leukocyte populations. This analysis revealed that the augmented leukocyte counts in FtH^Δ/Δ^ kidneys following AA-induced injury were primarily driven by the expansion of macrophages and neutrophils (Figure 2, I and J). Taken together, these findings demonstrate that myeloid FtH deletion exacerbates kidney injury, impairs repair processes, promotes excessive leukocyte expansion, and increases SNCA deposition, culminating in accelerating kidney disease progression.

### Single-cell transcriptomic analysis of kidney leukocytes reveals ferroptosis induction following FtH deletion.

To examine the transcriptional response to FtH deletion, we performed scRNA-seq on kidney leukocytes isolated from FtH^fl/fl^ and FtH^Δ/Δ^ mice 6 weeks after AA or vehicle treatment (Figure 3A). CD45^+^ immune cells were sorted from kidneys and subjected to scRNA-seq using the 10x Genomics platform. Unbiased clustering of single-cell transcriptomic data identified 9 distinct immune cell populations (Figure 3B and Supplemental Figure 5). Analysis of the top differentially expressed genes confirmed the presence of all major immune cell types, including monocytes/macrophages, DCs, neutrophils, innate lymphoid cells (ILCs), B cells, and 3 distinct T cell clusters (Figure 3, B and C). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of FtH-deficient cells revealed ferroptosis as the most significantly activated pathway, both under quiescent conditions and following AA administration (Figure 3, D and E). Additionally, pathways associated with protein processing, chemokine signaling, and antigen presentation were enriched, highlighting a dysregulated immune response in the absence of FtH (Figure 3D). Given that Lyz2-Cre is expressed in immune cells beyond the monocytic lineage, we conducted a gene set enrichment analysis specifically on monocytes/macrophages to evaluate the enrichment of the glutathione metabolism pathway, rapidly induced during ferroptosis, as well as the ferroptosis pathway itself. This analysis confirmed the activation of both pathways in FtH-deficient monocytes/macrophages, regardless of injury state (Figure 3, F and G). This pattern was consistent when monocytes and macrophages were analyzed separately. Both cell populations displayed ferroptosis as the most prominently upregulated pathway in FtH^Δ/Δ^ mice following AA-induced injury. In addition, ferroptosis also ranked as the top KEGG-enriched pathway in FtH-deficient monocytes under vehicle-treated conditions, whereas homeostatic macrophages did not show significant enrichment for any specific pathway (Supplemental Figure 6, A–D). Moreover, the dot plot shows a robust induction of key ferroptosis-related genes in macrophages following FtH deletion, observed under both vehicle and AA treatment conditions (Figure 3H). These results infer that loss of FtH increases susceptibility of macrophages to iron metabolism perturbations and subsequent activation of ferroptosis in the kidney.

### Myeloid FtH deficiency confers susceptibility to ferroptosis following injury.

Given the wave-like propagation of ferroptosis within affected tissues, we reasoned that the exacerbated injury and CKD progression observed in FtH^Δ/Δ^ kidneys may be driven by increased ferroptotic activity. This deduction was examined by assessment of lipid peroxidation and ferroptosis-associated marker levels. Western blot analysis revealed significantly elevated levels of 4-hydroxynonenal (HNE), a by-product of lipid peroxidation, and acyl-CoA synthetase long-chain family member 4 (ACSL4), a key regulator of ferroptosis, in FtH^Δ/Δ^ kidneys compared with FtH^fl/fl^ controls (Figure 4, A–D). We also examined these patterns in kidneys under baseline conditions, and while a trend toward higher levels in FtH^Δ/Δ^ kidneys was observed, the difference did not reach statistical significance (Supplemental Figure 7). To further investigate the ferroptotic signaling cascade, we quantified the mRNA expression of other key regulatory genes. In FtH^Δ/Δ^ mice, nuclear factor erythroid 2–related factor 2 (*Nrf2*), a central antioxidant regulator rapidly activated during ferroptotic injury, was significantly upregulated after injury (Figure 4E). Similarly, *Slc7a11* and *Slc40a1* (ferroportin), which are critical for glutathione metabolism and iron export, respectively, were markedly upregulated (Figure 4, F and G). Subsequently, we quantified whole-kidney malondialdehyde levels after injury as a surrogate for lipid peroxidation, revealing a pronounced elevation in FtH^Δ/Δ^ mice relative to controls (Figure 4H). Correspondingly, we observed increased widespread accumulation of renal iron and HNE in FtH^Δ/Δ^ kidneys, hallmark features of ferroptosis activation (Figure 4, I and J, respectively). These findings support heightened ferroptosis in the kidneys of FtH^Δ/Δ^ mice and align with the well-documented wave-like propagation of ferroptosis once an initiating cell population is engaged.

### Excessive ferroptotic activity as the principal driver of kidney injury in FtH^Δ/Δ^ mice.

To assess the functional impact of ferroptosis in this model, we administered ferrostatin-1 (Fer-1), a potent and specific ferroptosis inhibitor, at specific intervals before, during, and after AA-induced kidney injury (Figure 5A). Notably, Fer-1 treatment effectively reduced serum creatinine levels in FtH^Δ/Δ^ mice to levels comparable to those in FtH^fl/fl^ controls treated with AA alone or in combination with Fer-1 (Figure 5B). Concordantly, both the extent of albuminuria (Figure 5C) and the degree of collagen deposition (Figure 5, D and E) were indistinguishable between the two genotypes when treated with Fer-1. In contrast, AA exposure in the absence of ferroptosis inhibition elicited a significantly greater elevation in albuminuria (Figure 5C) and fibrosis (Figure 5, D and E) in FtH^Δ/Δ^ mice. Collectively, these findings indicate that ferroptosis plays a key role in the heightened kidney injury observed in FtH^Δ/Δ^ mice.

### Monomeric SNCA’s ferrireductase activity drives oxidative stress, triggering ferroptosis.

To examine whether SNCA can directly contribute to oxidative stress and ferroptosis, we cultured bone marrow–derived macrophages (BMDMs) from WT mice and treated them with increasing concentrations of recombinant monomeric SNCA (0.1, 0.5, and 1 μM) for 16 hours. Western blot analysis confirmed a dose-dependent uptake of SNCA by BMDMs (Figure 6A). Live-cell imaging revealed rapid SNCA uptake that began within 20 minutes of incubation (Figure 6B).

To assess SNCA’s impact on lipid peroxidation, we used Western blot analysis to measure HNE and ACSL4 expression and demonstrate a significant increase in both markers following monomeric SNCA treatment (Figure 6, C–E). Additionally, quantitative real-time PCR analysis revealed upregulation of key ferroptosis-associated genes, *Slc7a11* and *Slc40a1*, upon SNCA exposure (Figure 6, F and G).

We subsequently examined the effect of SNCA treatment on generation of intracellular ROS. Using DCFDA staining and flow cytometry analysis, we observed a dose-dependent increase in ROS-positive cells following SNCA treatment compared with vehicle-treated cells (Figure 6, H–J). Lipid peroxidation, a characteristic by-product of ferroptosis, was assessed using the lipid peroxidation sensor BODIPY 581/591 and flow cytometry analysis. Notably, SNCA treatment led to a dose-dependent increase in lipid peroxidation, closely aligning with the observed rise in ROS levels (Figure 6, K–M). The dose-dependent increase in intracellular ROS burden following SNCA treatment was further visualized through fluorescent microscopy (Figure 6N). To validate the paramount role of SNCA’s ferrireductase activity in ROS generation, we used 3 approaches to diminish this activity: boiled SNCA, proteinase K–treated SNCA, and aggregated SNCA (fibrils), which loses its ferrireductase function as a result of improper protein folding. We found that only native monomeric SNCA, but not its aggregated or denatured forms, induced HNE accumulation (Figure 6, O and P). Next, we examined effects of monomeric SNCA on tubular ferroptotic susceptibility by using HK-2 cells, a human proximal tubular cell line. In contrast to BMDMs, SNCA alone did not substantially increase oxidative stress in HK-2 cells, as assessed by DCFDA fluorescence microscopy and HNE immunodetection (Supplemental Figure 8, A and B, respectively). However, co-exposure to SNCA with either iron or erastin produced a markedly amplified oxidative stress (Supplemental Figure 8, A and B). We reasoned that the heightened sensitivity of BMDMs to SNCA-induced ferroptotic signaling is attributable to their inherently robust phagocytic and endocytic capacity, which facilitates distinctly greater intracellular accumulation of exogenous SNCA. Consistent with this interpretation, under identical treatment conditions (1 μM SNCA), HK-2 cells internalized substantially lower amounts of this protein compared with BMDMs (Supplemental Figure 8C), supporting the conclusion that differential cellular uptake likely contributes to their divergent oxidative stress responses under conditions of SNCA excess. Together, these results indicate that monomeric SNCA promotes oxidative stress via its ferrireductase activity, contributing to lipid peroxidation and ferroptosis in BMDMs.

### SNCA accumulation is a hallmark of kidney diseases characterized by leukocyte expansion across species.

To explore the dynamics of SNCA accumulation and its correlation with various kidney disease settings, we used 4 distinct models: ischemia/reperfusion (I/R) injury, AA- and cisplatin-induced nephropathy, and a mouse model of Alport syndrome (Col4a3^–/–^) with spontaneous progression of CKD. Western blot analysis revealed a significant increase in SNCA protein levels in the kidneys of mice subjected to AA-induced nephropathy at 6 weeks compared with vehicle-treated controls (Figure 7A). Similarly, in the I/R injury model, SNCA levels progressively increased over time, with the most pronounced upregulation observed at days 7 and 28 after injury (Figure 7B). In contrast, kidneys from cisplatin-treated mice and mice that mimic Alport syndrome did not show accumulation of SNCA (Figure 7, C and D). Densitometric quantification confirmed a significant upregulation of SNCA in both the AA and I/R models (Figure 7, E and F). Conversely, SNCA expression was reduced in the cisplatin model, which is characterized by tubular toxicity and leukopenia, while no change was observed in the Alport mouse model (Figure 7, G and H). As expected, Western blot analysis of whole-kidney lysates demonstrated upregulation of FtH across all 4 models, consistent with its adaptive cytoprotective response during injury (Supplemental Figure 9, A–D). FtH kidney injury of all 4 models was confirmed by serum creatinine measurements (Figure 2B and Figure 7, I and J).

To investigate the translational and clinical implications of macrophage SNCA expression in human kidney disease, we analyzed publicly available single-nucleus RNA-seq datasets from healthy human kidneys and kidney allografts with acute cellular rejection (ACR). In healthy kidneys, SNCA expression was predominantly restricted to podocytes, with minimal expression detected in macrophages (Figure 7K). However, in ACR kidneys, marked by heavy leukocyte expansion, SNCA expression was markedly upregulated in monocytes, emerging as their primary source of expression (Figure 7L). These results align with our supplemental data, which demonstrate SNCA enrichment in monocytic-lineage cells during human AKI (Supplemental Figure 10 and Supplemental Tables 1 and 2). In agreement with these findings, analysis of human diabetic kidney disease, which is largely devoid of substantial leukocyte expansion, showed no significant SNCA enrichment in leukocytes (Supplemental Figure 11). These findings prompted us to further investigate the cellular localization of SNCA in human kidney diseases with varying degrees of leukocyte involvement, including thin basement membrane disease (TBM), where pathogenesis is largely independent of leukocyte expansion, and acute interstitial nephritis (AIN) and ACR, which are heavily leukocyte dependent (Supplemental Table 3). Routine histochemical immunostaining, along with electron microscopy, was used by the pathologist to confirm the primary diagnosis (Figure 7M and Supplemental Figure 12). Immunofluorescence double staining revealed a lack of SNCA expression in CD11b^+^ cells in the TBM setting, whereas a pronounced upregulation of SNCA colocalized with CD11b^+^ cells in diagnoses of AIN and ACR (Figure 7M). This finding was further reinforced by the presence of severe tubulitis and glomerulitis in ACR (Figure 7, M and N). These results suggest that kidney diseases marked by leukocyte, particularly macrophages, expansion create a unique milieu that fosters SNCA accumulation. This underscores the potential for kidney diseases marked by leukocyte expansion to serve as a systemic driver of neurodegenerative processes, bridging inflammatory and iron-related pathologies across organ systems.

## Discussion

In this study, we demonstrate that deletion of FtH in macrophages is associated with the upregulation of SNCA, an iron-binding protein with ferrireductase activity that is implicated in the pathogenesis of several neurodegenerative disorders, including Parkinson’s disease (19, 20, 26). Following induction of AKI, FtH-deficient mice exhibited accelerated kidney disease progression accompanied by increased leukocyte expansion. Further analyses confirmed that activation of ferroptosis contributed to the injury observed in FtH^Δ/Δ^ mice. Mechanistically, our findings suggest that the ferrireductase activity of monomeric SNCA promotes oxidative stress, thereby increasing lipid peroxidation and promoting ferroptosis. Importantly, monomeric SNCA induction in macrophages emerges as a defining feature of kidney diseases marked by pronounced leukocyte aggregation, a pattern conserved across both murine models and human datasets.

AKI and its progression to CKD are a multifactorial disorder that, beyond its adverse impact on physiological benchmarks, triggers maladaptive crosstalk between the kidney and other organs, exacerbating inflammation, oxidative stress, and cardiovascular pathology, ultimately driving high morbidity and mortality (5, 36, 37). Dysregulated iron metabolism is a common feature in AKI and is frequently observed during the clinical progression of CKD (12, 38, 39). Additionally, aberrant kidney iron deposition and ferroptosis have been identified as key drivers of AKI pathogenesis and the transition from AKI to CKD (13, 40, 41). First described in 2012 (42), ferroptosis is a distinct and inherently iron-dependent form of regulated cell death characterized by extensive iron accumulation and lipid peroxidation during the cell death process (43). Various ferroptosis-inducing factors can overwhelm the glutathione metabolism pathway, leading to an exhaustion of antioxidant capacity and ultimately an oxidative imbalance resulting in cellular damage and death (43). Interestingly, ferroptosis can propagate across cell populations in a synchronized wave-like fashion, leading to a characteristic spatiotemporal pattern of cell death, referred to as a “wave of death” (44–47). This process is likely intensified by increased *Slc40a1* expression, which promotes the efflux of ferrous iron from cells undergoing ferroptosis, coupled with the release of iron-containing heme moieties from dying cells (48). Guided by our findings, we posit that FtH-deficient macrophages constitute the principal ferroptosis-engaging population in this model and likely serve as the initiating cellular source that propagates the earliest wave of ferroptotic signaling. This premise is supported by evidence demonstrating that ferroptosis is the most significantly enriched cellular pathway in FtH-deficient cells. This enrichment is accompanied by upregulation of markers associated with ferroptosis-mediated damage and activation of key ferroptosis regulators in whole kidneys. Importantly, experiments using Fer-1, a ferroptosis inhibitor (49), confirmed that the excess injury observed in FtH^Δ/Δ^ mice is primarily driven by ferroptosis. These findings further indicate that the pathological role of macrophage FtH in kidney injury is primarily dependent on the mode of injury, with leukocyte-rich, inflammation-driven models providing a more suitable context for defining its function than injury paradigms dominated by tubular cytotoxicity.

At the cellular level, regulation of key iron homeostasis proteins is orchestrated by iron regulatory proteins (IRPs) through their physical interaction with iron-responsive elements (IREs) (50). These cytoplasmic IRPs bind with high affinity to conserved hairpin structures located in the untranslated regions of mRNAs (IREs), allowing cells to delicately balance the expression of iron import, storage, and export proteins in response to fluctuations in intracellular iron levels (50). Notably, the expression of *Snca*, similarly to that of *FtH*, is controlled post-transcriptionally, as both mRNAs contain structured IREs in their 5′-untranslated regions that govern translation (51, 52). Specifically, the *Snca* IRE is formed at the splice junction of the first 2 exons of the *Snca* gene (53). 

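In the GENCODE release 21 annotation of GRCm38, the mouse Fth1 transcript Fth1-201 lies on the forward strand of chromosome 19. Its first exon, from 9982646 to 9982983, holds the whole 5′-untranslated region of 224 bases and the start codon. The sequence CAGTG, the start of the loop of canonical IREs written as DNA, occurs once in this region, at base 99 from its 5′ end, within TTCCTGCTTCAACAGTGCTTGAACGGAACC. These are facts of the reference sequence, and translation was not measured in the kidney libraries.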

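The mouse gene Snca is annotated on the reverse strand of chromosome 6 of GRCm38 with 2 protein-coding transcripts in GENCODE release 21 that differ in their first exon and share exon 2. The first exon of Snca-201 runs from 60828724 to 60829004 (281 bases) and that of Snca-202 from 60829671 to 60829855 (185 bases). Exon 2 runs from 60827481 to 60827627 (147 bases) and holds the start codon after 26 untranslated bases, so the junction of these exons lies in the 5′-untranslated region of both transcripts. Snca-201 joins the end of exon 1, TTCAGAAGCCTAGGGAGCCG, to the start of exon 2, TGTGGAGCAAAAATACATCT, and its 5′-untranslated region is 307 bases long with a GC content of 61.2%. Snca-202 ends its first exon with CGCAGCCAGAAGTCGGAAAG and has an untranslated region of 211 bases with a GC content of 47.4%. The sequence CAGTG of canonical IRE loops is absent from the 5′-untranslated region of Snca-201 and occurs once in that of Snca-202, at base 38. Reads were counted per gene, so the kidney counts of Snca do not separate these first exons.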

Based on existing evidence (54, 55), and our findings, we propose that in the absence of FtH, an increase in the intracellular labile iron pool triggers the dissociation of IRPs from *Snca* mRNA, thereby enhancing its translation. However, contrary to ferroxidase activity of FtH that converts the unstable ferrous form of iron into a more stable ferric form (16), SNCA via its ferrireductase activity may augment oxidative stress by generating excess iron in ferrous state (27). While the exact function of neuronal SNCA continues to be debated, its abundant presence and ferrireductase activity in red blood cells are proposed to play a crucial role in maintaining iron in its ferrous state within hemoglobin, which is essential for efficient oxygen binding (56). Similarly, within macrophages, SNCA can contribute to generation of ROS, a fundamental process required for elimination of invading pathogens and coordination of signal transduction and cellular processes (57). Moreover, given that Slc40a1 exclusively exports iron in its ferrous state, it can be reasonably projected that SNCA’s ferrireductase activity is essential for facilitating macrophage iron export. An expanding body of evidence increasingly substantiates the induction of SNCA during inflammatory processes, highlighting its involvement in immune regulation (24). Moreover, SNCA has been identified as a potent chemoattractant, a critical modulator of dendritic cell phenotypic maturation, and a pivotal immunomodulator, thus playing a central role in the orchestration of innate immunity and the maintenance of overall immune competence (21, 24, 58, 59). Consistent with these findings, we observed an enrichment of inflammatory pathways in FtH-deficient monocytes under quiescent conditions, along with an increased leukocyte presence in the kidneys of FtH^Δ/Δ^ mice, which may, at least in part, be attributed to elevated SNCA levels.

Because of its molecular weight of 14 kDa, SNCA can traverse the glomerular filtration barrier and be excreted in the urine. Indeed, it was recently revealed that kidneys rapidly remove circulating SNCA, a process that declines with worsening kidney disease, leading to SNCA accumulation and ensuing aggregation into fibrils within the kidneys (60). These fibrils subsequently propagate to the brain, a process that is blocked by kidney denervation (60). While population studies indicate an elevated risk of Parkinson’s disease in patients with advanced CKD (61–64), the mechanisms that underpin this association remain unclear, particularly as most individuals with CKD do not develop Parkinson’s disease. This report offers a potential explanation for this discrepancy. We validate upregulation of SNCA in macrophages across species in response to kidney injury. In mice, we demonstrate kidney accumulation of monomeric SNCA in injury models characterized by predominant leukocyte expansion, such as I/R and AA. Conversely, kidney diseases with minimal leukocyte involvement in their pathogenesis, such as cisplatin-induced nephropathy and COL4A3 deficiency (Alport syndrome), do not exhibit increased SNCA levels in kidneys. Similarly, while we observed increased presence of macrophage SNCA in AIN and ACR, two kidney disease entities marked by a high degree of leukocyte aggregation, such expression was absent in TBM disease. Moreover, through analysis of publicly available transcriptome datasets, we confirm that *Snca* expression in macrophages is minimal under both healthy conditions and diabetic injury but is notably elevated in ACR. Collectively, our findings suggest that the etiology of CKD, along with the extent of leukocyte (particularly macrophage) accumulation, may predispose the kidneys to SNCA aggregation. This, in turn, could render this subgroup of patients more susceptible to subsequent brain accumulation of SNCA via propagation from the kidneys.

In summary, our study uncovers a mechanistic pathway linking FtH deficiency in macrophages to heightened kidney injury via a macrophage SNCA/FtH regulatory axis that governs ferroptosis signaling. Myeloid FtH deletion and consequent perturbation of iron homeostasis foster excessive iron accumulation, which in turn precipitates enhanced ferroptotic cell death in the kidney. Importantly, the elevated expression of SNCA in macrophages correlates with kidney disease models characterized by marked leukocyte aggregation and may explain, at least in part, the observed association between CKD and an increased risk of neurodegenerative disorders. These findings position the macrophage FtH/SNCA regulatory axis as a mechanistic fulcrum whereby perturbations in iron homeostasis drive inflammatory kidney pathology and may serve as a peripheral conduit for excess SNCA dissemination to the central nervous system, potentially contributing to synucleinopathy development.

## Methods

### Sex as a biological variable.

Only male mice were used in this study because of the well-established relative resistance of female mice to kidney injury and CKD progression.

### Antibodies and oligonucleotide sequences.

All primary antibodies and corresponding dilutions and primer sequences used in this study are summarized in Supplemental Tables 4 and 5.

### Mice.

FtH-floxed mice (FtH^fl/fl^) mice (65) were crossed with lysozyme 2–Cre mice, generating littermates that were either FtH^fl/fl^ or FtH^Δ/Δ^ on a C57BL/6 background. WT C57BL/6 mice were purchased from The Jackson Laboratory, and the colony was maintained at the University of Alabama at Birmingham (UAB). All mice were maintained in temperature-controlled rooms on a 12 hour light/12 hour dark cycle and were provided with food and water ad libitum. The age of all experimental mice was between 8 and 12 weeks.

### Aristolochic acid model of kidney injury.

FtH^fl/fl^ and FtH^Δ/Δ^ mice were randomly assigned to either the aristolochic acid (AA) group or the control group. Mice in the AA group received intraperitoneal injections of AA (2 mg/kg body weight; Sigma-Aldrich, A9451) once daily for 5 consecutive days to induce kidney injury, while control mice received an equal volume of saline as a vehicle.

### Ischemia/reperfusion model of AKI-to-CKD progression.

WT mice underwent a bilateral ischemia/reperfusion (I/R) renal injury procedure (20 minutes ischemia time) to induce AKI-CKD transition as previously described (66). We used samples from a previous study in which temporal serum creatinine measurements were published (66).

### Cisplatin model of CKD.

The cisplatin model of CKD was established as previously described (66). Briefly, 9 mg/kg body weight cisplatin (1.0 mg/mL solution in sterile 0.9% saline) was administered intraperitoneally once a week for 4 weeks to induce moderate CKD, and tissues were harvested 1 week after final injection. Control mice received saline as vehicle.

### Model of Alport syndrome.

Col4a3^+/+^ (WT) and Col4a3^–/–^ (Alport) mice were harvested at 12 weeks of age, at which point substantial evidence of advanced CKD is present (67).

### Ferrostatin-1 administration to mitigate ferroptosis.

FtH^fl/fl^ and FtH^Δ/Δ^ mice were intraperitoneally injected with 1 mg/kg ferrostatin-1 (Fer-1; Selleck Chemicals, S7243) on day –1, one day before the first AA injection. After the first AA administration, mice continued to receive Fer-1 injections 3 times a week.

### Kidney function measurement.

Serum and urine creatinine was quantified at the UAB-UCSD O’Brien Center for AKI Research using liquid chromatography–tandem mass spectrometry as previously described (68).

### Western blot analysis.

Tissues and cells were homogenized, and protein was isolated as previously described (66). Protein concentrations were measured by bicinchoninic acid (BCA) assay kit (Thermo Fisher Scientific, PI23227), and 25 to 50 μg protein samples were denatured at 95°C for 5 minutes for standard Western blots, or at 50°C for 30 minutes for SNCA Western blots, and then loaded on a 12% electrophoresis gel. Western gels were then transferred onto 0.45 μm PVDF transfer membranes (Thermo Fisher Scientific, 88518). After transfer, SNCA Western blots were incubated for 30 minutes in 0.4% paraformaldehyde in 1× PBS before blocking for 1 hour in 6% nonfat dry milk in PBS with 0.1% Tween 20 (PBST). All other blots were immediately blocked in 6% nonfat dry milk in PBST for 1 hour after transfer. After blocking, membranes were then incubated overnight at 4°C in 1% nonfat dry milk in PBST with primary antibody. Anti-rabbit or anti-mouse HRP-conjugated secondary antibodies (Jackson ImmunoResearch Laboratories, 115-035-003 and 111-035-003) were applied at 1:2,500 dilutions in 5% nonfat dry milk in PBST for 1 hour at room temperature. HRP-conjugated antibodies were detected via chemiluminescence using Ultra Digital-ECL Substrate Solution (Kindle Biosciences, R1002) and developed with the KwikQuant Pro Imager (Kindle Biosciences, D1010). Specificity of monomeric SNCA bands was confirmed in preliminary studies using brain tissue and recombinant SNCA as positive controls. Densitometry analysis was performed using ImageJ 1.54k (NIH), and results were normalized to GAPDH. Additional Western blots used for densitometry represent independent samples and are provided, along with representative blots, as a supplemental file.

### Quantitative real-time PCR.

Total RNA was extracted from cells and tissues using TRIzol (Invitrogen, 15596018). cDNA was synthesized from total RNA with the QuantiTect reverse transcription kit (QIAGEN, 205313) per the manufacturer’s instructions. Quantitative PCR was performed using PowerUp SYBR Green Master Mix (Applied Biosystems, A25777) on an Applied Biosystems StepOnePlus Real-Time PCR System. Quantification of gene expression was done via the 2^–ΔΔCt^ method, and *Gapdh* expression was used for normalization. All real-time primers can be found in Supplemental Table 5. All reactions were performed in triplicate, and specificity was monitored using melting curve analysis.

### Immunohistochemistry staining.

Immunohistochemistry staining was performed as previously described (69). Kidneys were fixed in 10% neutral-buffered formalin for 24 hours and then embedded in paraffin. Five-micrometer kidney sections were deparaffinized in xylenes, rehydrated in a series of ethanol rinses from 100% to 70% ethanol, then washed in distilled water. Antigen retrieval was performed in Trilogy (Cell Marque, 922P-06) at 95°C for 30 minutes. Sections were washed in distilled water and incubated in 3% H_2_O_2_ for 20 minutes followed by blocking in a buffer containing 1% BSA (Thermo Fisher Scientific, J64100-A1), 0.2% nonfat dry milk, and 0.3% Triton X-100 (Thermo Fisher Scientific, A16046-AE) in 1× PBS for 30 minutes. The primary antibody, SNCA (Cell Signaling, 4179S), was diluted 1:200 in the blocking buffer and incubated overnight at 4°C. Sections were washed once with PBST and twice with PBS for 5 minutes each. Anti-rabbit HRP-conjugated secondary antibody (Jackson ImmunoResearch Laboratories, 115-035-003) was diluted 1:500 and applied for 1 hour at room temperature. Sections were washed once with PBST and twice with PBS for 5 minutes each. Chromogen substrates (Vector Laboratories, SK-4103) were mixed per the manufacturer’s instructions and added to sections. Images were captured on a BZ-X700 All-In-One Fluorescence Microscope (Keyence).

### Immunofluorescence staining.

Deparaffinization, rehydration, antigen retrieval, and blocking were similar to the immunohistochemistry protocol outlined above. Sections were then incubated overnight at 4°C with primary antibodies (dilutions in Supplemental Table 4) diluted in blocking buffer. Sections were washed once with PBST and twice with PBS for 5 minutes each and then incubated with fluorescently tagged secondary antibodies (Supplemental Table 4) at 1:500 dilutions in blocking buffer. Sections were washed once with PBST and twice with PBS for 5 minutes each, followed by application of autofluorescence eliminator reagent (MilliporeSigma, 2160) per the manufacturer’s instructions. Slides were then mounted with DAPI (Invitrogen, P36962). Images were captured on a BZ-X700 All-In-One Fluorescence Microscope (Keyence). Notably, the very intense staining of SNCA in macrophages required us to decrease the intensity of staining to better depict these macrophages at the expense of tubules. Brightness and contrast adjustments were made in an identical manner for matched sections and were applied to the entire image.

### Sirius red/fast green stain.

Sirius red/fast green stain was performed on the tissue sections using a sirius red/fast green collagen staining kit (Chondrex, 50-152-6960) per the manufacturer’s instructions. Four images per kidney were acquired at a ×10 magnification with a BZ-X700 All-in-One Fluorescence Microscope. Percentage area positive and intensity (integrated density) of sirius red stain, as a measure of collagen deposition and fibrosis, were measured with ImageJ using the Triangle auto-threshold method. Color, brightness, and contrast adjustments were made in an identical manner for matched sections.

### Iron staining.

To enhance iron deposition visualization, the modified Perls stain method was implemented. Briefly, paraffin-embedded 5 μm kidney sections were deparaffinized in xylenes and rehydrated as mentioned above. Sections were blocked in 1% H_2_O_2_ for 10 minutes and then washed with distilled water. Sections were then placed in a working solution of distilled water containing 4% HCl and 4% potassium ferrocyanide for 60 minutes at room temperature and rinsed in tap water, and chromogen substrate (Cell Signaling, 8059S) was applied.

### Serum iron measurement.

Serum iron was measured with a Quantichrome iron assay kit (BioAssay systems) following the manufacturer’s instructions.

### Flow cytometry and fluorescence-activated cell sorting.

Leukocytes (CD45^+^ cells) were isolated from kidneys as previously described (70). Mice were anesthetized with isoflurane and perfused through the left ventricle with 10 mL of cold PBS. Kidneys were then removed, stripped of the capsule, weighed, and minced with a razor blade on a glass slide. The minced tissue was placed in 2 mL of DMEM containing 1.67 Wünsch units/mL Liberase (Roche, 5401119001) and incubated at 37°C for 30 minutes. Digestion was halted by addition of cold PBS containing 1% BSA. The resulting suspensions were passed through an 18-gauge needle 3 times and subsequently filtered through a 40 μm strainer. The samples were then centrifuged at 400*g* for 7 minutes, and the supernatant was aspirated. Red blood cells were lysed using ACK lysis buffer for 2 minutes, followed by washing with ice-cold PBS to obtain the remaining leukocytes. Cells were then stained with a violet fixable viability dye (Invitrogen, L34964) for 20 minutes in the dark at room temperature and treated with an unlabeled anti-CD16/32 antibody (BioLegend, 156604) to block FcγIII receptors for 30 minutes. Subsequently, cells were stained with the following antibodies: anti-CD45.2–Brilliant Violet 650 (BioLegend, 09836), anti-CD11b–Super Bright 600 (M1/70, Invitrogen), anti-F4/80–APC–eFluor 780 (Invitrogen, 63011282), anti-NK1.1–PE–C7 (Invitrogen, 12-5941-83), anti-Ly6G–Alexa Fluor 700 (BioLegend, 127622), anti-CD19–Super Bright 702 (BioLegend, 67-0193-82), and anti-CD3e–PE–Cy7 (Invitrogen, 25-0031-82). After staining, samples were washed and resuspended in 500 μL of staining buffer before analysis by flow cytometry using the Cytek Northern Lights instrument and SpectroFlo software. Single-color controls were used for spectral unmixing, and fluorescence-minus-one (FMO) controls were applied to set positive gates. Data were analyzed using FlowJo software (BD Biosciences/Waters Biosciences).

### Bulk RNA-seq data processing and analysis.

Total RNA was isolated from kidneys using TRIzol. RNA quality was assessed using the Agilent 2100 Bioanalyzer, and only samples with an RNA integrity number greater than 8.0 were used for RNA-seq. RNA was sequenced on a NextSeq 500 system (Illumina), and the library was prepared with the Agilent SureSelect Stranded mRNA kit. STAR (version 2.7.7a) was used to align the raw RNA-Seq FASTQ reads to the mouse reference genome (GRCm38 p6, Release M25) from Gencode (71). After alignment, HTSeq-count (version 0.11.3) was used to count the number of reads mapping to each gene (72). Normalization and differential expression were then applied to the count files using DESeq2 (73). Heatmaps were generated using the Morpheus platform (https://software.broadinstitute.org/morpheus/).

### scRNA-seq.

CD45^+^ immune cells were isolated by fluorescence-activated cell sorting (FACS) from the kidneys of vehicle- and AA-treated mice at 6 weeks after final injection, following the flow cytometry protocol described earlier. CD45^+^ cells were sorted on a BD FACSAria II at the UAB Flow Cytometry and Single Cell Core Facility. Isolated cells were then processed using the Chromium 3′ Single Cell RNA sequencing kit (10x Genomics) in accordance with the manufacturer’s protocol. Cell-specific barcoded sequencing libraries were generated, and sequencing was performed on an Illumina NovaSeq6000. Reads were processed using the 10x Genomics Cell Ranger Single-Cell Software Suite (v6.0). Each sample of scRNA-seq was mapped to the mouse reference genome (GRCm38) provided by 10x Genomics. The samples then were merged by loading of the Cell Ranger output h5 file using Seurat (v5.1) for data preprocessing, integration, and normalization. Cells with fewer than 200 genes, more than 6,000 unique molecular identifiers (UMIs), or more than 10% mitochondrial UMIs were excluded. RNA expression was normalized by a scaling factor of 10,000 and log-transformed (base 2), and the top 2,500 variable genes were scaled via the ScaleData function. Normalization returned 2 gene-cell matrices: one in log scale, and the other the adjusted gene-cell count. Principal component analysis (PCA) was performed with 30 principal components via the RunPCA function, followed by Harmony analysis to normalize the PCA embeddings across samples. We also used 15 as the number of dimensions for the FindNeighbors function. We ran the FindClusters function (resolution = 0.6) to identify clusters of cells and the RunUMAP function (reduction = “harmony,” dims = 1:20) for reduction to 2 dimensions for visualization purposes. The assignment of each cluster to a specific cell type was done with the SingleR package using the ImmGenData reference dataset. Differentially expressed genes between 2 groups were identified using the FindMarkers function with the default Wilcoxon’s rank-sum test, and genes with adjusted *P* value less than 0.05 were considered differentially expressed. Differentially expressed genes for each cell type were functionally annotated using the R package clusterProfiler (version 3.14.0). The mouse Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology databases were used to determine associations with particular biological processes, diseases, and molecular functions. The top pathways with an FDR-adjusted *P* value less than 5% were summarized in the results.

### Measurement of serum and urinary SNCA.

Serum and urinary SNCA levels were measured using the Mouse α-Synuclein ELISA Kit (Abcam, ab282865) per the manufacturer’s protocol. Urinary SNCA levels were normalized to creatinine.

### Quantification of albuminuria.

Urinary albumin was quantified using the Mouse Albumin ELISA kit (Bethyl Laboratories, NC0096469), according to the manufacturer’s protocol. Data were normalized to urine creatinine.

### BMDM cell culture.

Bone marrow–derived macrophages (BMDMs) were isolated from WT mice as previously described (74). BMDMs were cultured for 5 days in DMEM (Corning, 10-013-CV) with 15% FBS (R&D Systems, S11150), 1% penicillin-streptomycin (Gibco, 15140122), 1% MEM non-essential amino acids (Gibco, 11140050), and 0.3 μg/mL M-CSF (Miltenyi Biotec, 130-101-704). On day 6, the culture medium was replaced with DMEM containing 1% FBS for 2 hours, followed by treatment with either vehicle, mouse recombinant monomeric SNCA protein monomers (Proteos, RP-011), or fibrils at a dose of 1 μM (StressMarq, SPR-324). Dose of SNCA was established per previous reports (59). Cells were then washed with PBS and collected for RNA or protein analysis. Presence of LPS mouse recombinant SNCA monomers and fibrils was ruled out using the Pierce chromogenic endotoxin quantification kit (Thermo Fisher Scientific, A39552) according to the manufacturer’s instructions, where values were determined to be less than 0.01 EU/mL. Fibrils were sonicated at 4°C in a water bath sonicator for a total of 15 minutes, using a cycle of 3 seconds on and 2 seconds off. To assess the effects of heat and enzymatic digestion on SNCA, 1 μM of monomers were either boiled overnight at 100°C or treated with proteinase K (1 mg/mL) at 37°C overnight before addition to BMDM medium.

### HK-2 cell culture.

HK-2 cells, provided by Anupam Agarwal (UAB), were cultured following ATCC-recommended protocols. Cells were maintained in keratinocyte-SFM medium supplemented with epidermal growth factor, bovine pituitary extract (Gibco, 10724-011), and 1% (vol/vol) penicillin-streptomycin. Cell culture plates were precoated with 50 μg/mL Collagen Type I (Corning, 354236) before seeding. Cultures were kept at 37°C in a humidified incubator with 5% CO_2_, and the medium was replaced every 48–72 hours. Cells were allowed to grow for 3–5 days until they reached approximately 70%–80% confluence. At this stage, HK-2 cells were detached using trypsin and either passaged at a 1:3 ratio or seeded into 6- or 12-well plates at the desired density for experiments.

### Live-cell imaging for SNCA uptake.

For the uptake assay, BMDMs were plated on 35 mm MatTek live imaging dishes and were treated with 0.1 μM of Alexa Fluor 488–labeled (A488-labeled) SNCA monomers (StressMarq, SPR-517B-A488). Following A488-labeled SNCA treatment, extracellularly bound SNCA was quenched using trypan blue. Both A488 and Alexa Fluor 555 channels were used for imaging. A488 was used to visualize SNCA internalization and Alexa Fluor 555 to detect trypan blue binding to extracellular proteins. The internalization of A488-labeled SNCA was then assessed via live-cell imaging, as previously described (75).

### BODIPY (lipid peroxidation sensor) assay.

BMDMs were treated with either vehicle or monomeric SNCA (Proteos, RP-011) for 16 hours and incubated with 2 μM BODIPY 581/591 C11 (Invitrogen, D3922) for 30 minutes at 37°C in 5% CO_2_. Cells were washed with cold PBS to remove excess dye and resuspended in flow cytometry buffer (PBS containing 2% FBS and 0.1% sodium azide). Flow cytometry was performed using the Cytek Northern Lights instrument and analyzed using FlowJo software.

### Cellular ROS assay.

BMDMs were treated with either vehicle or SNCA monomers (Proteos, RP-011) for 16 hours and incubated with 10 μM DCFDA (Abcam, ab113851) for 30 minutes at 37°C in 5% CO_2_. Excess dye was removed via PBS washes, followed by fluorescent microscopy and flow cytometry analysis.

### Human samples.

Remnant human kidney biopsies were obtained through the tissue resource available from the UAB-UCSD O’Brien Center for AKI Research. These samples were collected, deidentified, archived together, and analyzed according to protocols approved by the Institutional Review Board of the UAB. Biopsy samples for this study were selected based on the diagnosis of ACR, AIN, or TBM, according to pathologists’ diagnoses and comments. Diagnosis of TBM was also confirmed by electron microscopy, and thickness measurement values used to establish the diagnosis of TBM were 337 ± 75 nm for females and 355 ± 75 nm for males (Supplemental Figure 11). The 3 studied groups, TBM, AIN, and ACR, were each represented by kidney biopsies from 6 patients. Patient characteristics are presented in Supplemental Table 3. Serum creatinine of 1 patient in the TBM and 1 patient in the AIN group was not available for analysis.

### Interpretation of gene expression data using publicly available transcriptomic platforms.

All data sources were contacted via email correspondence and provided explicit consent for the use of their datasets and the generation of figures for this study. Each source requested appropriate citation of their work, which has been duly incorporated in the manuscript. We used 3 publicly available resources for transcriptomic analysis: (a) The Kidney Precision Medicine Project (https://www.kpmp.org), accessed between September 2024 and February 2025, funded by the National Institute of Diabetes and Digestive and Kidney Diseases (grants U01DK133081, U01DK133091, U01DK133092, U01DK133093, U01DK133095, U01DK133097, U01DK114866, U01DK114908, U01DK133090, U01DK133113, U01DK133766, U01DK133768, U01DK114907, U01DK114920, U01DK114923, U01DK114933, U24DK114886, UH3DK114926, UH3DK114861, UH3DK114915, and UH3DK114937). Specifically, Supplemental Figure 9 and Supplemental Tables 1 and 2 were generated via accessing of this platform. (b) The Kidney Interactive Transcriptomics platform (http://humphreyslab.com/SingleCell/), developed by Benjamin Humphreys. The generated results in this study used a data source that was previously published (76, 77). Figure 7, K and L, and Supplemental Figure 10 were generated using this platform. (c) The DICE database website (https://dice-database.org) was used to generate data presented in Supplemental Figure 3.

### Statistics.

Statistical analyses were performed using appropriate methods based on the study design. Experiments involving 2 groups were analyzed by 2-tailed, unpaired Student’s *t* test. For analyses involving 3 or more independent groups, a 1-way ANOVA with Tukey’s or Dunnett’s post hoc correction was applied. To compare 2 groups across 2 conditions, a 2-way ANOVA with Tukey’s or Šidák’s correction for multiple comparisons was conducted. All data are expressed as mean ± SEM. Statistical tests were 2-sided and were performed using GraphPad Prism v10, with details provided in the figure legends. Statistical significance was defined as follows: not significant (NS), *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001.

### Study approval.

All mouse experiments were performed in accordance with NIH guidelines for the use and care of live animals and were reviewed and approved by the UAB’s Institutional Animal Care and Use Committee. Human tissue samples were procured and approved by the UAB’s Institutional Review Board.

### Data availability.

The sequencing data for this study were deposited in the Gene Expression Omnibus and are publicly available as of the date of publication under accession numbers GSE292295 and GSE291562. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

TC designed and performed experiments, collected and analyzed data, formulated publishable figures, and wrote the manuscript. SM performed experiments, collected and analyzed data, and assisted in manuscript preparation. KC, MM, and BJ performed experimentation. YZ conducted all analyses for scRNA-seq. LVD conceived the project and provided resources. LF, RP, FR, and LP participated in experimentation. GB, JB, and CF conceived the project, conducted investigations, and reviewed and edited the manuscript. AZ conceived the project, designed the study, supervised experimental work, analyzed data, generated figures, wrote the manuscript, and secured funding.

## Conflict of interest

CF has served as a consultant for Bayer and Calico Labs. CF is an inventor on two pending patents (PCT/US2019/049211; PCT/US19/49161) and has a patent on FGFR inhibition (European Patent 2723391). CF is the cofounder and CSO of a startup biotech company (Alpha Young LLC).

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH grant DK134402 (to AZ).
- UAB-UCSD O’Brien Center for Acute Kidney Injury Research (NIH U54 DK137307).
- Project 2025-1.2.1-HU-RIZONT-2025-00080 implemented with support provided by the Ministry of Culture and Innovation of Hungary from the National Research, Development and Innovation Fund, financed under the 2025-1.2.1-HU-RIZONT funding scheme (to AZ, JB, and GB).
- American Heart Association (AHA) Postdoctoral Fellowship Grant 26POST1559305 (to TC).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
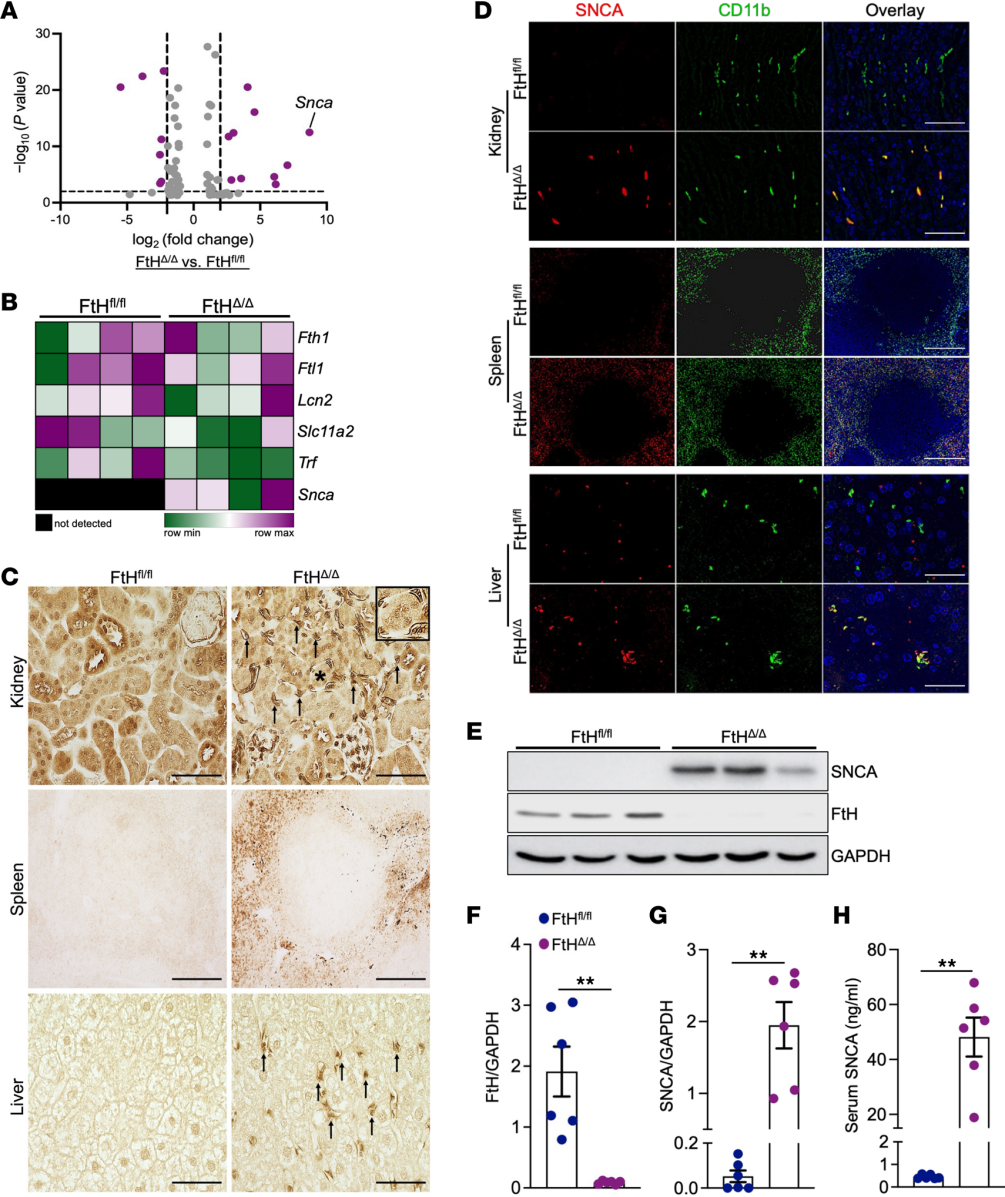
Myeloid FtH deletion triggers SNCA induction in macrophages. (**A**) Volcano plot showing differentially expressed genes in the kidneys of WT (FtH^fl/fl^) and myeloid-specific FtH-deficient (FtH^Δ/Δ^) mice under quiescent conditions following bulk RNA-seq (*n* = 4 per group). (**B**) Heatmap illustrating the expression of genes that encode iron-binding proteins in kidneys of FtH^fl/fl^ and FtH^Δ/Δ^ mice using normalized reads obtained via bulk RNA-seq. (**C**) Representative immunohistochemistry using an anti-SNCA antibody in the kidney, spleen, and liver of FtH^fl/fl^ and FtH^Δ/Δ^ mice under homeostatic conditions. Black arrows in the FtH^Δ/Δ^ kidney indicate SNCA-expressing interstitial cells. Inset: Higher magnification of a tubule with surrounding SNCA-expressing cells, marked with an asterisk. Scale bars: kidney, 100 μm; spleen, 200 μm; liver, 50 μm. (**D**) Immunofluorescence staining of SNCA and the myeloid marker CD11b in the kidney, spleen, and liver of FtH^fl/fl^ and FtH^Δ/Δ^ mice under baseline conditions. Scale bars: kidney, 25 μm; spleen, 200 μm; liver, 25 μm. (**E**) Representative Western blot of FtH and SNCA expression levels in FtH^fl/fl^ and FtH^Δ/Δ^ spleen at baseline. GAPDH was used as a loading control. (**F** and **G**) Densitometric analysis of spleen FtH and SNCA expression, normalized to GAPDH (*n* = 6 per genotype). (**H**) Serum SNCA levels measured by ELISA (*n* = 6 per genotype). **P < 0.01.

**Figure 2:**
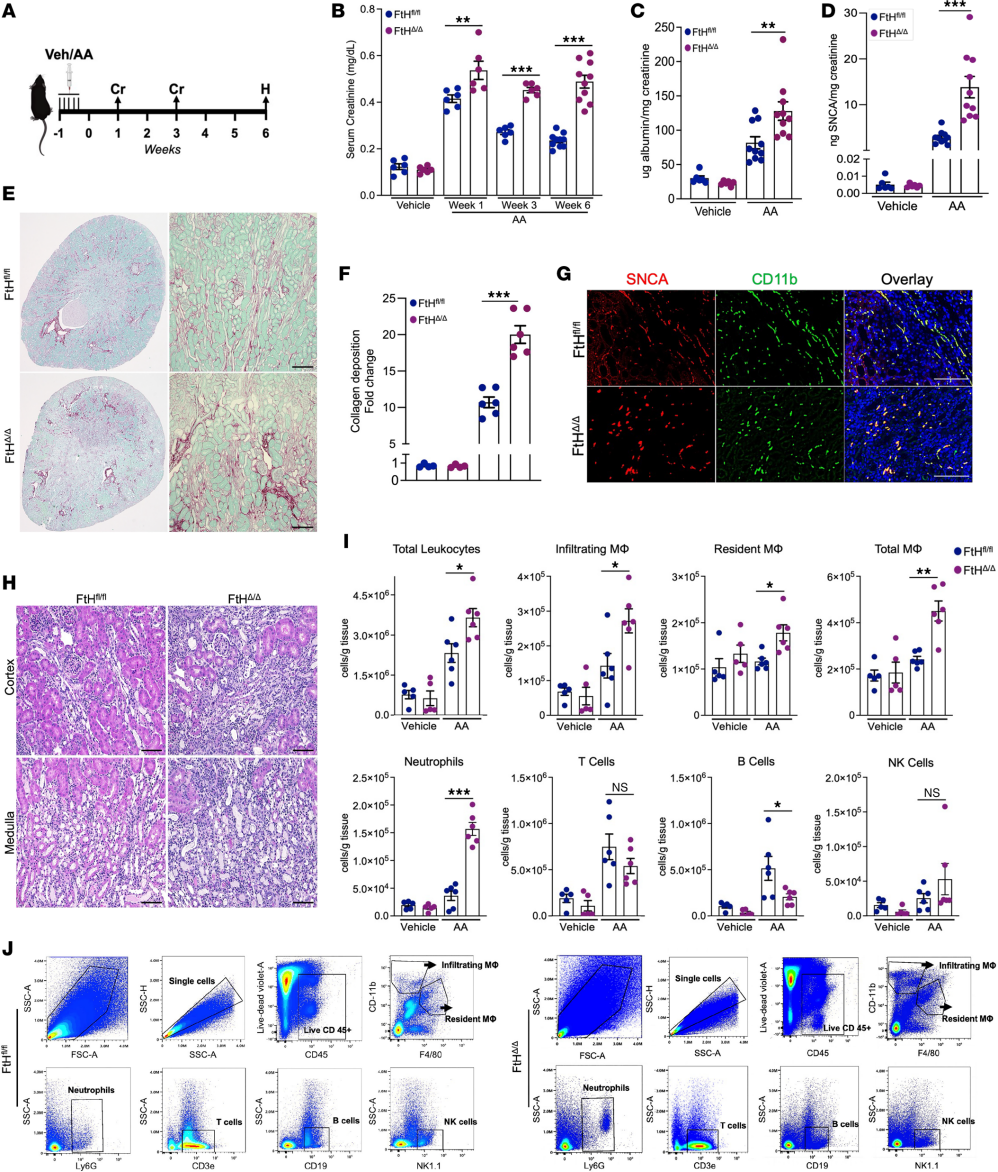
Myeloid FtH deficiency exacerbates AKI and accelerates AKI-to-CKD progression. (**A**) Schematic representation of the experimental design. Mice were given aristolochic acid (AA) or vehicle, with measurements and analyses performed at indicated time points. Cr, creatinine measurement; H, harvest and endpoint analyses. (**B**) Serum creatinine levels were measured at indicated time points in FtH^fl/fl^ and FtH^Δ/Δ^ mice (vehicle, *n* = 6 per genotype; AA, *n* = 6 per genotype for week 1 and week 3, *n* = 10 per genotype for week 6). (**C**) Albumin was measured in the urine of vehicle- and AA-treated mice and normalized to creatinine (vehicle, *n* = 6 per genotype; AA, *n* = 10 per genotype). (**D**) SNCA was measured in the urine of vehicle- and AA-treated animals and normalized to creatinine (vehicle, *n* = 6 per genotype; AA, *n* = 10 per genotype). (**E**) Representative sirius red/fast green stain demonstrating collagen deposition at 6 weeks after AA administration. Scale bars: 200 μm. (**F**) Quantification of kidney fibrosis (fold change) based on sirius red/fast green stain in FtH^fl/fl^ and FtH^Δ/Δ^ mice (vehicle, *n* = 4 per genotype; AA, *n* = 6 per genotype). (**G**) Representative immunofluorescence staining of kidney sections at 6 weeks after AA-induced injury analyzed for SNCA and CD11b, with DAPI nuclear counterstaining. Scale bars: 25 μm. (**H**) Representative H&E stain of FtH^fl/fl^ and FtH^Δ/Δ^ kidneys at week 6 after AA-induced CKD. Scale bars: 100 μm. (**I**) Quantification of immune cell populations in kidney tissues. Data are represented as number of cells per gram kidney tissue (vehicle, *n* = 5 per genotype; AA, *n* = 6 per genotype). (**J**) Representative gating strategy for identifying leukocytes (CD45^+^), macrophages (F4/80^+^), neutrophils (Ly6G^+^), T cells (CD3e^+^), B cells (CD19^+^), and NK cells (NK1.1^+^). NS, not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 3:**
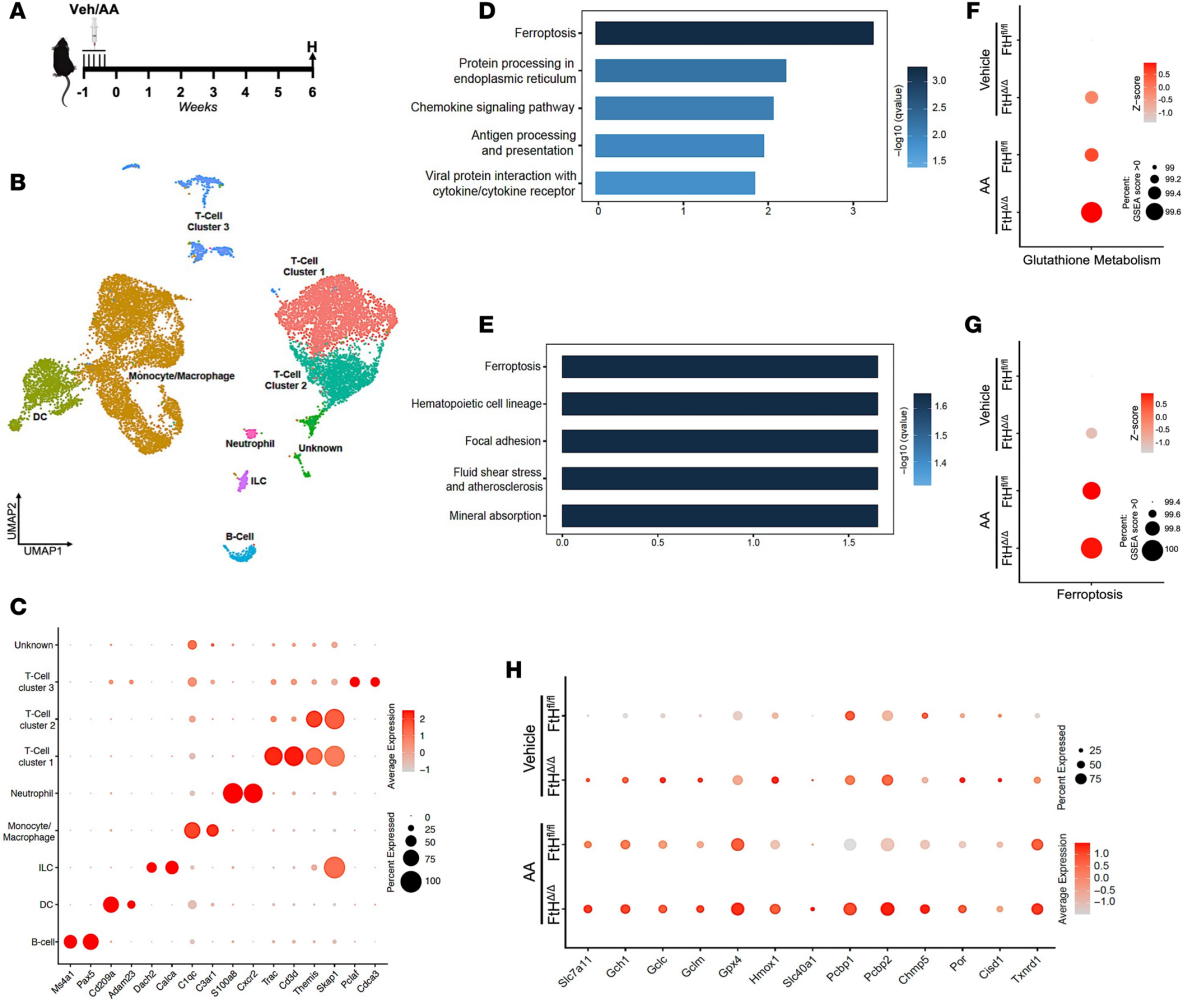
Single-cell transcriptomic analysis of leukocytes reveals ferroptosis induction following FtH deletion. (**A**) Schematic of the experimental setup. FtH^fl/fl^ and FtH^Δ/Δ^ mice received vehicle or AA for 5 consecutive days. Mice were harvested for scRNA-seq analysis of kidney leukocytes 6 weeks after vehicle or AA administration. H, harvest and endpoint analysis. (**B**) UMAP plot showing the clustering of immune cells (CD45^+^) in the kidney based on scRNA-seq. The analysis identifies 9 distinct clusters, with contaminating kidney cells and clusters representing less than 1% removed. (**C**) Cell type–specific expression of marker genes for manually annotated clusters. Dot size denotes percentage of cells expressing the marker. Color scale represents average gene expression values. (**D**) Pathway enrichment analysis of differentially expressed genes in FtH-deficient cells versus WT cells under vehicle-treated conditions. (**E**) Pathway enrichment analysis of differentially expressed genes in FtH-deficient cells versus WT cells following AA administration. (**F** and **G**) Gene set enrichment analysis (GSEA) for glutathione metabolism (**F**) and ferroptosis (**G**) pathways in monocytes/macrophages from vehicle- and AA-treated FtH^fl/fl^ and FtH^Δ/Δ^ mice. The size of the dots represents the percentage of genes enriched in the pathway, while the color indicates the *z* score. (**H**) Dot plot showing key genes involved in ferroptosis across different genotypes and experimental conditions. Dot size denotes percentage of cells expressing the marker. Color scale represents average gene expression values.

**Figure 4:**
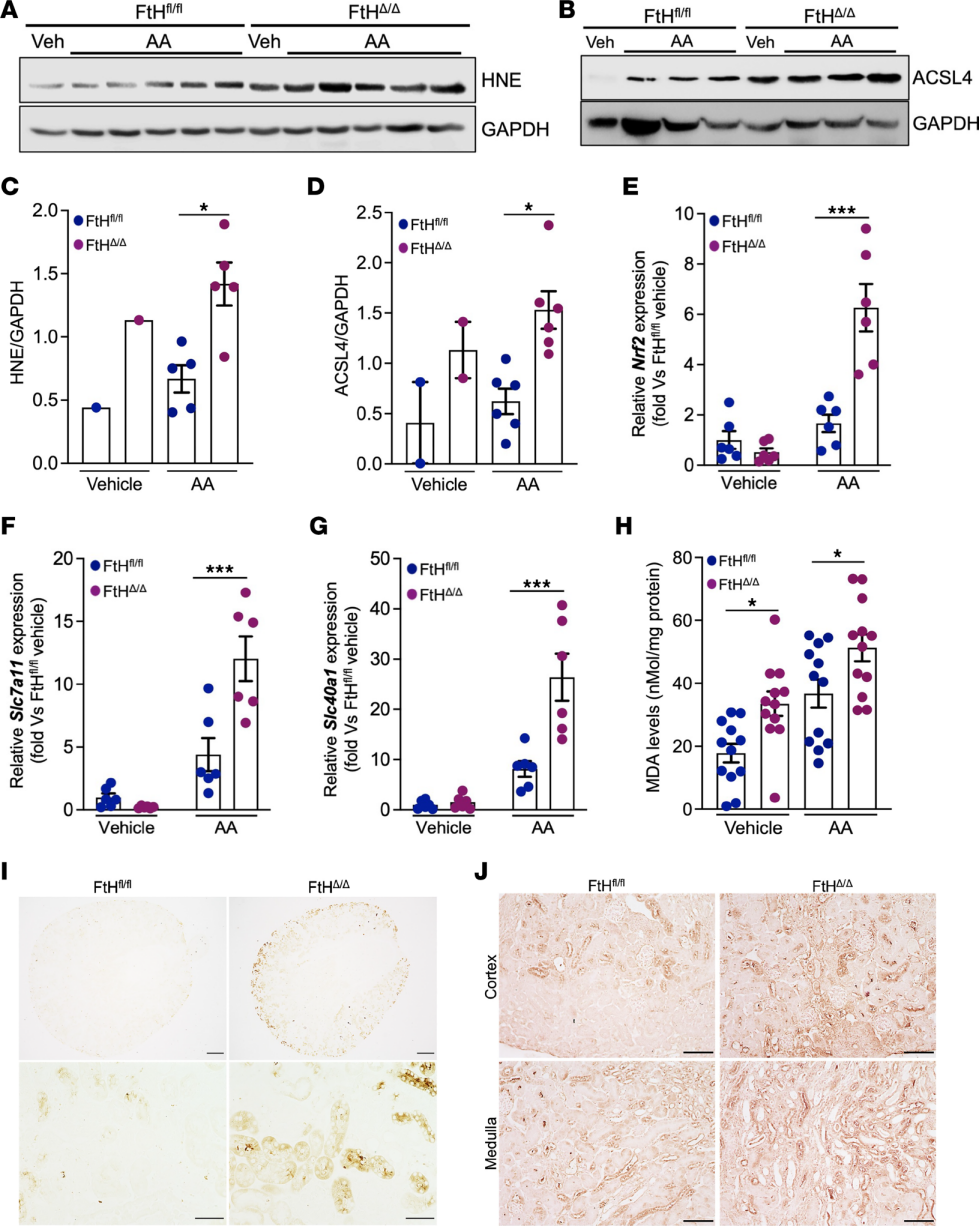
Myeloid FtH deficiency confers susceptibility to ferroptosis following injury. (**A** and **B**) Representative blot showing HNE (**A**) and ACSL4 (**B**) protein expression levels in kidney lysates from mice treated with vehicle or AA. (**C**) Densitometric quantification of HNE expression normalized to GAPDH (vehicle, *n* = 1 per genotype; AA, *n* = 5 per genotype). (**D**) Densitometric quantification of ACSL4 expression normalized to GAPDH (vehicle, *n* = 1 per genotype; AA, *n* = 6 per genotype). (**E**–**G**) mRNA expression levels of *Nrf2* (**E**), *Slc7a11* (**F**), and *Slc40a1* (**G**) in kidneys at 6 weeks after treatment. Data are normalized to *Gapdh* and represented as fold versus FtH^fl/fl^ vehicle group (vehicle, *n* = 6 per genotype; AA, *n* = 6 per genotype). (**H**) Whole-kidney lysates, collected at 6 weeks from both genotypes after vehicle or AA treatment, were analyzed to quantify malondialdehyde (MDA) levels as a measure of lipid peroxidation (*n* = 12 per genotype and treatment condition). (**I**) Modified Perls Prussian blue staining demonstrating iron deposition in kidneys of FtH^fl/fl^ and FtH^Δ/Δ^ mice at 6 weeks after AA treatment. Scale bars: 200 μm (top), 50 μm (bottom). (**J**) Representative immunohistochemistry to detect HNE accumulation in both genotypes at 6 weeks after AA administration. Scale bars: 100 μm. *P < 0.05, ***P < 0.001.

**Figure 5:**
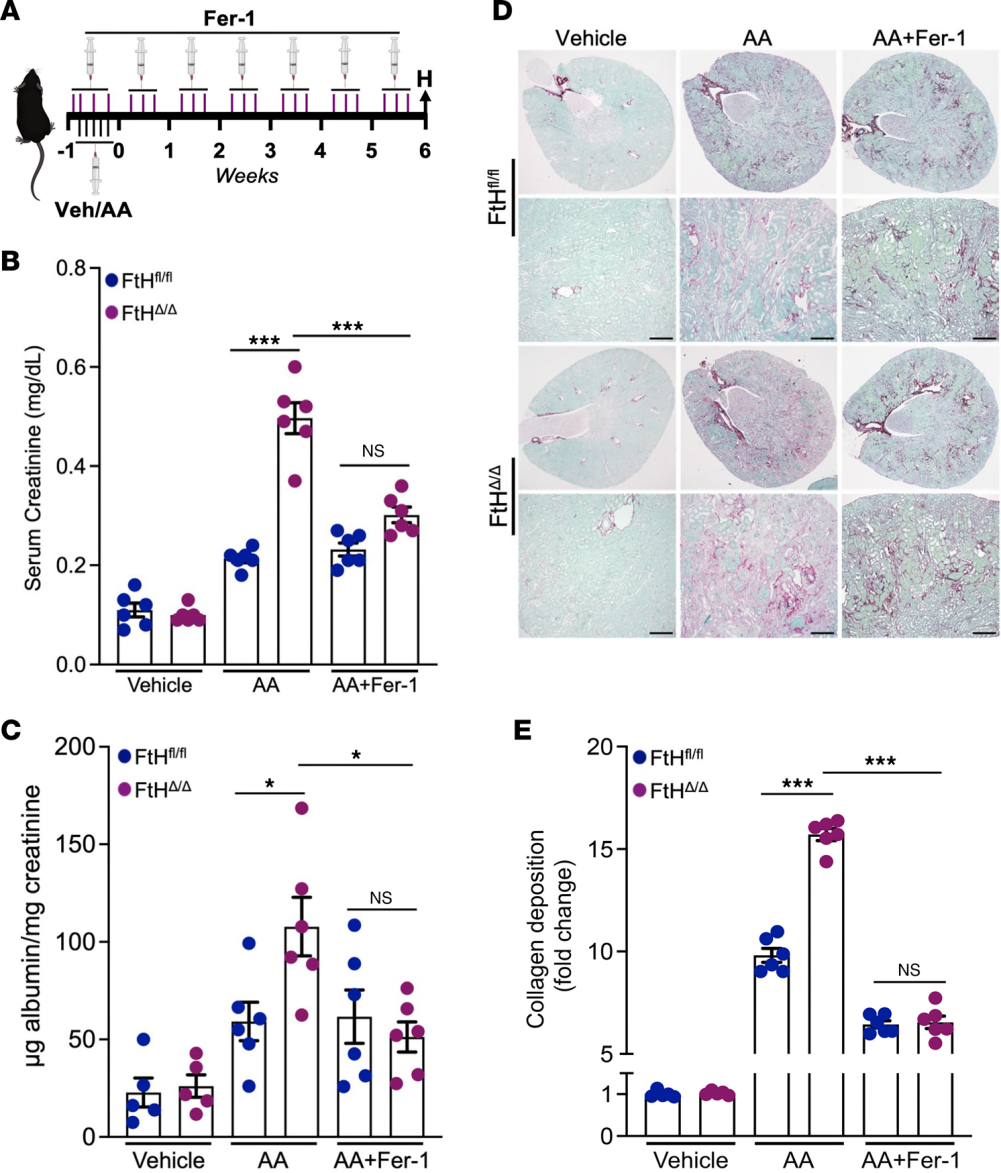
Excessive ferroptotic activity as the principal driver of kidney injury in FtH^Δ/Δ^ mice. (**A**) Schematic illustrating the experimental design for ferrostatin-1 (Fer-1) treatment to diminish ferroptosis-induced injury. (**B**) Serum creatinine levels across genotypes and experimental conditions at 6 weeks after indicated treatment (vehicle, *n* = 6 per genotype; AA, *n* = 6 per genotype). (**C**) Urinary albumin levels measured in vehicle-, AA-, and AA+Fer-1–treated mice and normalized to urine creatinine (vehicle, *n* = 6 per genotype; AA+Fer-1, *n* = 6 per genotype). (**D**) Representative sirius red/fast green staining demonstrating collagen deposition at 6 weeks after vehicle, AA, and AA+Fer-1 administration in FtH^fl/fl^ and FtH^Δ/Δ^ mice (vehicle, *n* = 6 per genotype; AA, *n* = 6 per genotype; AA+Fer-1, *n* = 6 per genotype). Scale bars: 200 μm. (**E**) Quantification of collagen deposition (fold change) based on fast green/sirius red stain in FtH^fl/fl^ and FtH^Δ/Δ^ mice after vehicle, AA, and AA+Fer-1 administration (vehicle, *n* = 6 per genotype; AA, *n* = 6 per genotype; AA+Fer-1, *n* = 6 per genotype). NS, not significant; *P < 0.05, ***P < 0.001.

**Figure 6:**
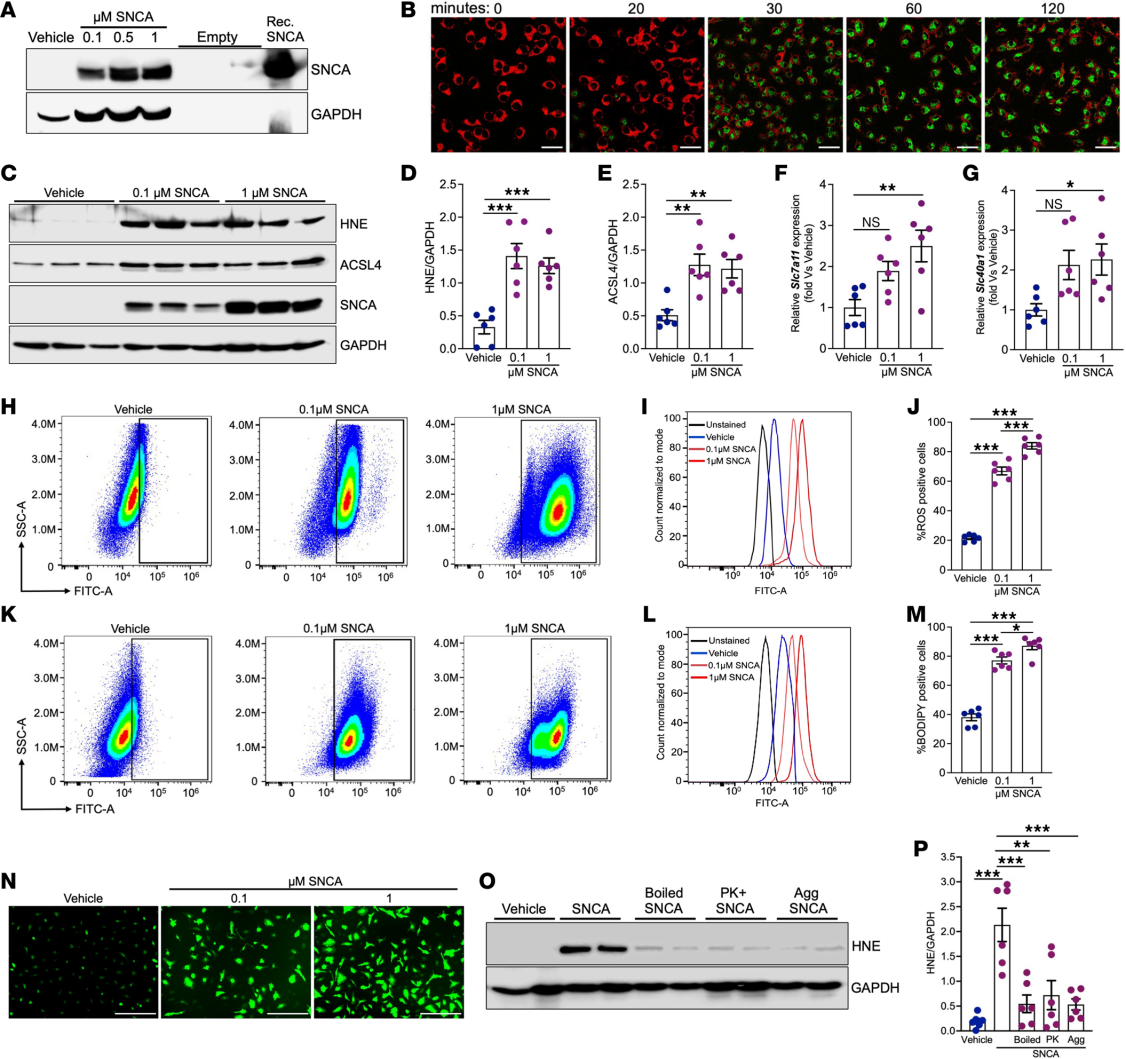
Monomeric SNCA’s ferrireductase activity drives oxidative stress, a hallmark of ferroptosis. (**A**) Representative Western blot showing dose-dependent uptake of recombinant monomeric SNCA by BMDMs after 16 hours of incubation. Recombinant SNCA was used as a positive control. (**B**) For uptake assays, BMDMs were treated with A488-labeled recombinant SNCA, and the A488 signal was monitored using live-cell imaging. The green signal indicates successful internalization of the recombinant monomeric SNCA. Scale bars: 100 μm. (**C**) Representative Western blot showing HNE and ACSL4 expression levels in BMDMs treated with vehicle or SNCA. (**D** and **E**) Densitometric quantification of HNE (**D**) and ACSL4 (**E**) expression (*n* = 6 for all treatment groups). (**F** and **G**) mRNA expression levels of *Slc7a11* (**F**) and *Slc40a1* (**G**) in BMDMs treated with vehicle or SNCA (*n* = 6 for all treatment groups). (**H**) Representative flow cytometry plot showing ROS detection using DCFDA in BMDMs treated with vehicle or monomeric SNCA. (**I**) Representative histogram of DCFDA fluorescence intensity. (**J**) Quantification of ROS-positive cells following SNCA treatment (*n* = 6 for all treatment groups). (**K**) Representative flow cytometry plot showing lipid peroxidation levels measured using BODIPY 581/591 in BMDMs treated with vehicle or monomeric SNCA. (**L**) Representative histogram of BODIPY fluorescence intensity. (**M**) Quantification of BODIPY-positive cells (*n* = 6 for all treatment groups). (**N**) Representative images demonstrating intracellular ROS using DCFDA in BMDMs treated with increasing concentrations of SNCA. Scale bars: 100 μm. (**O**) Representative Western blot demonstrates HNE expression in BMDMs treated with vehicle, monomeric SNCA, boiled monomeric SNCA, proteinase K–treated monomeric SNCA, or aggregated SNCA (fibrils) for 16 hours. (**P**) Densitometric quantification of HNE expression, normalized to GAPDH (*n* = 6 for all treatment groups). NS, not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
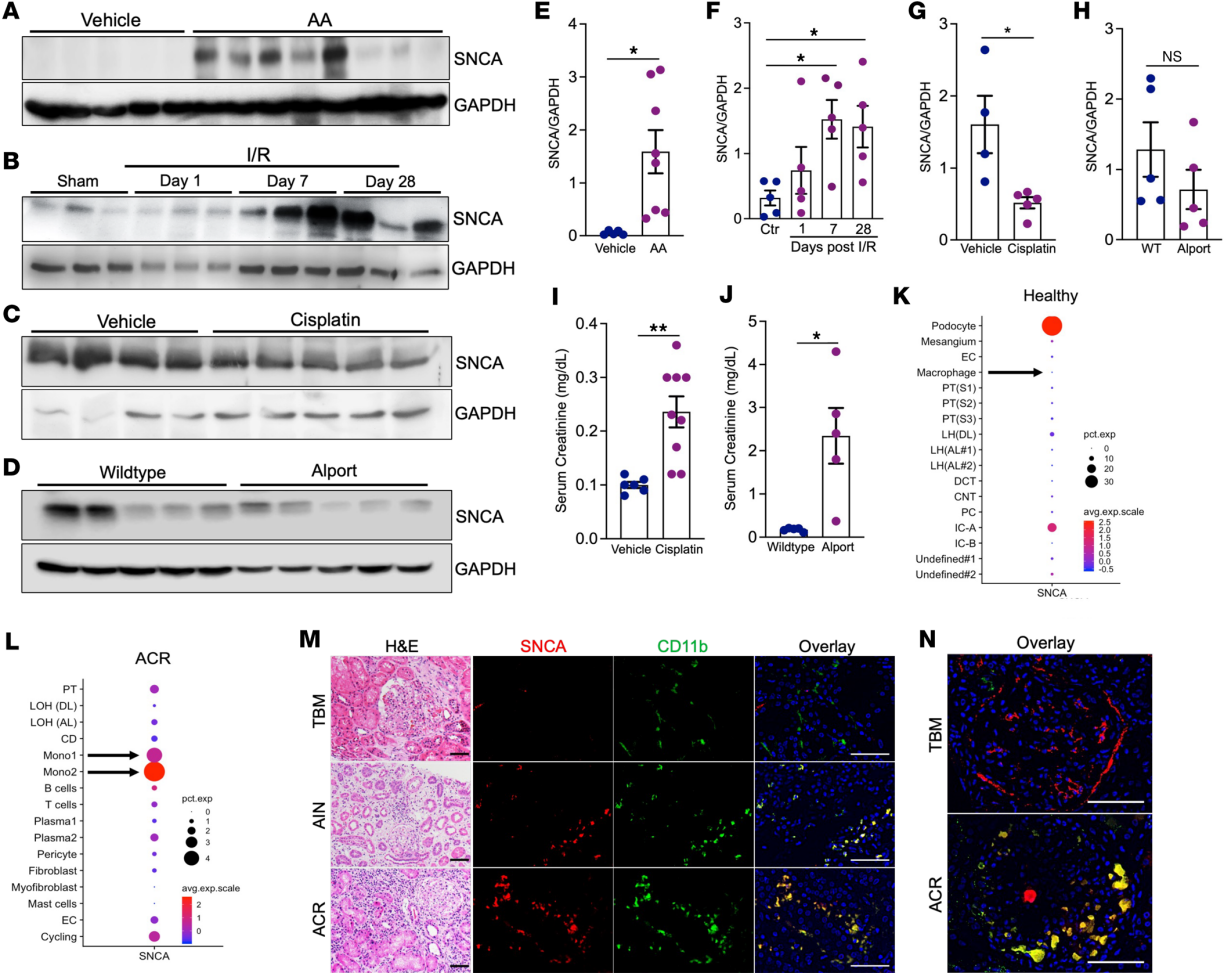
SNCA accumulation is a hallmark of kidney diseases marked by leukocyte expansion across species. (**A**–**D**) Western blot analysis of monomeric SNCA in kidney lysates from 4 different mouse models of kidney disease: (**A**) WT mice were treated with vehicle or AA. Kidney lysates were collected 6 weeks after AA administration. (**B**) WT mice were subjected to 20 minutes of ischemia/reperfusion (I/R) injury. Kidney samples were collected at indicated time points. (**C**) Protein expression of SNCA in WT kidneys treated with cisplatin as described in Methods. (**D**) SNCA expression in kidneys from WT (Col4a3^+/+^) and Alport (Col4a3^–/–^) mice at 12 weeks of age. (**E**–**H**) Densitometric analysis of SNCA protein expression in nephropathy models: AA (vehicle, *n* = 5; AA, *n* = 8) (**E**), I/R (sham, *n* = 5; days 1, 7, 28, *n* = 5 per time point) (**F**), cisplatin (vehicle, *n* = 4; cisplatin, *n* = 5) (**G**), and Alport syndrome (*n* = 5 per genotype) (**H**), normalized to GAPDH. (**I**) Serum creatinine levels in vehicle- and cisplatin-treated mice (vehicle, *n* = 6; cisplatin, *n* = 9). (**J**) Serum creatinine in WT and Alport mice measured at 12 weeks of age (*n* = 5 per genotype). (**K** and **L**) Analysis of *Snca* expression using publicly available scRNA-seq datasets from healthy (**K**) and rejected (ACR) (**L**) human kidney allografts. Arrows indicate monocyte/macrophage expression of *Snca* in healthy (**K**) and ACR (**L**) kidneys. (**M**) H&E stain (left) highlights histopathological features of human kidney biopsies from patients with TBM disease, acute interstitial nephritis (AIN), and acute cellular allograft rejection (ACR). Immunofluorescence staining of SNCA and CD11b validates overlap in AIN and ACR, but not in TBM. Scale bars: H&E stains, 100 μm; immunofluorescence, 25 μm. (**N**) Higher-magnification overlay images of a healthy-appearing glomerulus in TBM and a case of glomerulitis in ACR. Scale bars: 25 μm. NS, not significant; *P < 0.05, **P < 0.01.

## Version 1 03/10/2026

In-Press Preview

## Version 2 04/22/2026

Electronic publication

# Supplementary material for: Macrophage ferritin heavy chain/α-synuclein regulatory axis modulates ferroptosis during kidney injury
**Source:** JCI Insight. 2026 Mar 10;11(8):e196521. doi: 10.1172/jci.insight.196521
**Supplement:** Supplemental data

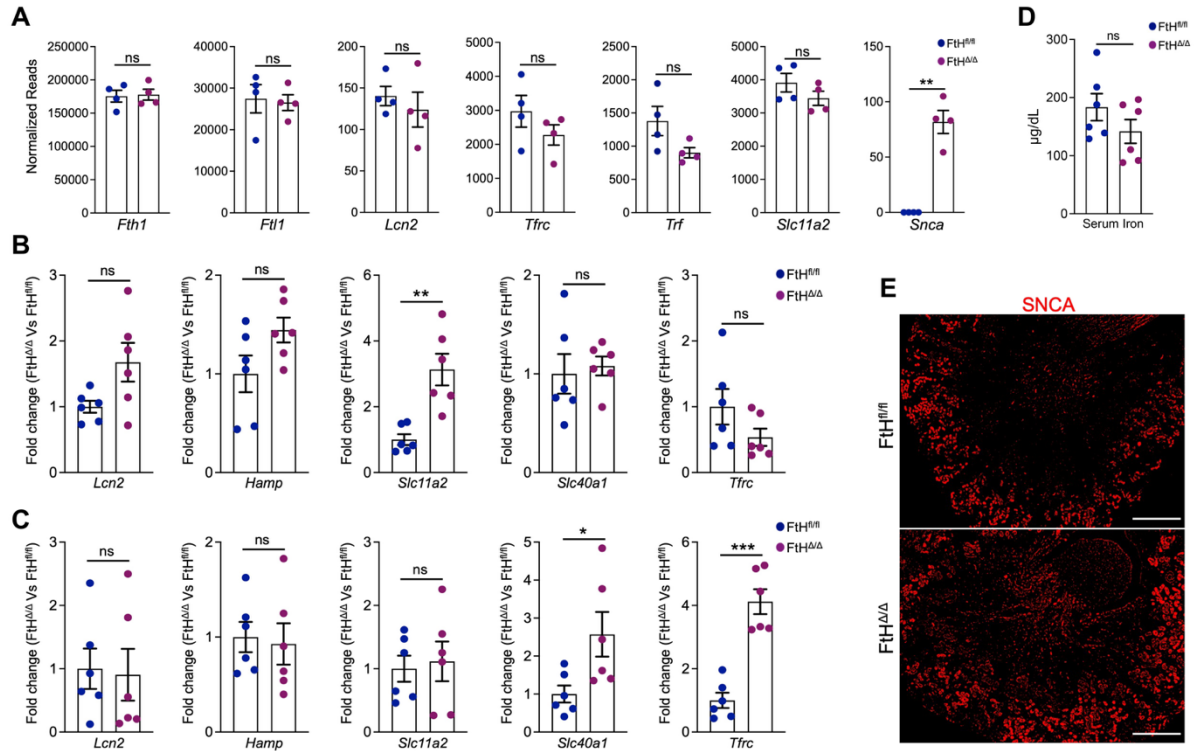

Figure S1. (A) Bulk RNA-sequencing data of *Fth^{fl/fl}* and *Fth^{Δ/Δ}* kidneys under baseline conditions highlighting genes that encode key iron regulatory proteins. Hepcidin (*Hamp*) levels were undetectable. (n = 4). Normalized count data of signature genes are plotted. ns = not significant, **P < 0.01. (B, C) *Fth^{fl/fl}* and *Fth^{Δ/Δ}* livers (B) and spleens (C) were harvested under baseline conditions and mRNA expression levels of *Lcn2* (Ngal), *Hamp* (hepcidin), *Slc11a2* (DMT1), *Slc40a1* (Fpn), and *Tfrc* (transferrin receptor 1) were analyzed using qRT-PCR. Data are normalized to *Gapdh* and represented as fold change, *Fth^{fl/fl}* Vs. *Fth^{Δ/Δ}*. ns = not significant, *P < 0.05, **P < 0.01, ***P < 0.001. (D) Serum iron concentrations in *Fth^{fl/fl}* and *Fth^{Δ/Δ}* under quiescent conditions were measured and reported in $\mu\text{g/dL}$. ns = not significant. (E) Immunofluorescence staining of SNCA in kidneys of *Fth^{fl/fl}* and *Fth^{Δ/Δ}* mice under baseline conditions. Scale bar = 50 μm .

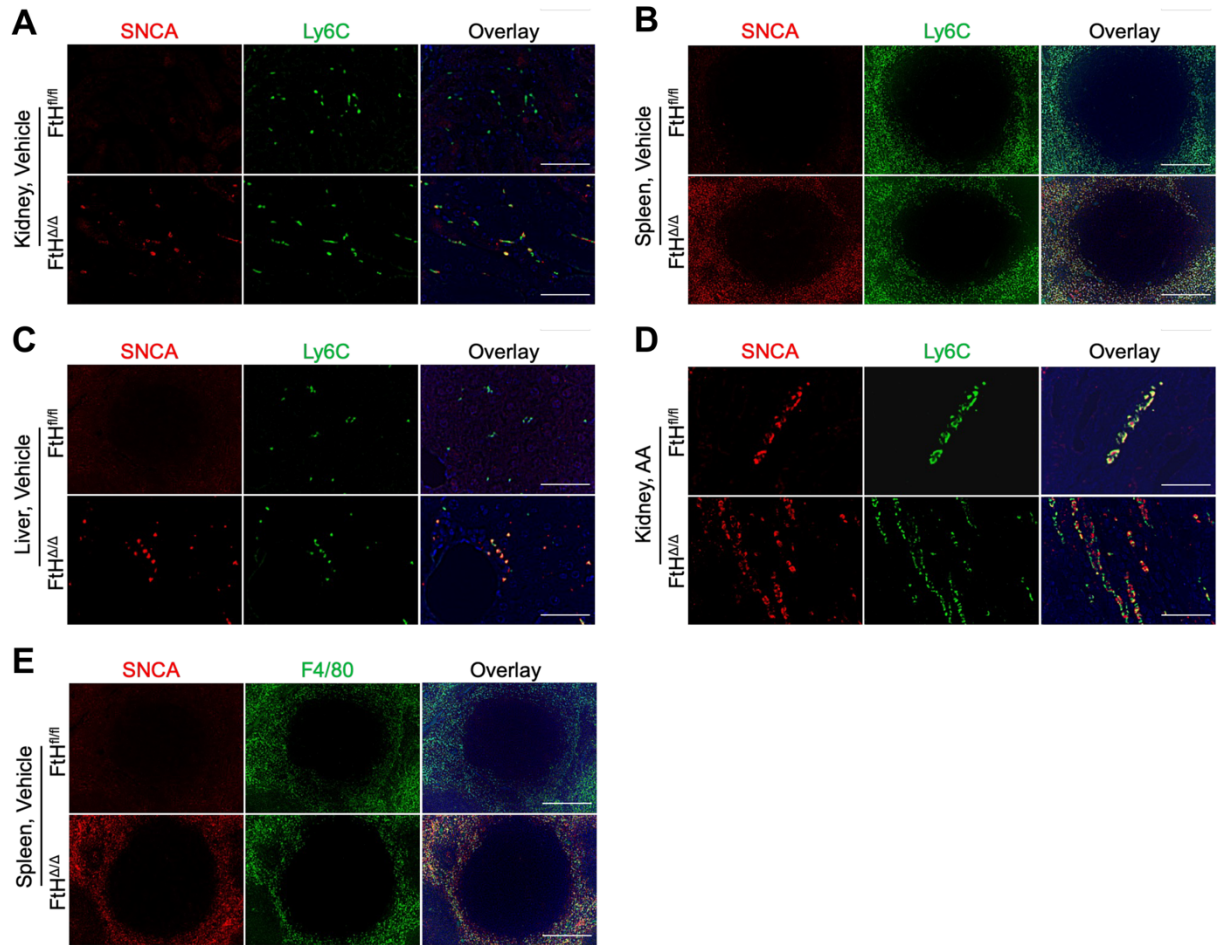

Figure S2. (A-C) Immunofluorescence staining of SNCA and Ly6C in the kidney, spleen, and liver of $FtH^{fl/fl}$ and $FtH^{\Delta/\Delta}$ mice under baseline conditions. (D) Upregulation of SNCA in $Ly6C^+$ cells following AA-induced injury in both genotypes. Scale bars: kidney= 25 μm , spleen= 200 μm , liver= 25 μm . (E) Immunofluorescence assay illustrating co-expression of SNCA and F4/80 in spleen of $FtH^{\Delta/\Delta}$ mice. Scale bar = 200 μm .

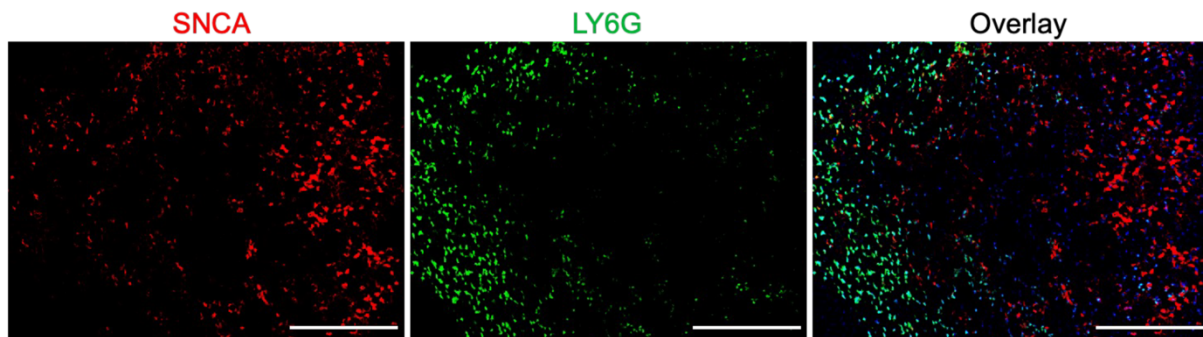

Figure S3. Immunofluorescence assays were performed using anti-SNCA and anti-LY6G antibodies to determine the pattern of expression of these proteins in spleen of FtH^{ΔΔ} mice. As illustrated neutrophils are not the primary source of SNCA expression in FtH^{ΔΔ} spleens. Scale bar = 100 μm.

A

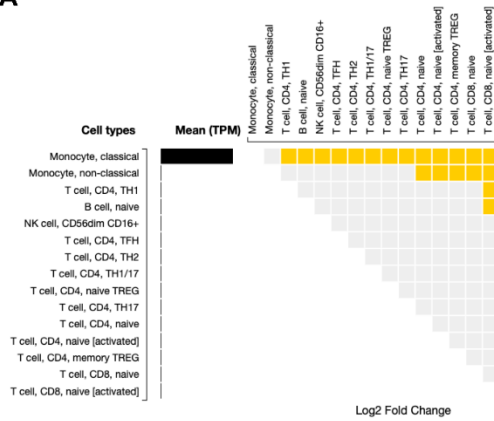

B

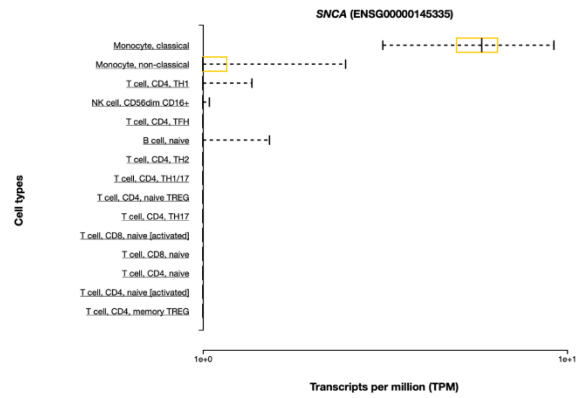

Figure S4. Expression of SNCA in leukocytes as determined by (A) log2 fold change, and (B) transcripts per million reveals monocytes as the major cellular source of expression. Data was generated via accessing publicly available transcriptome analysis platform. (<https://dice-database.org>)

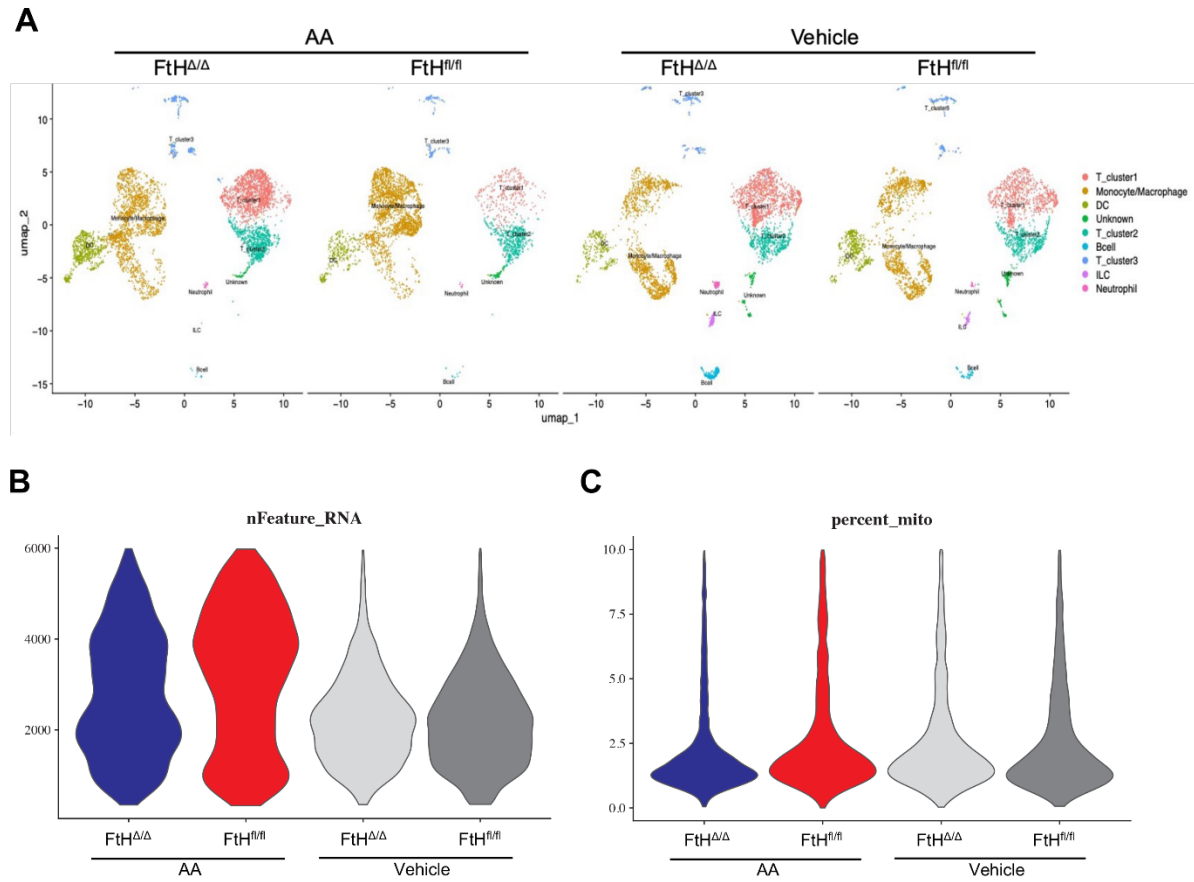

Figure S5. (A) UMAP projection of isolated CD45⁺ (leukocytes) from kidneys of both genotypes, treated with vehicle or AA, passing rigid quality control filtering and after dataset integration, yielding 9 distinct cell clusters (n= 1 per genotype and treatment condition). (B, C) Violin plots showing (B) the number of informative genes per single cell, and (C) the percentage of mitochondrial genes per single cell, all split by batches.

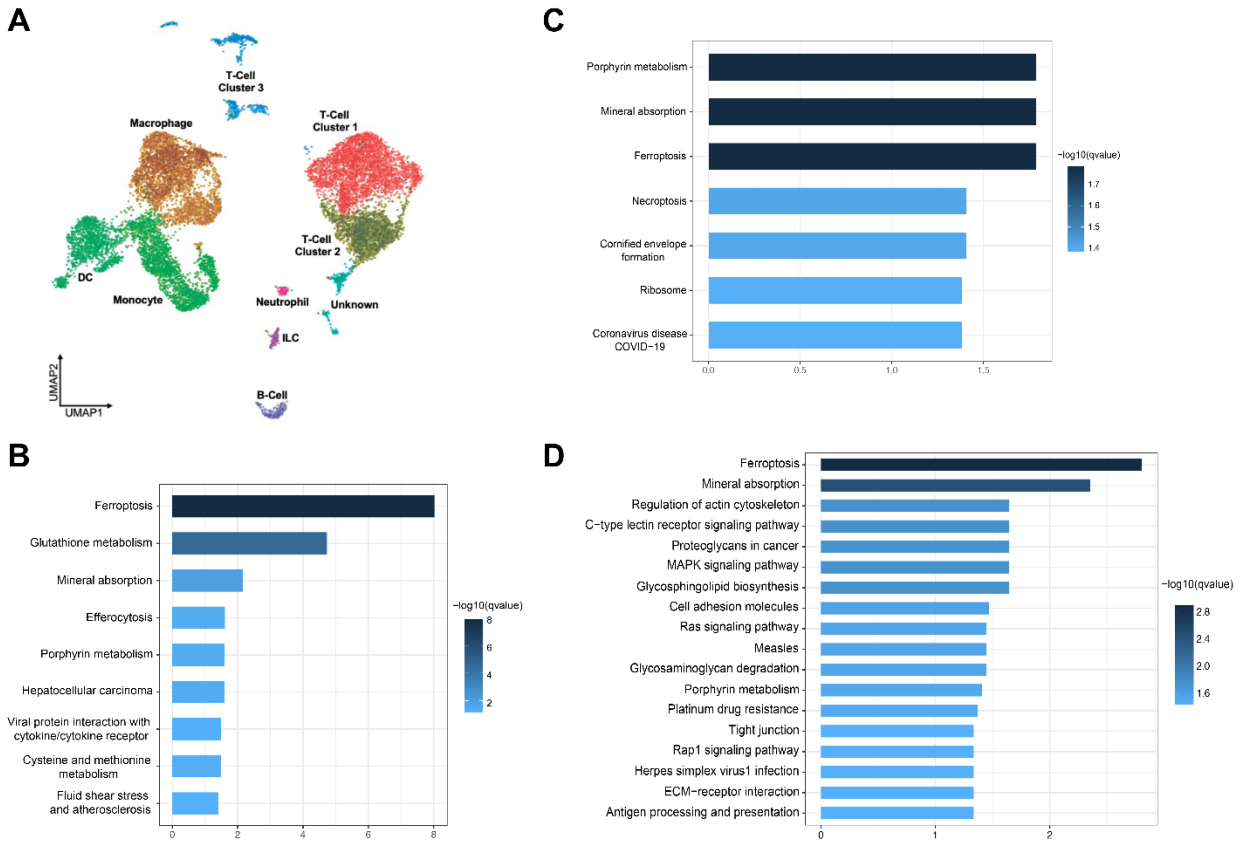

Figure S6. (A) Uniform manifold approximation and projection (UMAP) plot showing the clustering of immune cells (CD45⁺) in the kidney based on single-cell RNA sequencing. The analysis identifies ten distinct clusters, with contaminating kidney cells and clusters representing less than 1% removed. Specifically, monocytes and MΦ were clustered as distinct populations to enable independent assessment of pathway enrichment under each experimental condition. (B) Pathway enrichment analysis of differentially expressed genes in FtH deficient monocytes versus wildtype monocytes under vehicle-treated conditions. (C) Pathway enrichment analysis of differentially expressed genes in FtH deficient monocytes versus wildtype monocytes following AA administration. (D) Pathway enrichment analysis of differentially expressed genes in MΦ derived from FtH Δ/Δ kidneys versus MΦ derived from FtH^{fl/fl} kidneys following AA administration.

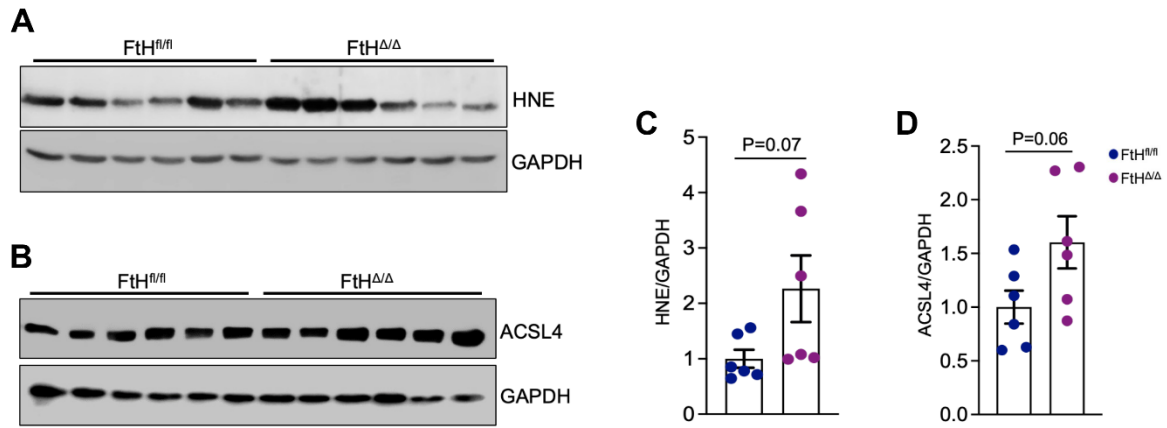

Figure S7. (A, B) $FtH^{fl/fl}$ and $FtH^{\Delta/\Delta}$ kidneys were harvested under baseline conditions and protein expression of (A) HNE, and (B) ACSL4 were examined via Western blotting. (C, D) Densitometric analysis indicates an increasing trend for both (C) HNE, and (D) ACSL4 in baseline $FtH^{\Delta/\Delta}$ kidneys; however, these results did not achieve statistical significance.

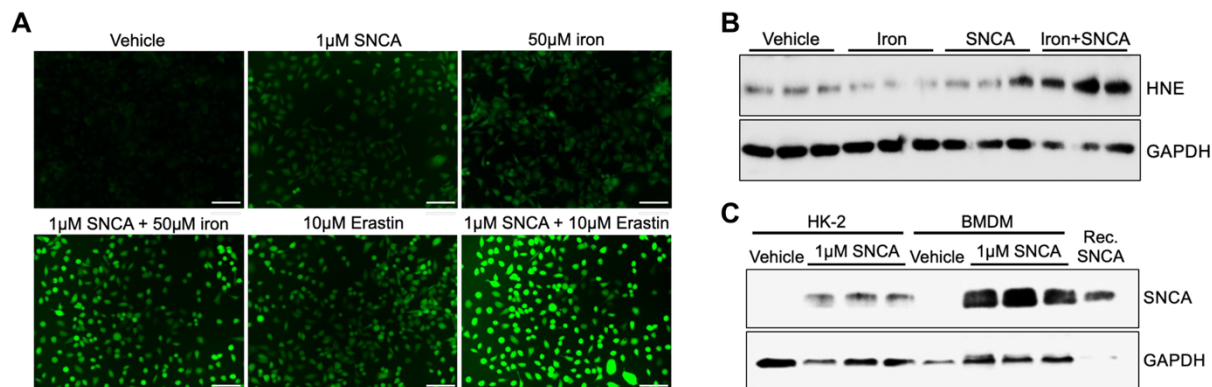

Figure S8. Representative images demonstrating intracellular ROS using DCFDA in HK-2 cells. DCFDA staining was performed at 16 hours post treatment with SNCA alone, iron alone, SNCA and iron, Erastin alone, Erastin and SNCA, at denoted concentrations. Scale bar = 200 μ m. (B) HK-2 cells were treated with vehicle, 50 μ M iron alone, 1 μ M SNCA alone, and combination of 50 μ M iron and 1 μ M SNCA for 16 hours. Cell lysates were used to detect HNE levels. GAPDH was used as loading control. (C) To detect SNCA levels western blotting was performed using protein lysates of HK-2 cells and BMDMs subjected to 1 μ M SNCA for 16 hours. GAPDH was used as loading control.

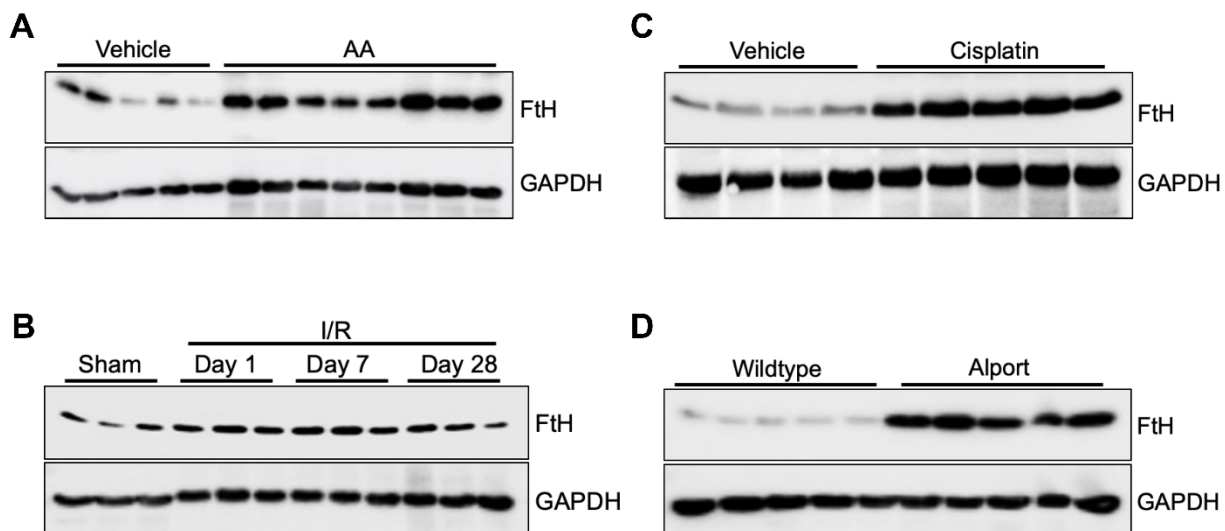

Figure S9. (A-D) Western blot analysis of FtH in kidney lysates from four different mouse models of kidney disease: (A) Wildtype mice were treated with vehicle or aristolochic acid (AA), and kidney lysates were collected six weeks post-AA administration. (B) Wildtype mice subjected to 20 minutes of ischemia-reperfusion (I/R) injury. Kidney samples were collected at indicated time-points. (C) Protein expression of FtH in wildtype kidneys treated with cisplatin as described in methods. (D) FtH expression in kidneys from wildtype (Col4a3^{+/+}) and Alport (Col4a3^{-/-}) mice at twelve weeks of age. GAPDH was used as loading control.

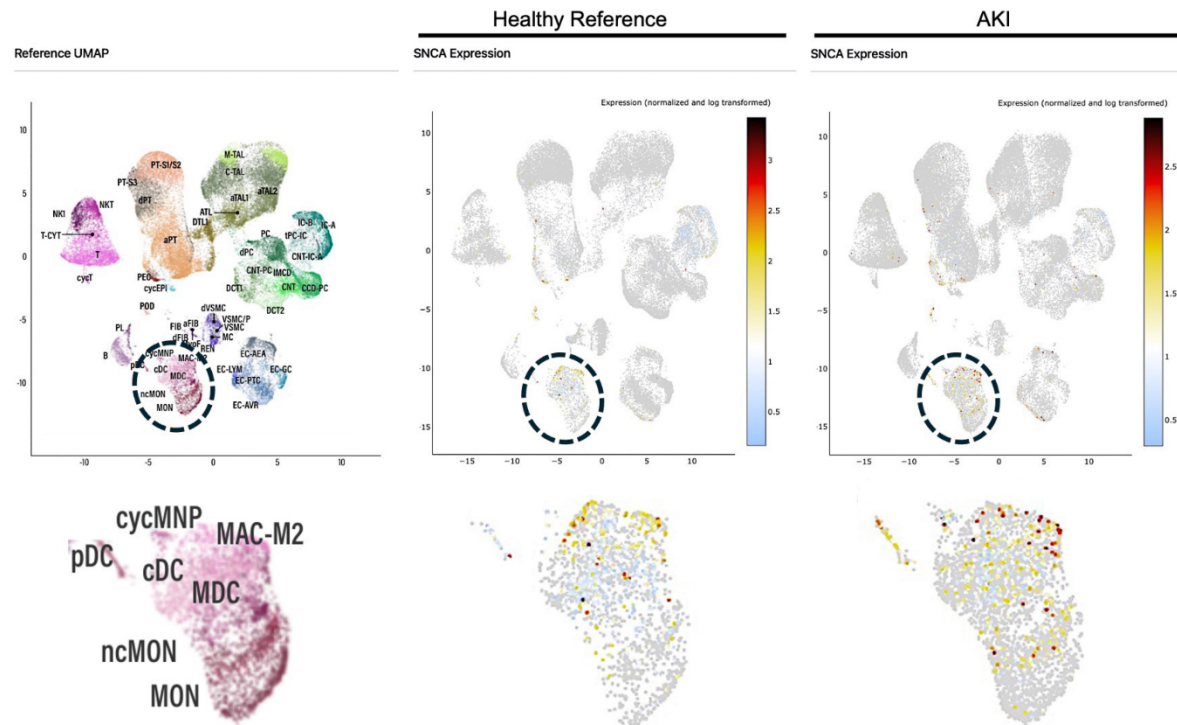

Figure S10. Reference UMAP, the left panel, shows different annotated cell types. The black dash sequesters cells of monocytic lineage subpopulation of leukocytes and was isolated for better visualization. The middle panel shows expression levels of SNCA in healthy kidneys and the right panel demonstrates enrichment of SNCA during AKI. Data was generated via accessing kidney precision medicine project website. (<https://www.kpmp.org>)

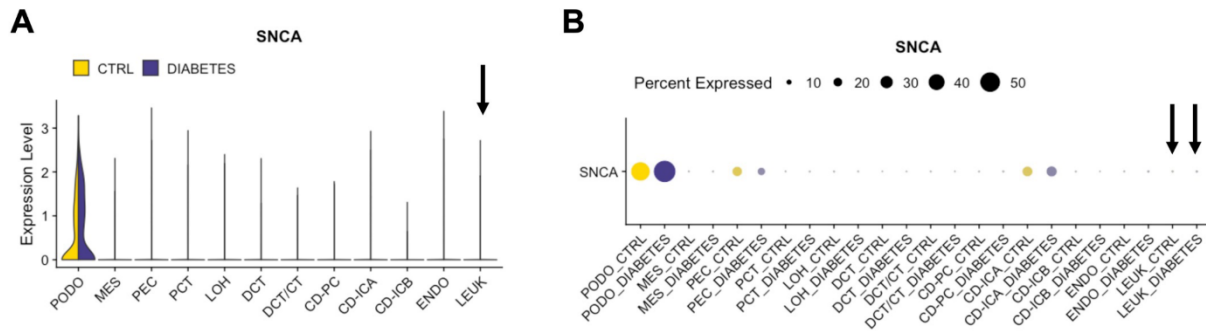

Figure S11. (A) violin plot of Sc-RNAseq demonstrates enrichment of SNCA in control and diabetic kidneys that is almost exclusively seen in podocytes. Arrow indicates expression of SNCA in isolated leukocytes. (B) Dotplot analysis confirms lack of enrichment of SNCA in leukocytes as indicated by arrows. Data was generated via accessing kidney interactive transcriptomics platform developed by Dr. Humphreys. (<https://humphreyslab.com/SingleCell/>)

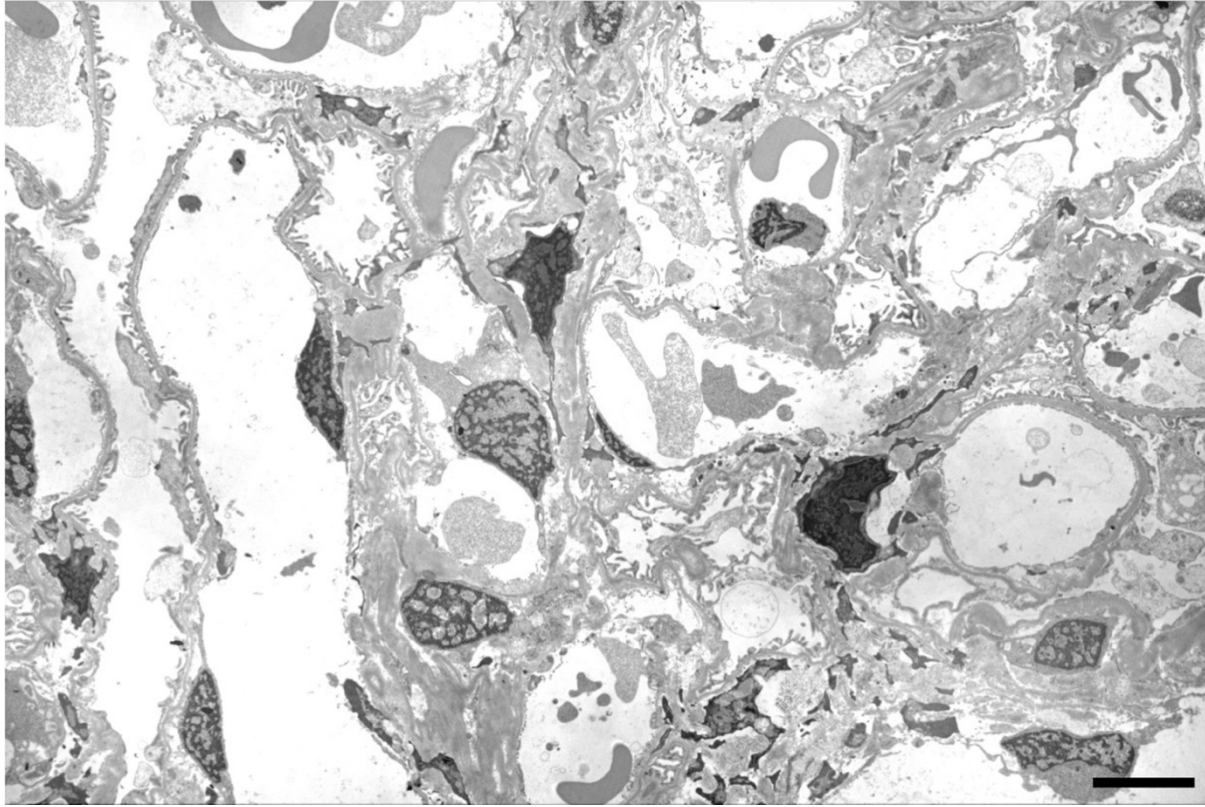

Figure S12. Representative images of kidney biopsies with an isolated diagnosis of TBM demonstrate thinning of the basement membrane. Scale bar = 5 μ m.

Supplemental Table 1. Cluster of cells that significantly express *Snca* mRNA in kidneys of healthy individuals

cluster Abbrev	cluster Name	cell Count	Mean Exp	pct Cells Expressing	fold Change	p Val	p Val Adj
MDC	Monocyte-derived Cell	1017	0.68	37.2	3.21	4.32E-135	1.39E-130
POD	Podocyte	201	1.95	52.2	4.63	5.32E-133	1.71E-128
IC-A	Intercalated Cell Type A	1980	0.322	18.6	2.07	1.16E-52	3.72E-48
MAC-M2	M2-Macrophage	465	0.852	19.6	3.43	8.51E-42	2.74E-37
PEC	Parietal Epithelial Cell	242	0.565	21.5	2.74	2.88E-26	9.24E-22
cDC	Classical Dendritic Cell	298	0.647	18.1	2.95	8.44E-23	2.71E-18
pDC	Plasmacytoid Dendritic Cell	36	0.666	38.9	2.99	2.39E-22	7.69E-18
CNT-IC-A	Connecting Tubule Intercalated Cell Type A	712	0.171	14	1	3.96E-18	1.27E-13
cycMNP	Mononuclear Phagocyte (<i>cycling</i> ²)	14	0.59	42.9	2.92	1.39E-13	4.46E-09
MON	Monocyte	459	0.223	10.5	1.39	1.06E-07	0.00339

Supplemental Table 2. Cluster of cells that significantly express *Snca* mRNA in kidneys of patients with AKI

cluster Abbrev	cluster Name	cell Count	mean Exp	pct Cells Expressing	fold Change	p Val	p Val Adj
PEC	Parietal Epithelial Cell	178	0.858	28.7	3.88	5.69E-73	1.83E-68
MAC-M2	M2-Macrophage	794	0.588	21.2	3.47	5.88E-70	1.89E-65
POD	Podocyte	57	1.99	47.4	5.08	7.86E-67	2.53E-62
cyc MNP	Mononuclear Phagocyte (<i>cycling</i> ²)	108	0.713	25.9	3.59	5.08E-42	1.63E-37
cDC	Classical Dendritic Cell	1012	0.339	12	2.61	8.18E-34	2.63E-29
pDC	Plasmacytoid Dendritic Cell	158	0.699	20.3	3.57	8.01E-30	2.57E-25
MDC	Monocyte-derived Cell	582	0.449	13.4	2.99	8.58E-29	2.76E-24

Supplemental Table 3. Characteristics of analyzed human kidney biopsy tissues

	**TBM<br>(n=6)**	**AIN<br>(n=6)**	**ACR<br>(n=6)**
Age [years]	46±5.76	47±10.79	43±6.0
Gender: female [%]	100%	50%	66.6%
Max serum creatinine [mg/dL]	0.9±0.15	8.7±4.24	4.0±0.76

Supplemental Table 4. List of primary antibodies and dilutions used in Immunoblotting, Immunohistochemistry, and Immunofluorescence experiments

**Primary Antibody**	**Source**	**Catalog Number**	**Dilution for Immunoblotting**
Purified Mouse Anti- α -Synuclein	BD Biosciences	Cat #610787	1:1000
Anti-ACSL4 (FACL4) antibody [EPR8640]	Abcam	Cat #ab155282	1:2500
Anti-ferritin heavy chain Antibody (C6)	Santa Cruz Biotechnology	Cat #sc-517438	1:10,000 spleens, 1:1000 all other samples
Anti-Glyceraldehyde-3-Phosphate Dehydrogenase Antibody, clone 6C5	Millipore Sigma	Cat #MAB374	1:10,000
Anti-4 Hydroxynonenal antibody	Abcam	Cat #ab46545	1:2500
Ferritin Light Chain Polyclonal Antibody	Invitrogen	Cat #PA5-19059	1:1000
**Primary Antibody**	**Source**	**Catalog Number**	**Dilution for Immunohistochemistry**
α -Synuclein (D37A6) XP ® Rabbit mAb	Cell Signaling Technology	Cat #4179S	1:200
Anti-4 Hydroxynonenal antibody	Abcam	Cat #ab46545	1:1000
**Primary Antibody**	**Source**	**Catalog Number**	**Dilution for Immunofluorescence**
α -Synuclein (D37A6) XP ® Rabbit mAb	Cell Signaling Technology	Cat #4179S	1:200
CD11b Monoclonal Antibody (M1/70), Super Bright ™ 600, eBioscience ™	ThermoFisher Scientific	Cat #63011282	1:200
Alexa Fluor ® 700 anti-mouse Ly-6G Antibody	BioLegend	Cat #127622	1:200
Alexa Fluor ® 488 Conjugate. anti-mouse F4/80 (D4C8V) Rabbit Monoclonal Antibody	Cell Signaling Technology	Cat #27076	1:200
BD Pharmingen ™ FITC Rat Anti-Mouse Ly-6C	BD Biosciences	Cat #553104	1:200

Supplemental Table 5. List of oligonucleotide sequences

**q-PCR primer sequences**			
**Species**	**Gene Name**		**Primer Sequence 5' -> 3'**
Mouse	<i>Gapdh</i>	FWD	ATCATCCCTGCATCCACT
Mouse	<i>Gapdh</i>	REV	ATCCACGACGGACACATT
Mouse	<i>Nfe2l2</i> (Nrf2)	FWD	CAGCATAGAGCAGGACATGGAG
Mouse	<i>Nfe2l2</i> (Nrf2)	REV	GAACAGCGGTAGTATCAGCCAG
Mouse	<i>Slc40a1</i> (ferroportin)	FWD	GTGGAGTACTTCTTGCTCTGG
Mouse	<i>Slc40a1</i> (ferroportin)	REV	CTGCTTCAGTTCTGACTCCTC
Mouse	<i>Slc7a11</i> (xCT)	FWD	GATTCATGTCCACAAGCACAC
Mouse	<i>Slc7a11</i> (xCT)	REV	GAGCATCACCATCGTCAGAG
Mouse	<i>Lcn2</i> (Ngal)	FWD	AACATTTGTTCCAAGCTCCAGGGC
Mouse	<i>Lcn2</i> (Ngal)	REV	CAAAGCGGGTGAAACGTTCCCTTCA
Mouse	<i>Hamp</i> (hepcidin)	FWD	CAGCACCACCTATCTCCATCAAC
Mouse	<i>Slc11a2</i> (DMT-1)	FWD	TGTCACCGTCAGTATCCCA
Mouse	<i>Slc11a2</i> (DMT-1)	REV	ATGGCTGAGCCAATGACTTC
Mouse	<i>Tfrc</i> (Transferrin Receptor-1)	FWD	GGATTCATGAGTGGCTACCT
Mouse	<i>Tfrc</i> (Transferrin Receptor-1)	REV	CTGACTTGTCTGTCTCCTCC
**Genotyping primer sequences**			
Mouse	Cyclization recombinase (Cre)	FWD	GCCAGGCGTTTTCTGAGCATAC
Mouse	Cyclization recombinase (Cre)	REV	CACCATTGCCCTGTTTCACTATC
Mouse	Ferritin heavy chain 1 (<i>FtH1</i>)	<i>FtH1</i> flox FWD	CCATCAACCGCCAGATCAAC
Mouse	Ferritin heavy chain 1 (<i>FtH1</i>)	<i>FtH1</i> flox REV	CGCCATACTCCAGGAGGAAC

# Supplementary material for: Macrophage ferritin heavy chain/α-synuclein regulatory axis modulates ferroptosis during kidney injury
**Source:** JCI Insight. 2026 Mar 10;11(8):e196521. doi: 10.1172/jci.insight.196521

Full unedited blot for Figure 1E, Representative

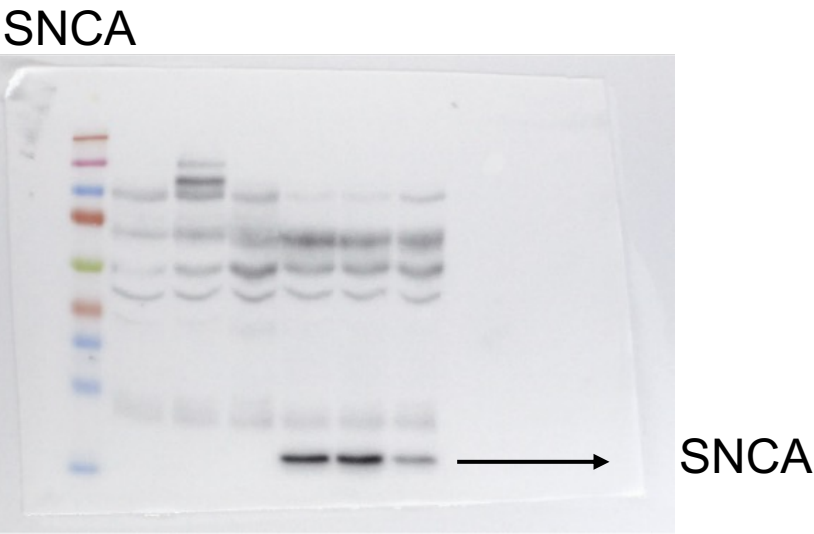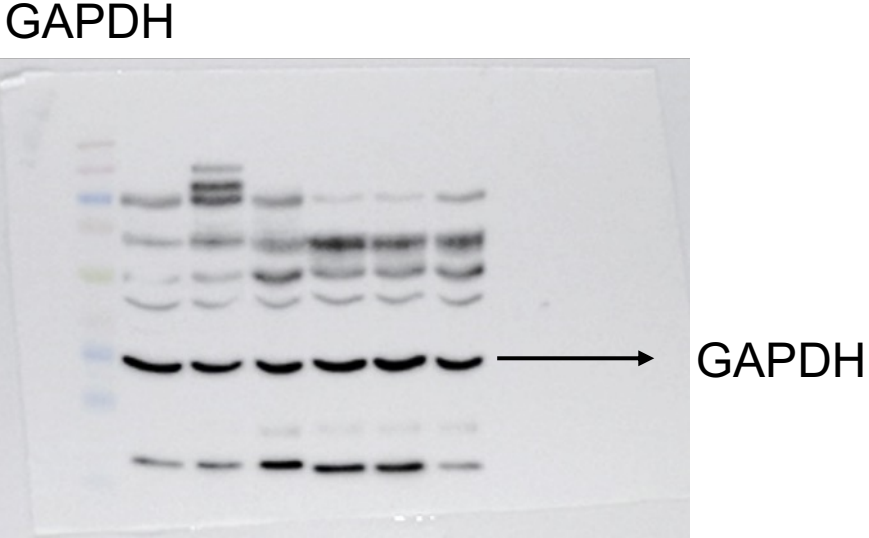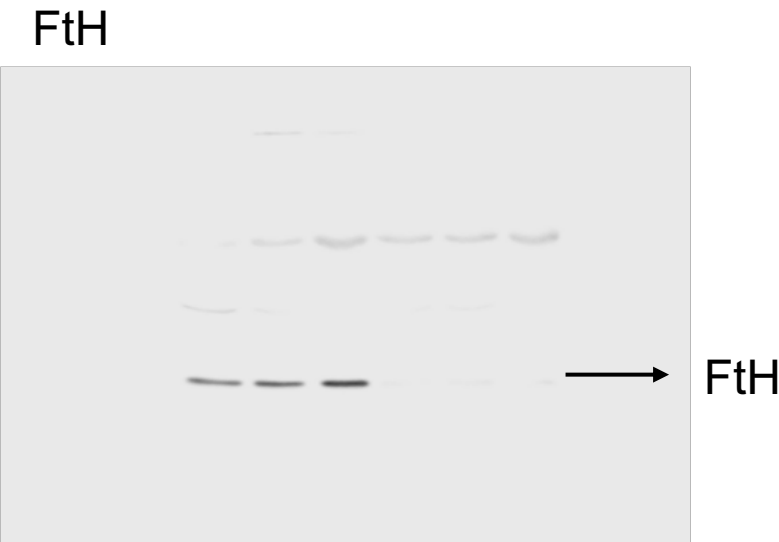

Figure 1E, used in densitometry
SNCA

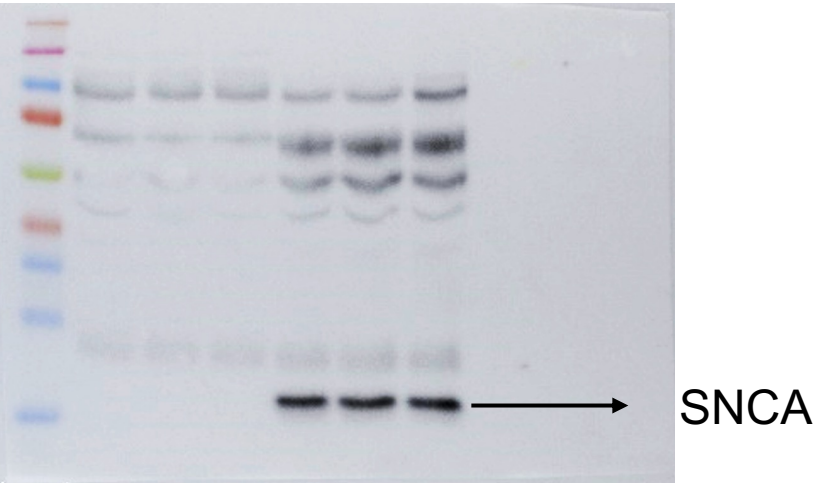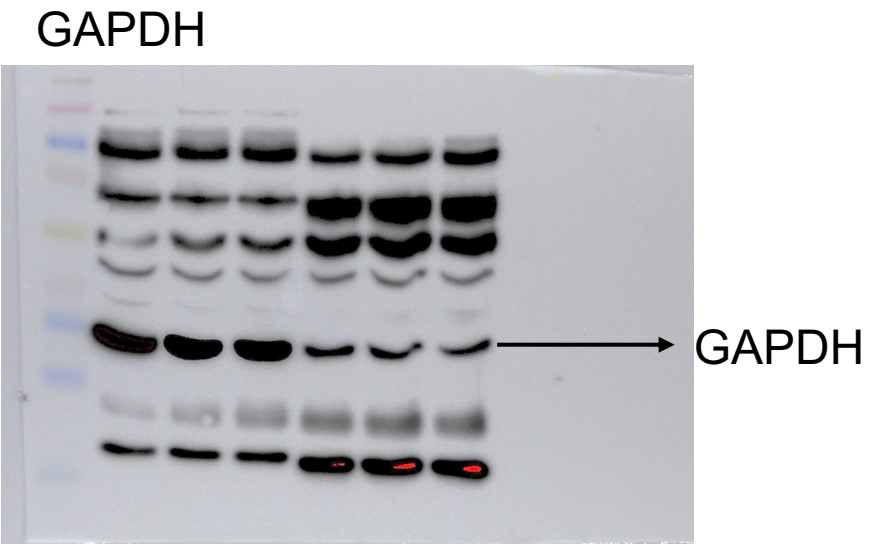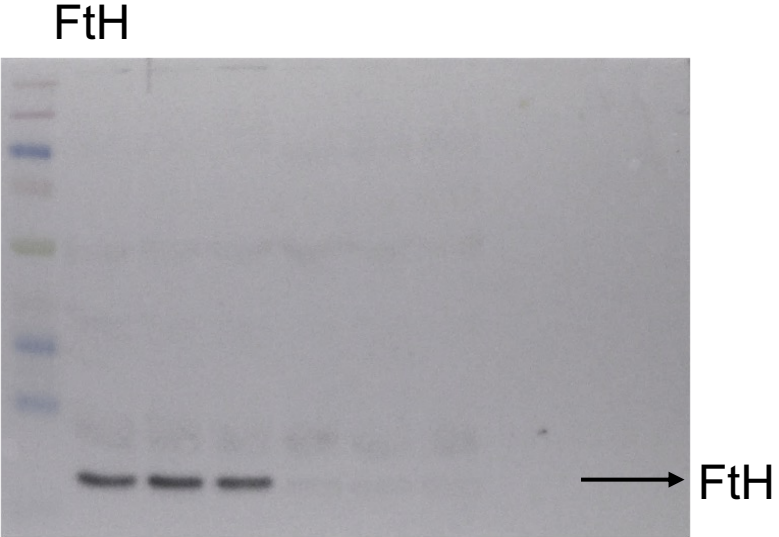

Full unedited blot for Figure 4 A

HNE

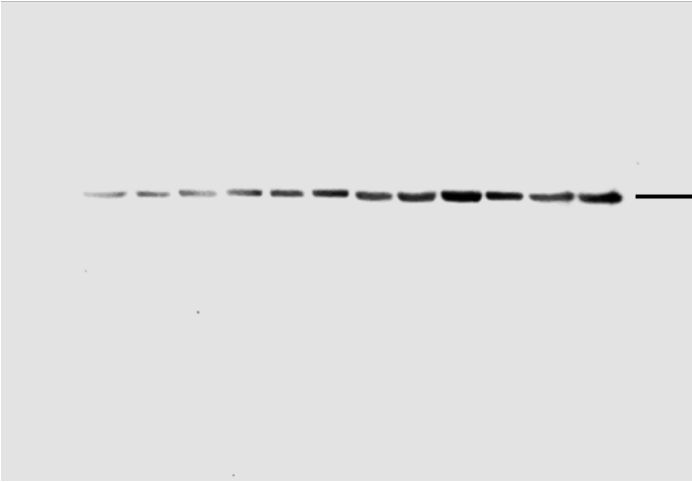

HNE

GAPDH

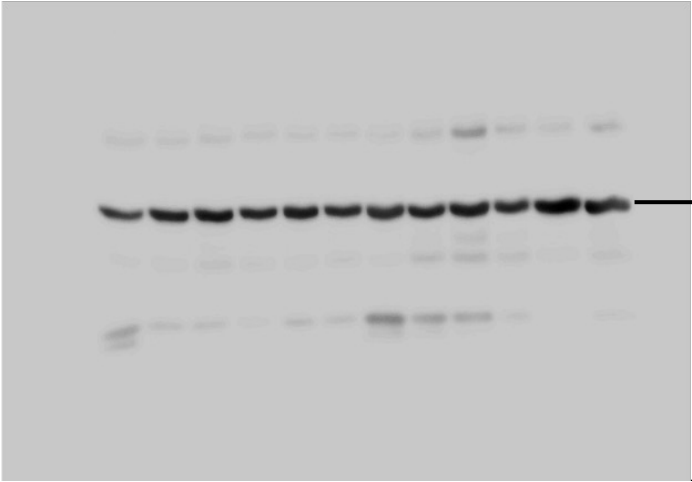

GAPDH

Full unedited blot for Figure 4B, Representative

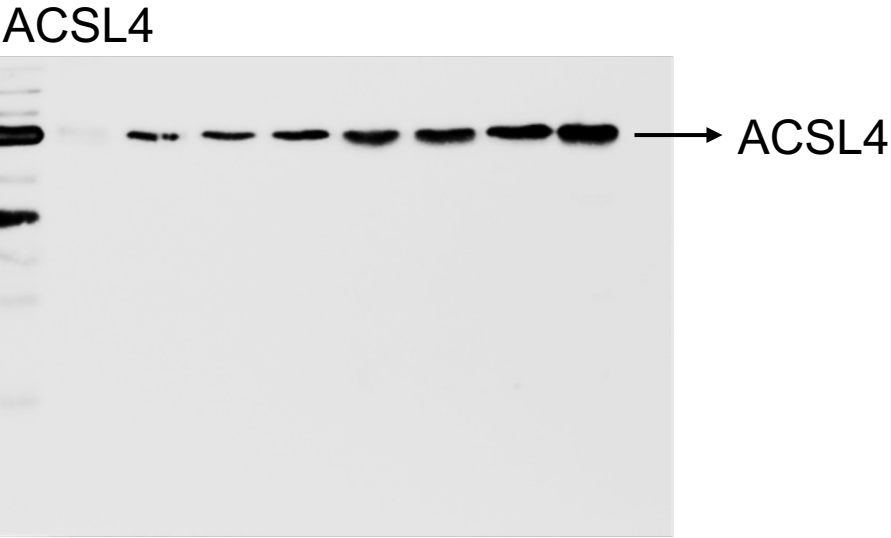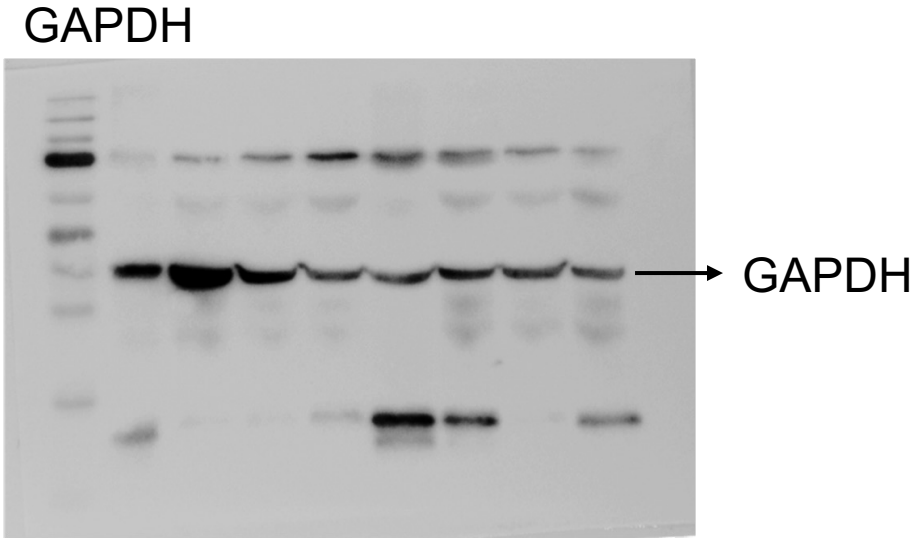

Full unedited blot for Figure 4B, used in densitometry

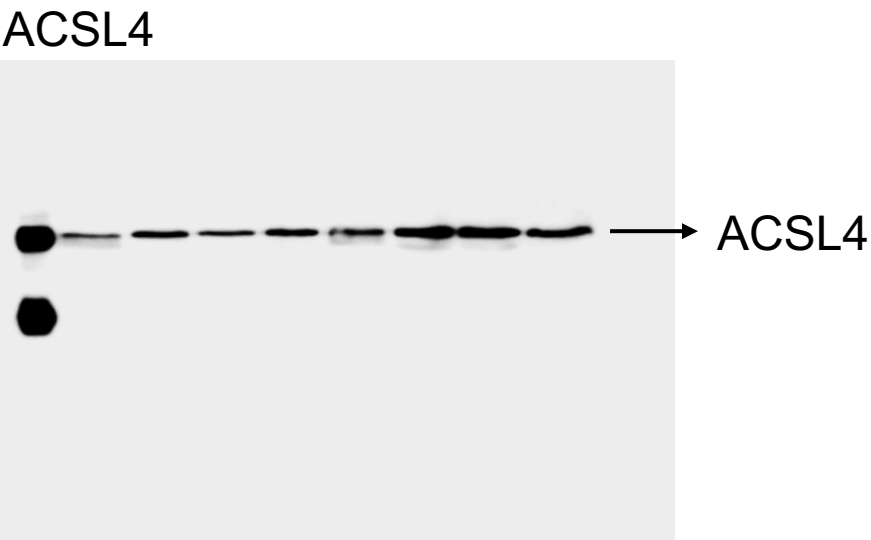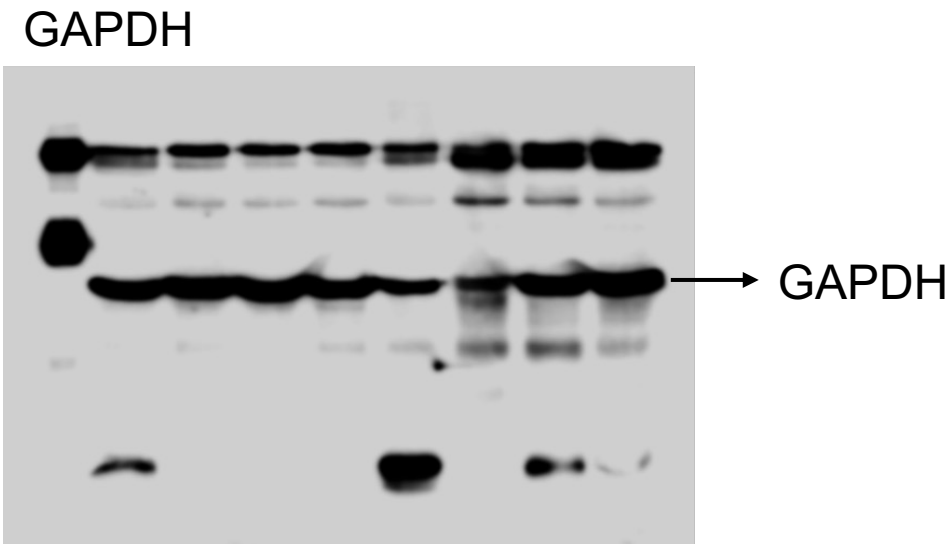

Full unedited blot for Figure 6A

SNCA

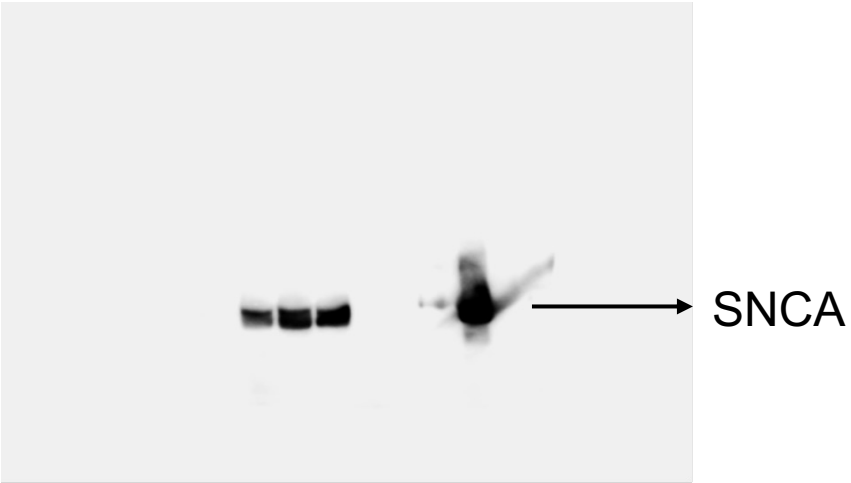

GAPDH

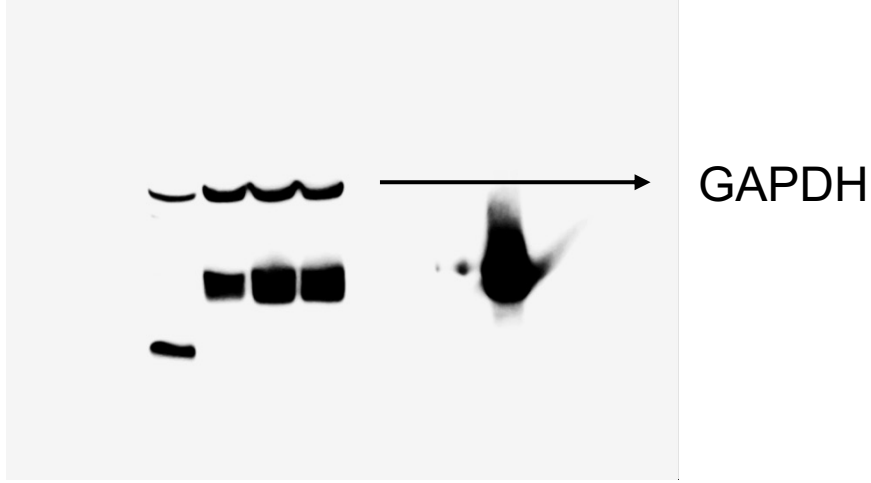

Full unedited blot for Figure 6C, Representative

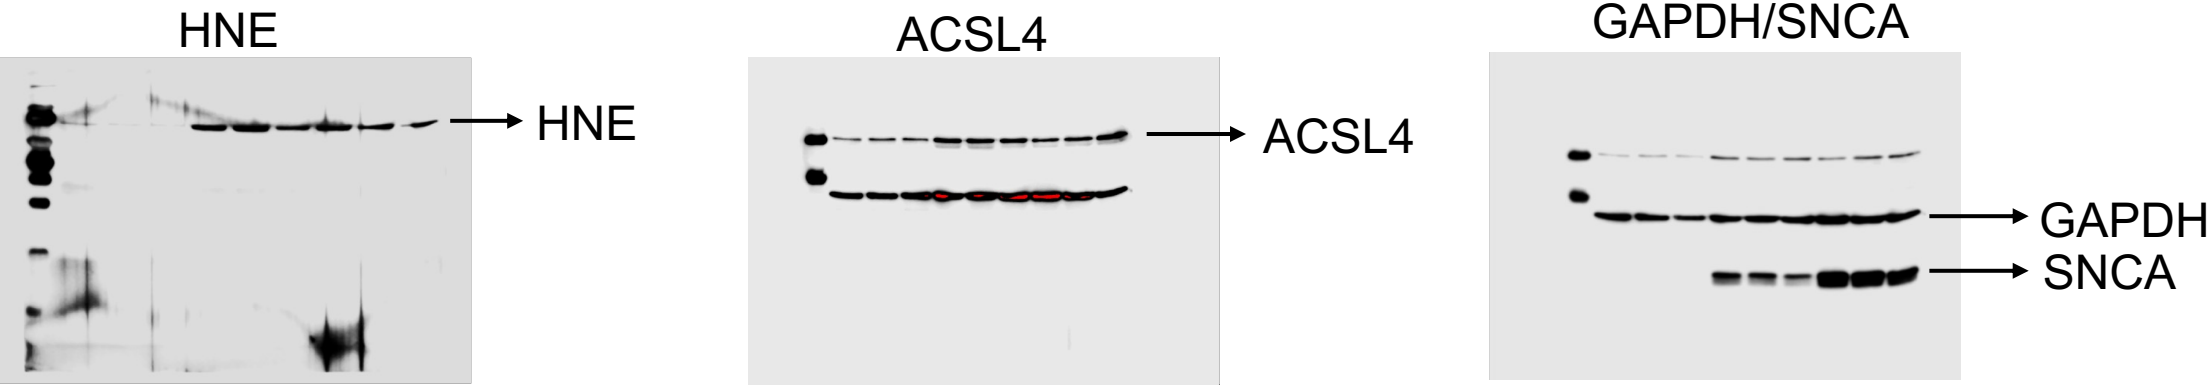

Full unedited blot for Figure 6C, used in densitometry

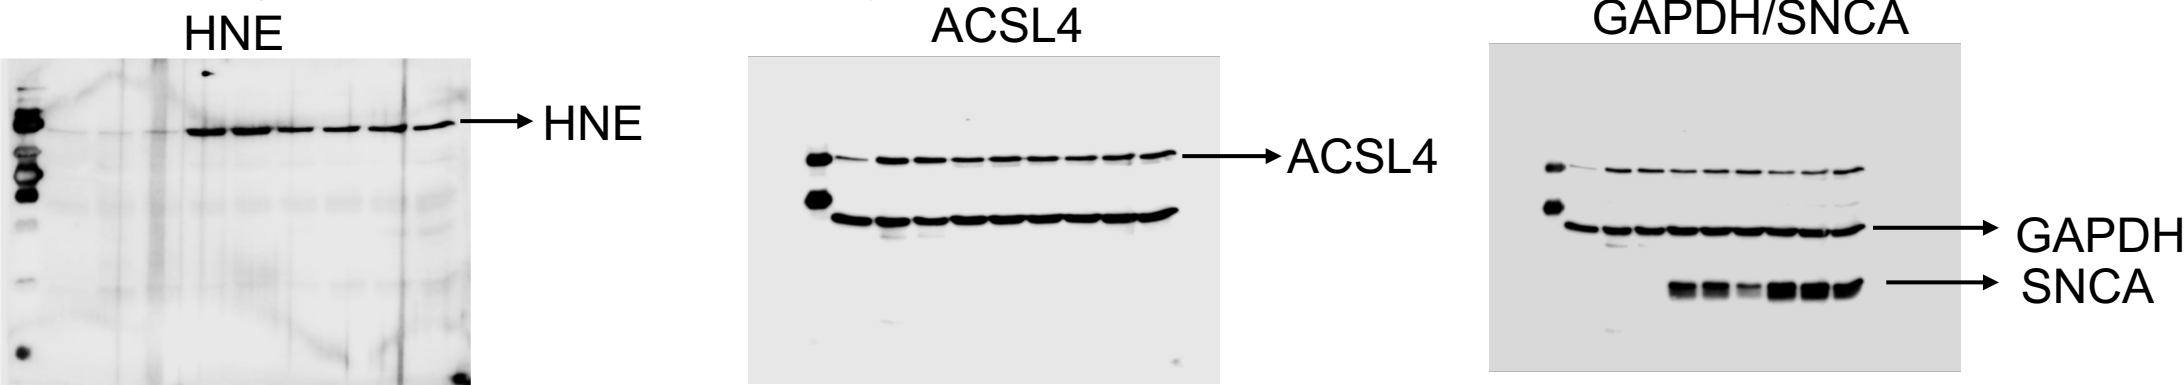

Full unedited blot for Figure 6C, used in densitometry

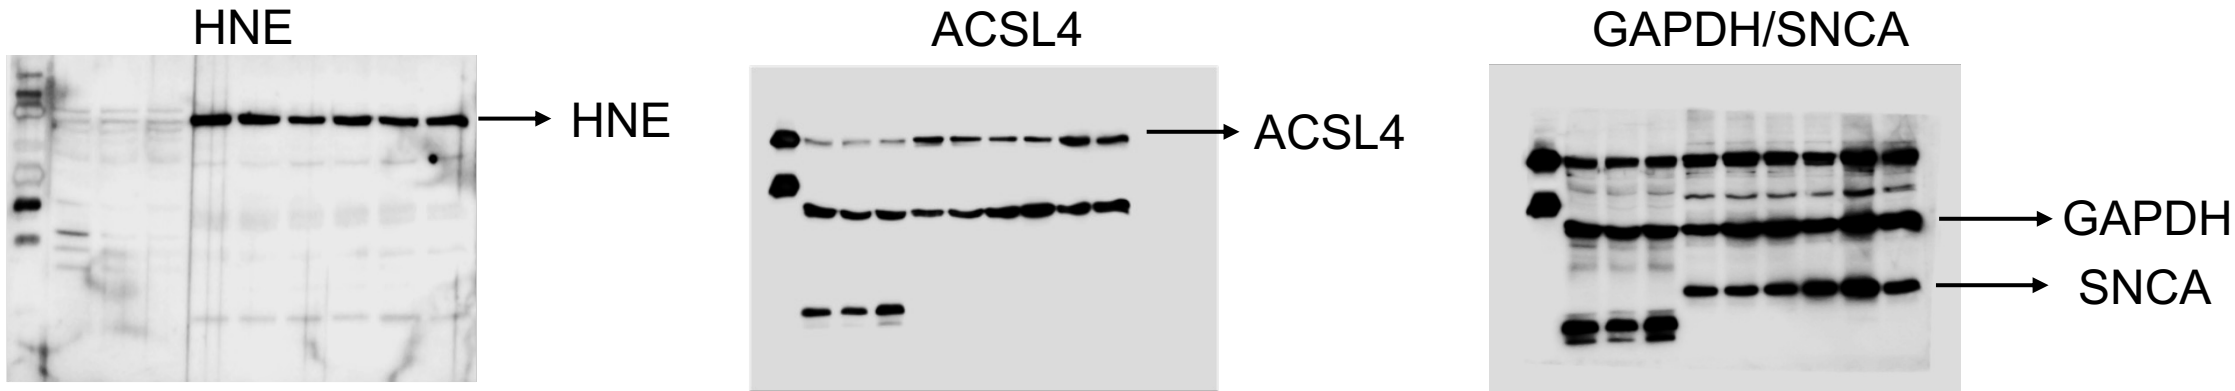

Full unedited blot for Figure 6O, Representative

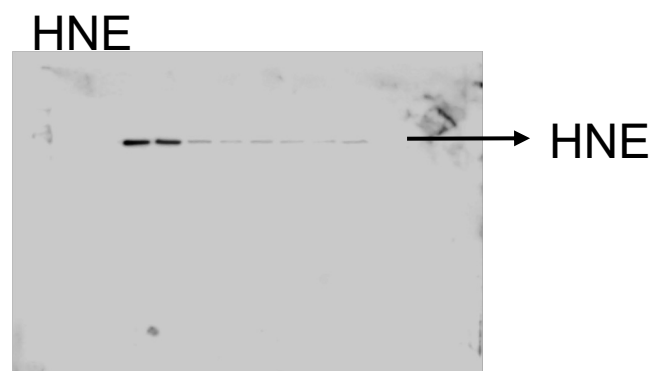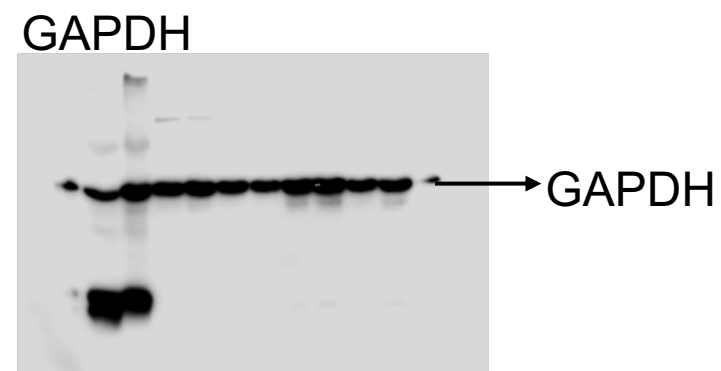

Full unedited blot for Figure 6O, used in densitometry

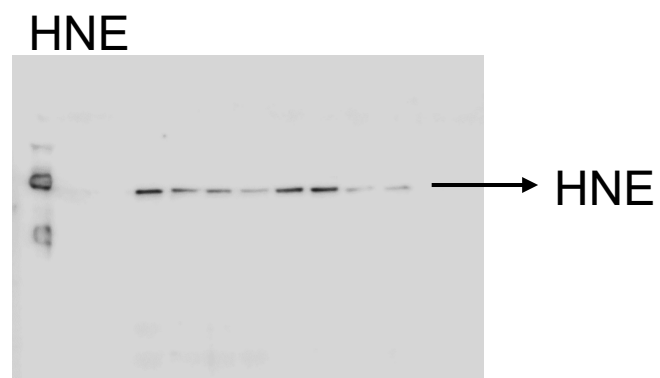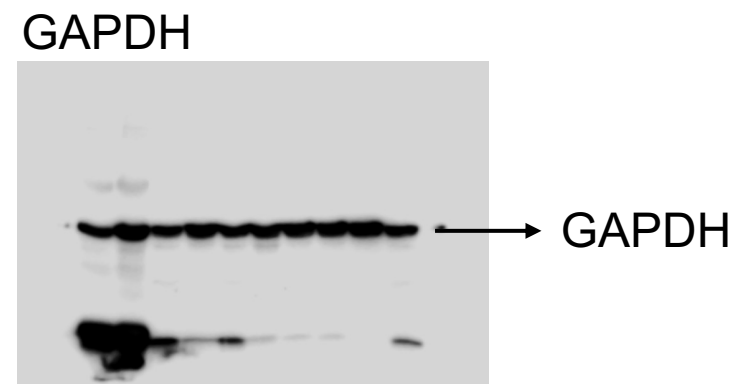

Full unedited blot for Figure 6O, used in densitometry

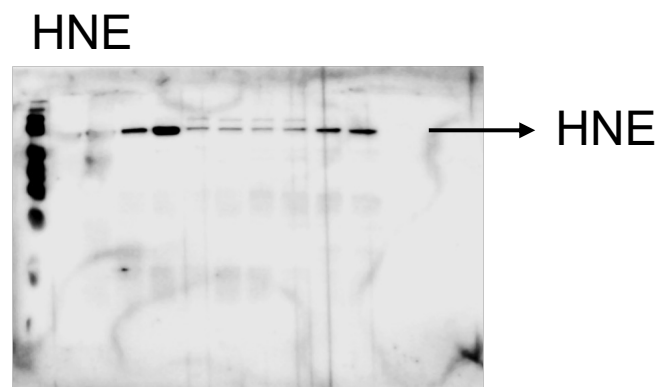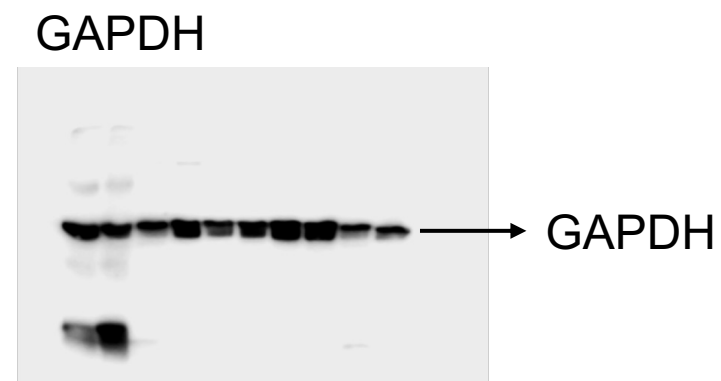

Full unedited blot for Figure 7A

SNCA

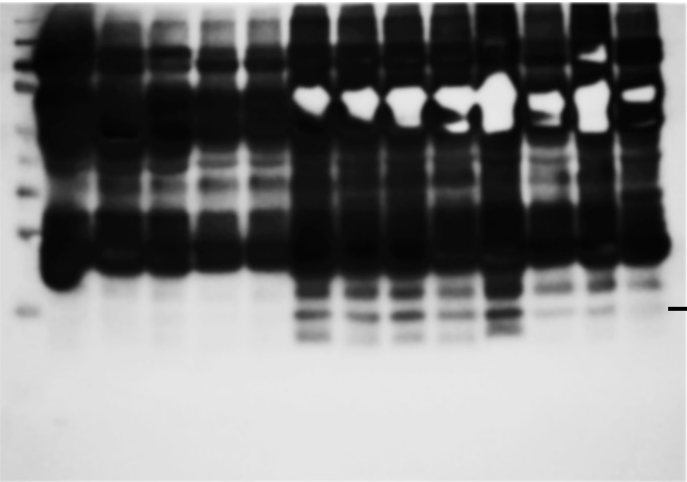

→ SNCA

GAPDH

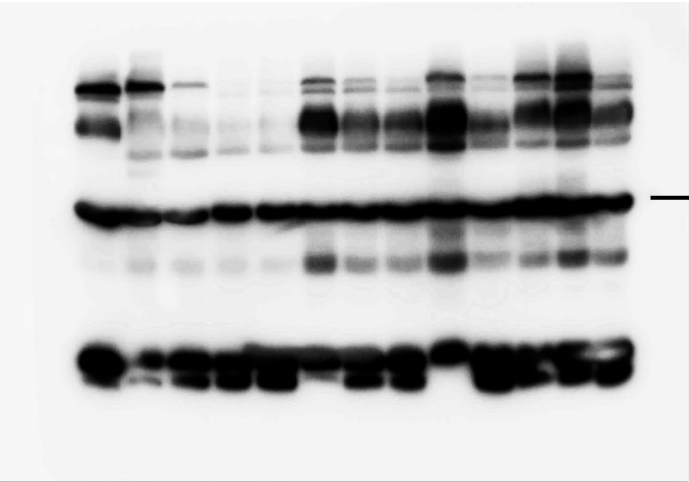

→ GAPDH

Full unedited blot for Figure 7B, Representative

SNCA

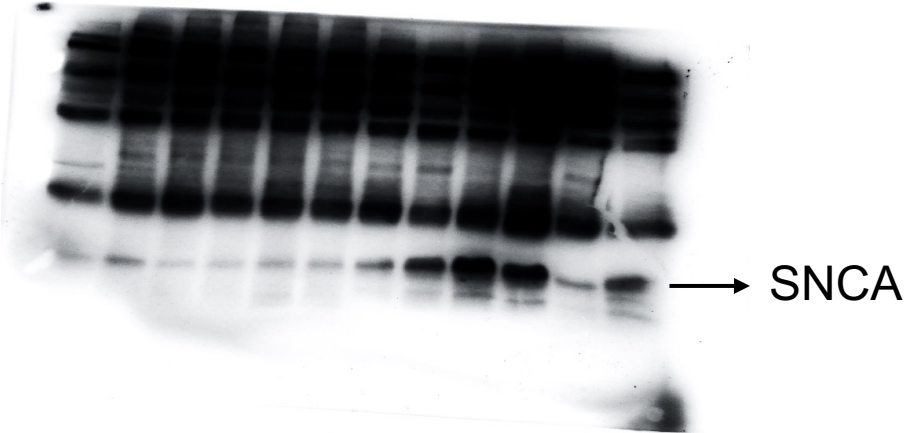

GAPDH

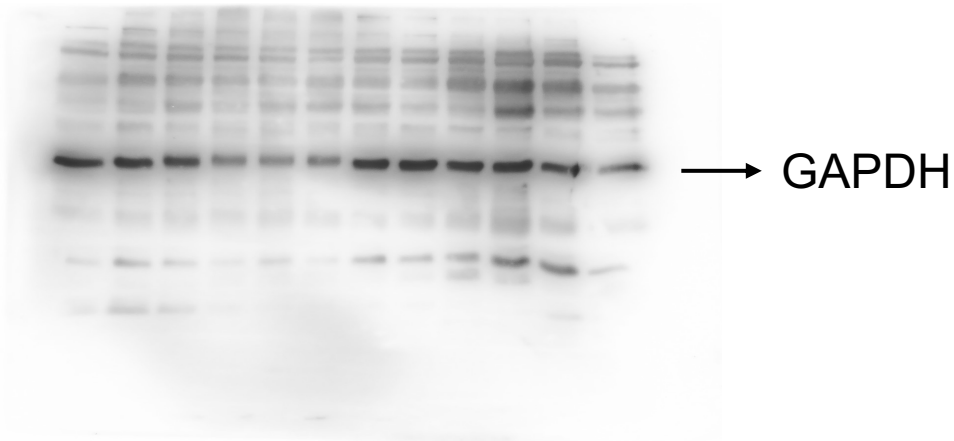

Figure 7B, used in densitometry

SNCA

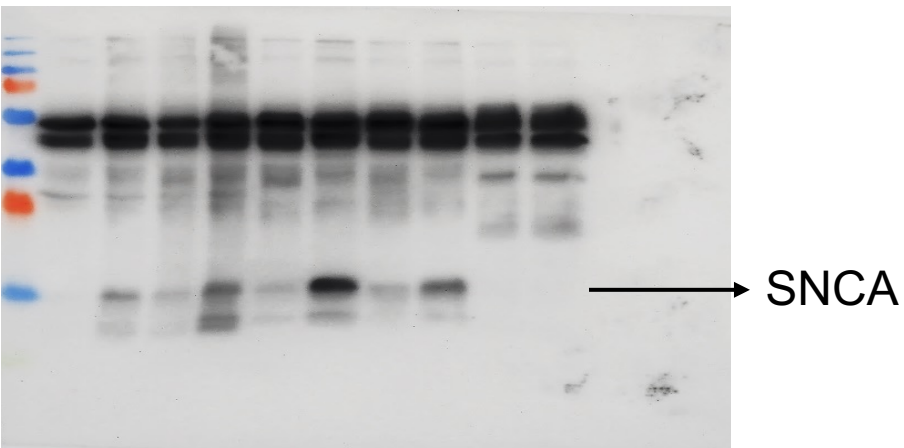

GAPDH

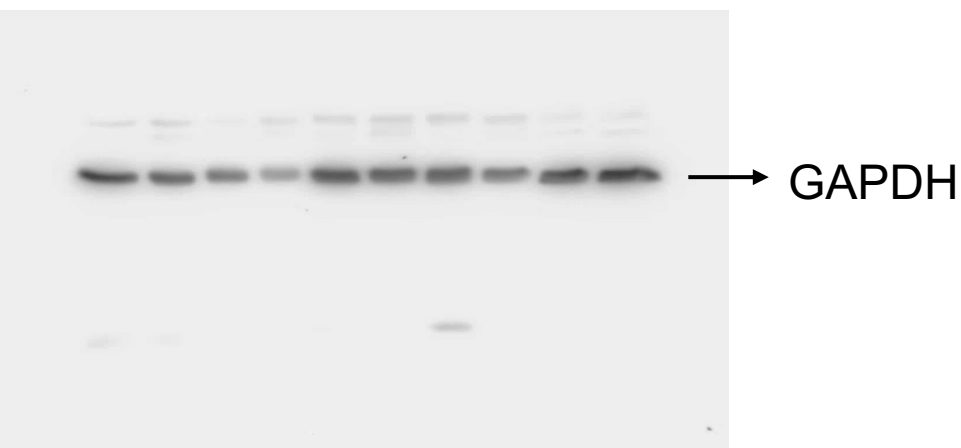

Full unedited blot for Figure 7C

SNCA

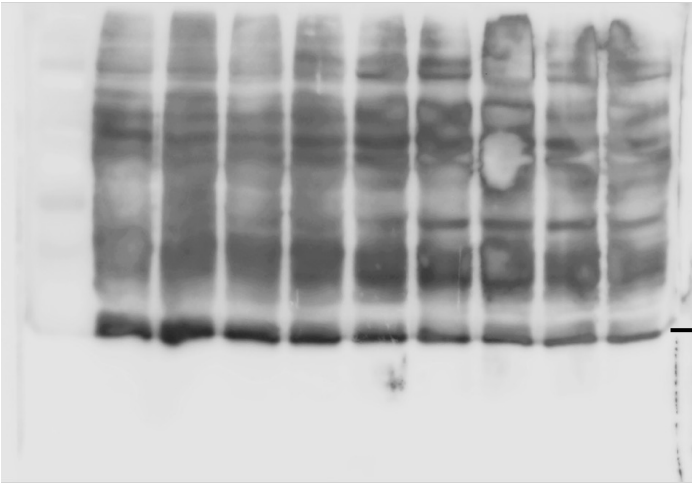

→ SNCA

GAPDH

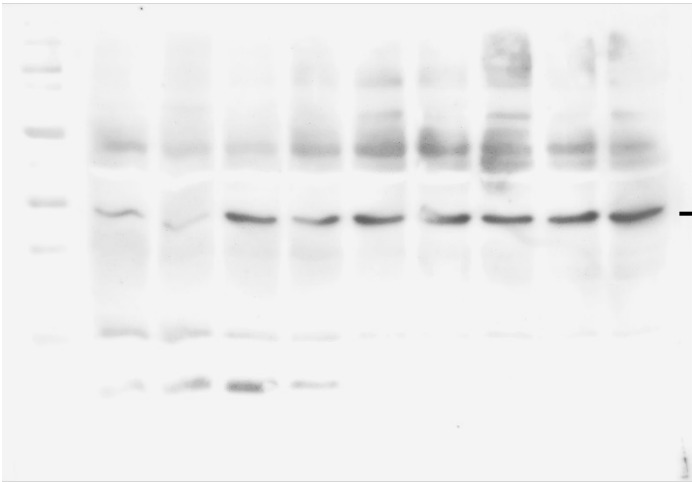

→ GAPDH

Full unedited blot for Figure 7D

SNCA

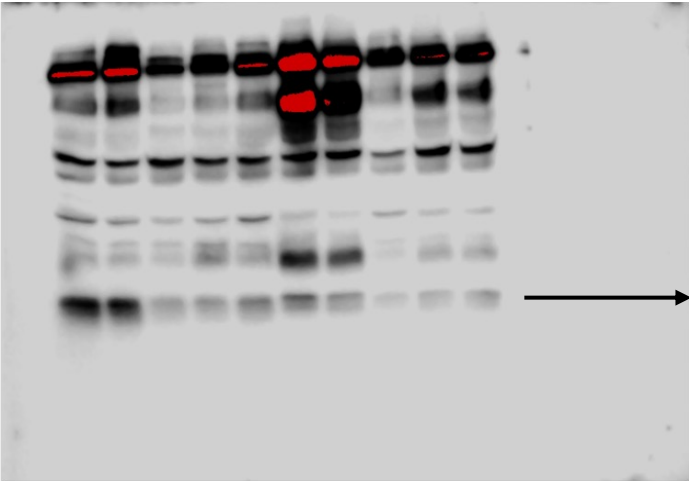

SNCA

GAPDH

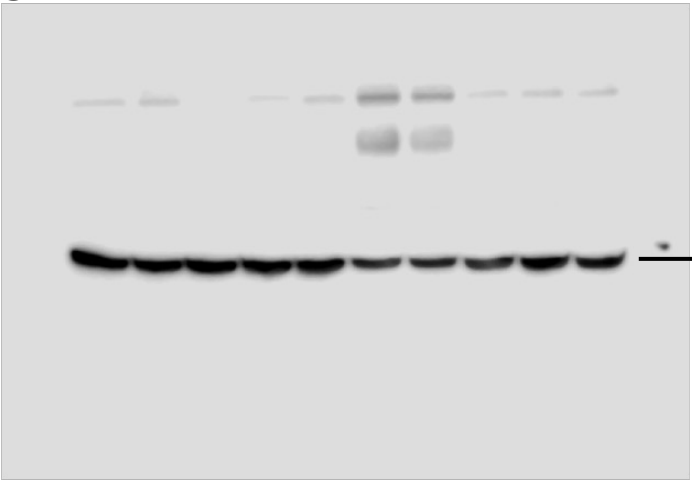

GAPDH

Full unedited blot for Supplemental Figure 7A

HNE

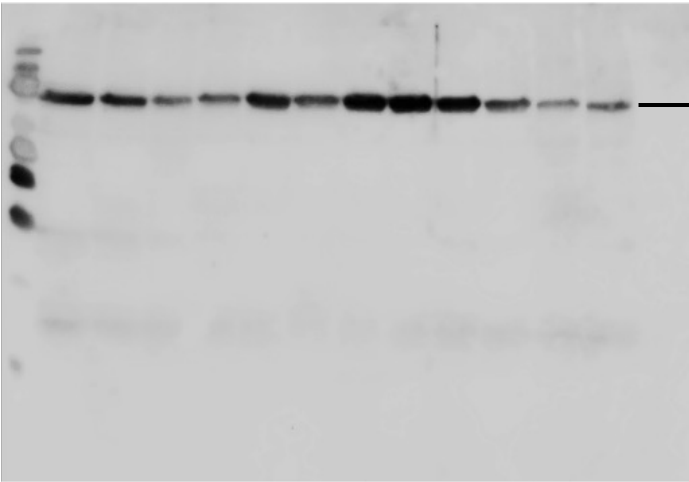

→ HNE

GAPDH

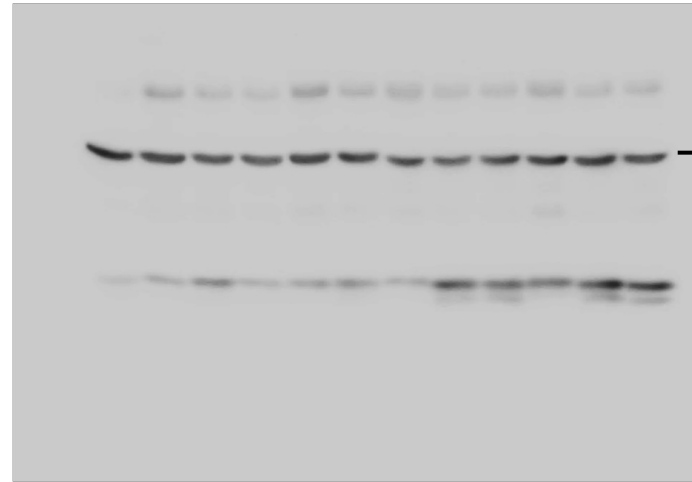

→ GAPDH

Full unedited blot for Supplemental Figure 7B

ACSL4

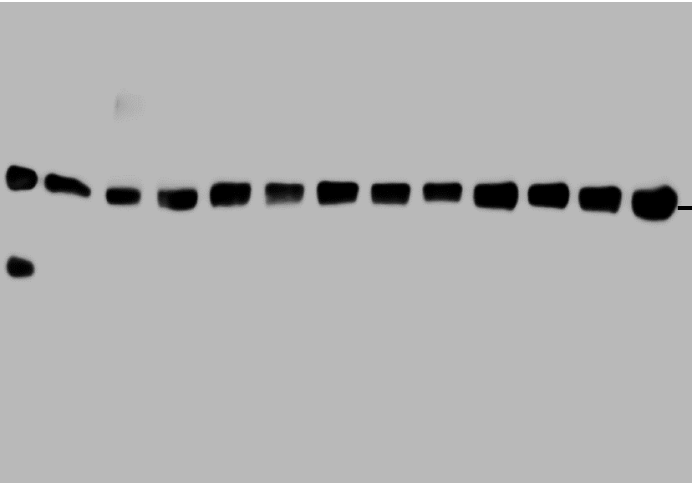

→ ACSL4

GAPDH

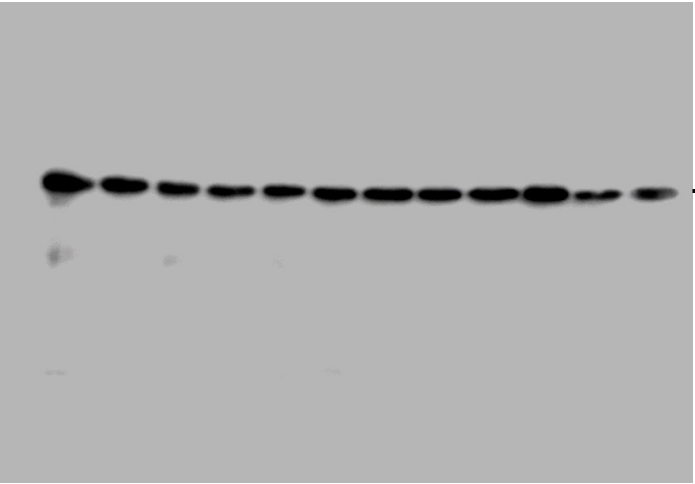

→ GAPDH

Full unedited blot for Supplemental Figure 8B

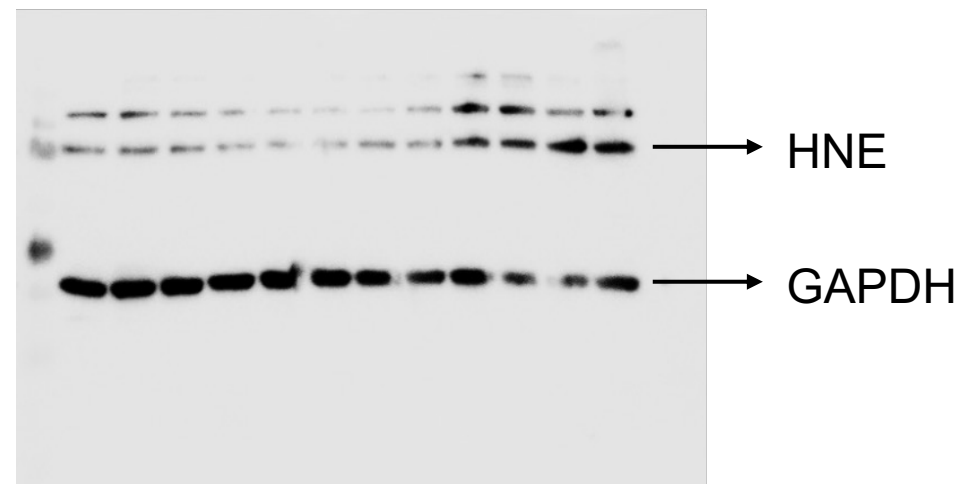

Full unedited blot for Supplemental Figure 8C

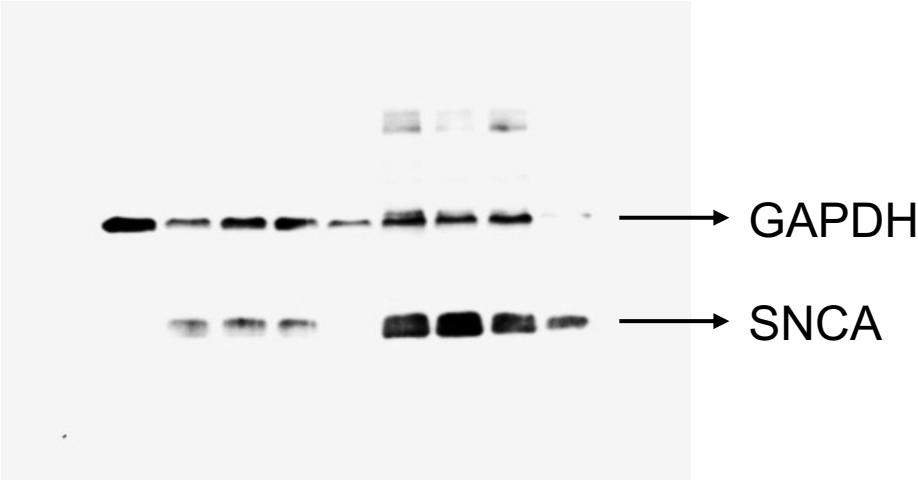

Full unedited blot for Supplemental Figure 9A

FtH

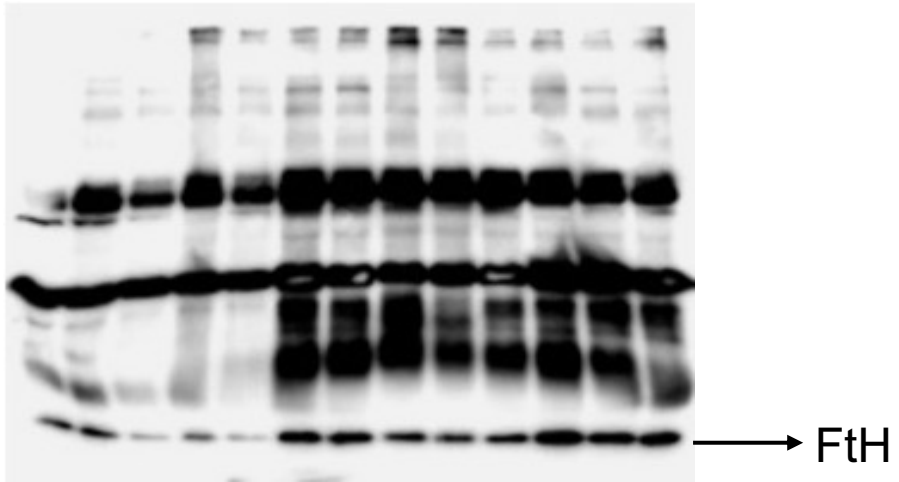

GAPDH

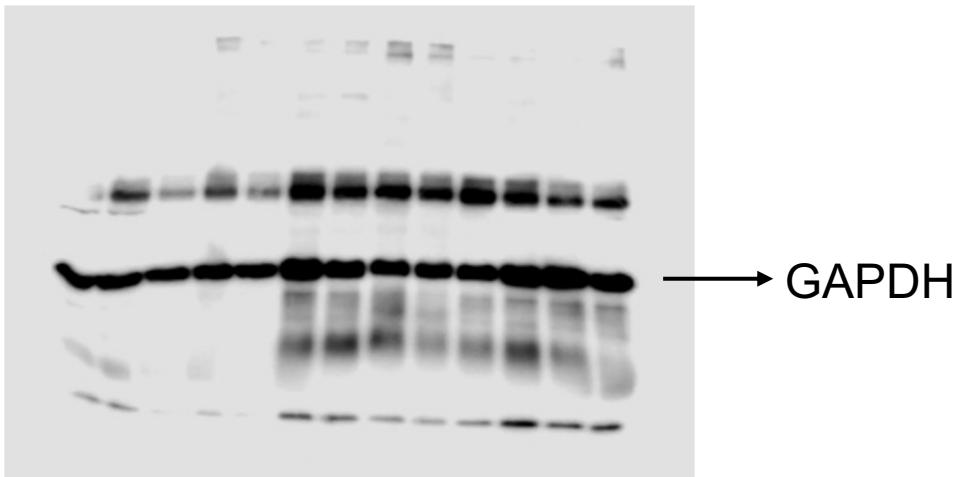

Full unedited blot for Supplemental Figure 9B

FtH

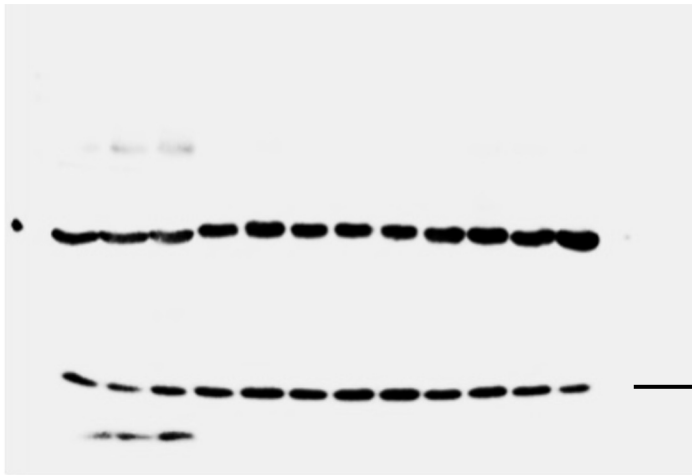

→ FtH

GAPDH

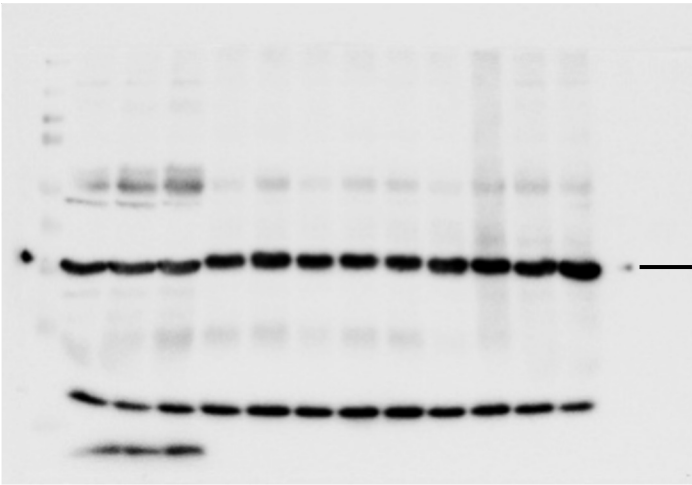

→ GAPDH

Full unedited blot for Supplemental Figure 9C

FtH

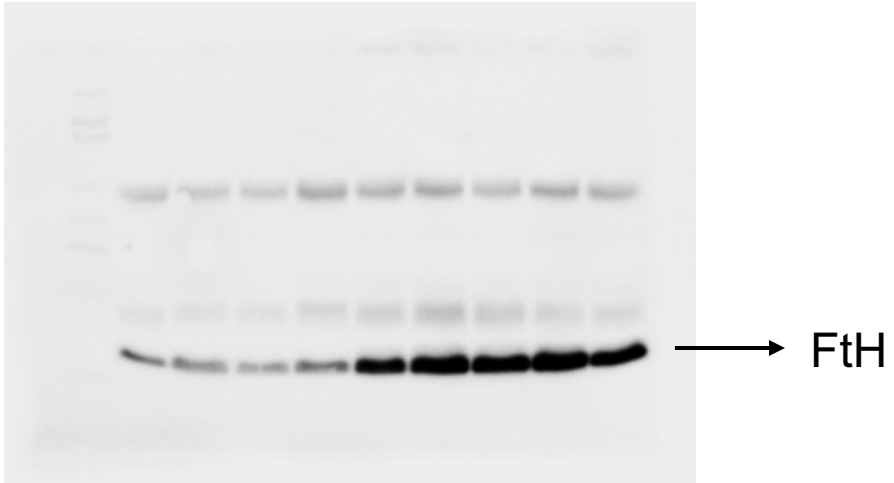

GAPDH

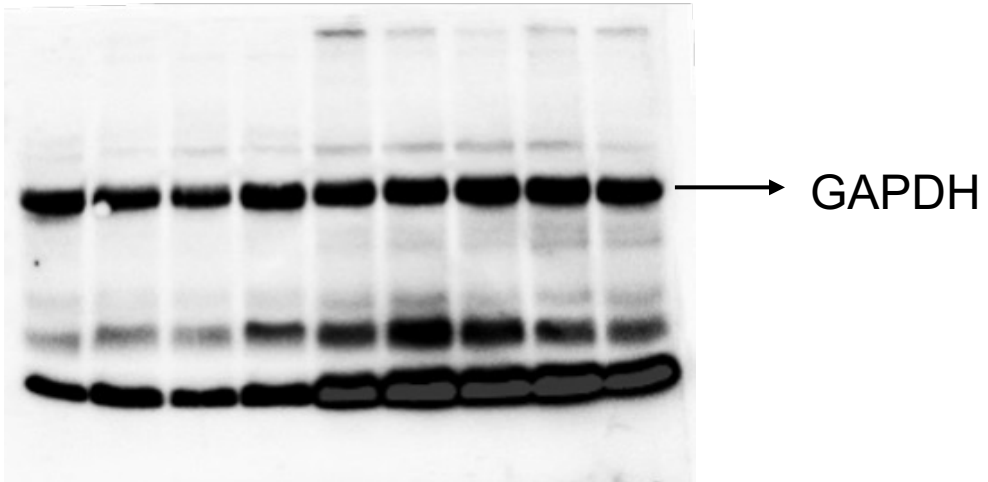

Full unedited blot for Supplemental Figure 9D

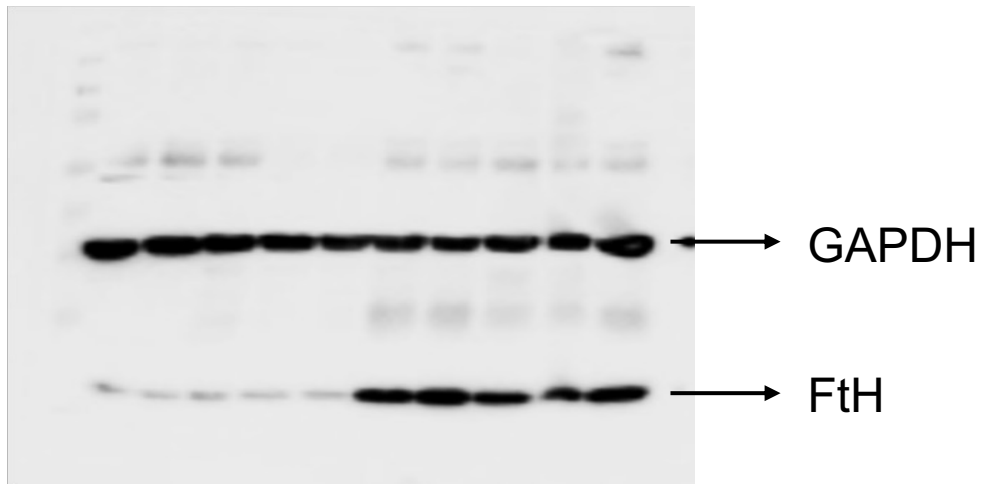

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

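RNA from whole kidneys of 4 FtHΔ/Δ and 4 FtH fl/fl mice on a C57BL/6 background was sequenced as 1 library per mouse under quiescent conditions. The paper describes the mice as littermates from a cross of FtH-floxed mice with lysozyme 2-Cre mice, which was not tested here. In FtHΔ/Δ mice this design deletes FtH in monocytes, macrophages and granulocytes. Genotypes and mouse numbers were taken from the sample labels, which name each column of the deposited table, and no column was left without a sample.

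The values are whole-number counts of reads per gene, made by the authors before they deposited them and not normalized. According to the paper and the submitters' processing notes, reads were made with bcl2fastq 2.18.0.12, aligned with STAR 2.7.7a to GRCm38.p6 and counted with HTSeq 0.11.3 over GENCODE release 25, after a stranded poly(A) library preparation. The strand setting of the counting is not given in the sources used here, so reads of genes that overlap on opposite strands are read as uncertain. The deposited table has 56262 genes and 5 summary lines that name no gene. These lines were kept out of library sizes and tests. Of all records of a library, reads without a unique place made up 17.7% ± 0.943, reads outside genes 7.20% ± 0.827, reads matching more than 1 gene 3.74% ± 0.108 and reads counted to genes 71.3% ± 1.09 (SD, n = 8 libraries). Reads of near-identical genes and pseudogenes are therefore partly missing from the counts. Symbols and GRCm38 positions came from GENCODE release 21, which matched 55141 gene identifiers. Of all genes, 31671 had a count in at least 1 library.

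Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr at its default settings (minimum count 10, minimum total 15), which left 16610 genes. Libraries were scaled by TMM, and the genotypes were compared with the quasi-likelihood test (glmQLFit with robust estimation, glmQLFTest, prior count 0.125) without covariates. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. A fold against a genotype with 0 counts in all 4 libraries was set against 3 counts over that group, and such bounds cover counting error only. The groups were also compared gene by gene with an exact two-sided permutation test of normalized counts, for which the 70 arrangements allow no p under 0.0286. To test the procedure on simulated data, counts were drawn for the same 16610 genes at the measured means and library sizes. Spreads came from the fitted trend over expression rather than from each gene, and changed genes had a mean of at least 10 counts. The simulated libraries held no GC-linked differences, so the recovery and false calls below do not cover that structure of the real libraries. Of 181 calls in the simulation 8 were of unchanged genes, and 0 calls were made when no gene was changed. No pair of libraries differed by less than the sampling noise. The smallest chi-square per degree of freedom was 23.4 within a genotype and 35.9 between genotypes. Total counts differed between libraries, and FtHΔ/Δ mouse 3 had the most reads.

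A set of 38 gene lists (iron handling, ferroptosis, antioxidant defense, kidney and blood cell types, stress responses, and neighbors of Snca and of the targeted loci) was fixed before the data were examined. Lists with at least 5 tested members, 33 in all, were tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry, with Benjamini-Hochberg adjustment over the lists. The genes named are those the study names, Lyz2, the 12 largest increases and 12 largest decreases among called genes whose groups did not overlap, the 5 genes with the smallest p, and up to 4 members of each list with the smallest p. The study's own values for its iron genes had been seen when this rule was written. Other genes that are named were chosen after their values were seen: Mt1, Mt2, Dpys, Akr1c18, Cyp7b1 and Hamp2.

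Alternatives set before the data were examined were DESeq2 1.42.0, which the study used, limma-voom, RLE size factors, no filter on low counts, a mean of at least 50 counts, no robust estimation, a prior count of 2, a limit of 1 on the log2 fold change, an adjusted p under 0.01 for the lines of Fig. 1A, windows of 5 and 20 Mb, and leaving out each mouse in turn. Alternatives chosen after seeing the data were the removal of each library's trend on GC content of transcripts (natural spline with 5 degrees of freedom), leaving out the genes of chromosome 9, and the macrophage list without Lyz2. GC content and the sequences of Fth1 and Snca came from the GENCODE release 21 transcripts and GRCm38. Tables and plots were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. The single-cell experiment and all experiments after aristolochic acid were not analysed here.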

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

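The erythroid scaling of Snca reads, the tests of the chromosome 9 genes, the odds ratio without Fth1 and Lyz2 themselves, the macrophage median without Lyz2, the comparison of depth across the other split of mice and the settings without the GC trend or without chromosome 9 were chosen only after the result was seen.

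Snca had 0 counts in each of the 4 FtH fl/fl kidneys, and its neighbor Mmrn1, which the paper does not discuss, had at least 21 counts in every FtHΔ/Δ kidney and a highest count of 0 in FtH fl/fl kidneys, while all 12 tested flanking genes stayed within 2-fold. Lower depth is argued against by the lowest FtH fl/fl total, 0.893 times the median FtHΔ/Δ total, more macrophages by the median log2 fold change of the macrophage markers of -0.18 (-0.17 without Lyz2), and more red blood cells by the 53.4 Snca reads expected in FtH fl/fl libraries had Snca differed as much as the most affected erythroid transcript (median of the list 1.85). A strain deletion of Snca and Mmrn1 in these FtH fl/fl mice, as known from C57BL/6JOlaHsd mice, stays open and would give the 0 counts of both genes. For Snca, the induction by FtH deficiency that the paper proposes also stays open and was not tested apart from the genotype. That induction does not by itself account for the 0 counts of Mmrn1. The paper describes the genotypes as littermates on a C57BL/6 background, and whether they shared the rest of their genome was not tested here. The paper's protein measures run the same way, in spleen with SNCA of 0.0521 ± 0.0638 in FtH fl/fl and 1.95 ± 0.789 in FtHΔ/Δ mice (SD, n = 6, supporting values of Fig. 1G) and in serum with 0.451 ± 0.0918 and 48.2 ± 17.4 (SD, n = 6, supporting values of Fig. 1H). Serum values of at least 0.376 in the FtH fl/fl mice, and the tubular SNCA staining and, after aristolochic acid, SNCA-positive CD11b cells that the paper reports in FtH fl/fl mice, would speak against a homozygous deletion in those mice only if the assays are specific, which was not tested here, and the FtH fl/fl kidneys had no Snca reads to match the tubular staining.

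Chromosome 9 held 38 of the 62 called genes, none of which the study names, against 3.39 for an even spread, in blocks from 40.3 to 59.0 Mb and from 96.8 to 123.7 Mb. A copy number change is argued against by the median log2 fold change of the 207 genes tested in the first block, 0.027 (quartiles -0.19 and 0.23), and of the 291 in the second, -0.012 (quartiles -0.18 and 0.16), with -0.0031 over the whole span. A segment that differs in strain origin between the genotypes may account for the pattern: genes of chromosome 9 that were not called also had an unadjusted p under 0.05 more often than those of other chromosomes (12.4% against 6.02%, odds ratio 2.22), and calls went both ways. Chromosome 9 was picked for its calls in the same fit, so these shares do not separate such a segment from another cause along the chromosome. Near the loci the cross selects, Fth1 and Lyz2, calls are too few to decide about passenger segments: with these genes themselves left out the odds ratio within 10 Mb was 0 (95% interval up to 2.85), or 0.383 with DESeq2 and 0.758 without FtH fl/fl mouse 8, which each called Lyz1, the neighbor of Lyz2, and that of 1.84 within 10 Mb of Snca, Fth1 or Lyz2 rests on Snca, Mmrn1 and Lyz2. No genotyping of strain markers was used here. Of 4 tested genes listed beforehand as differing between C57BL/6 substrains, 1 was called, Wdfy1. The other 3 were not, among them Nnt (log2 fold change 0.15, adjusted p = 0.987 from edgeR). A difference in sequence need not change RNA counts, so the uncalled genes do not decide about strain origin.

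Chance cannot be excluded for the count of 62 genes by other splits of the mice, since 2 of the 35 splits into 4 and 4, the genotypes included, called as many. The other one, mice 1, 2, 3 and 5 against mice 4, 6, 7 and 8, called 670 genes, which points to a structure of the samples, and the remaining 33 splits called 0. Depth is argued against by the lowest total of the first 4 mice, 0.754 times the highest of the others. GC content of transcripts may account for this split: the median GC content of genes higher in mice 1, 2, 3 and 5 minus that of genes lower in them was -16.5 percentage points, and with each library's GC trend removed the split called 0 genes. With that trend removed the genotypes called 84 genes, 60 of them among the 62, and the highest count of the other splits was 4.

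Of 152 groups of 4 values examined, 15 held a value far from the other 3, where chance gives about 1 in 20. FtHΔ/Δ mouse 3 had 84917375 reads counted to genes, and 3.57% of the records of FtH fl/fl mouse 5 matched more than 1 gene. In FtHΔ/Δ mice, normalized counts stood apart for Slc40a1 in mouse 2 (3092), Rnf26 in mouse 2 (68.2), and Gm9008 (2.16), Gm15459 (41.0) and Ncoa4 (242) in mouse 1. In FtH fl/fl mouse 5 they stood apart for Igtp (10169.7, with the other 3 mice between 496 and 774), Irf7 (1645.5), Ccr2 (769.6), Clec9a (219) and Fos (267). In the other FtH fl/fl mice they stood apart for Cacna2d2 in mouse 7 (290.1), Efcab7 in mouse 6 (65.8) and Lyz1 in mouse 8 (26.1).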

How the results depend on the processing

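Leaving out chromosome 9 and removing the GC trend were chosen only after the result was seen. No paired analysis was possible because the mouse numbers are not shared between genotypes. Snca and Lyz2 kept their direction and their call under every alternative that tested them, with log2 fold changes of Lyz2 from -6.83 to -6.53. The fitted log2 fold change of Snca, which depends on the prior count because all FtH fl/fl counts are 0, ranged from 5.57 (prior count of 2) to 9.60, and was 8.71 with DESeq2. A mean of at least 50 counts removed Snca, so that it gave no value for this gene. Fth1 was called under no alternative. The odds ratio of called genes on chromosome 9 lay between 12.4 (DESeq2) and 30.7 (mean of at least 50 counts).

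DESeq2 called 139 genes (64 higher, 75 lower), 83 of them outside chromosome 9, 2 of the iron-binding list and 16 lists. The lines of Fig. 1A were read as an unadjusted p under 0.01 and an absolute log2 fold change over 2. Past them DESeq2 put 95 genes (50 higher, 45 lower), and 37 (20 higher, 17 lower) with its adjusted p under 0.01. Without a filter 100 genes were called (47 higher, 53 lower), 53 outside chromosome 9, with 135 past the lines (66 higher, 69 lower). With a mean of at least 50 counts, which tests fewer genes, 19 lay past the lines (11 higher, 8 lower), 0 of the study's iron genes and 0 of the iron-binding list were called, and the odds ratio of called genes near Snca, Fth1 and Lyz2 reversed to 0.827. With an adjusted p under 0.01 from edgeR, a stricter limit, 19 genes lay past the lines (8 higher, 11 lower). Of the 10 lists called by camera, 0 were called with an estimated correlation and fry called 1, the list of iron uptake, storage, export and sensing. With the genes of chromosome 9 left out 16 genes were called, and with the GC trend removed 49 were lower and 42 lay outside chromosome 9. For DESeq2, the absent filter and the GC trend the cause was not tested.

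With 1 mouse left out, which lowers the number of samples, 39 to 78 genes were called (18 to 39 higher, 21 to 39 lower), 23 to 41 on chromosome 9 and 15 to 37 outside it, the lowest total without FtHΔ/Δ mouse 1. Past the lines lay 45 to 56 genes (19 to 33 higher, 20 to 30 lower), and 8 to 13 lists were called. The iron-binding list had 1 to 5 calls, the 5 without FtHΔ/Δ mouse 3. The log2 fold change of Fth1 ranged from -0.036 to 0.071 and reversed without FtHΔ/Δ mouse 1 (-0.036) or FtH fl/fl mouse 5 (-0.036). Ftl1 ranged from -0.21 to 0.049 and reversed without FtHΔ/Δ mouse 2 (0.036), FtH fl/fl mouse 6 (0.015) or FtH fl/fl mouse 8 (0.049). Acsl4 ranged from -0.045 to 0.43 and Slc40a1 from -0.0090 to 0.45, both reversed without FtHΔ/Δ mouse 2. All 4 genes were uncalled throughout, and the cause was not tested. Over 67 genes other than Snca, Fth1 and Lyz2 and the 8 mice left out, 468 values kept their side of the threshold, 51 lost the call, 12 gained it and 5 reversed.

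Depth limits the low genes most. Snca, with 65 to 141 counts in FtHΔ/Δ kidneys, is set against a floor of 3 counts.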

Differences from the paper's values

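Past the lines drawn in Fig. 1A lay 20 genes higher in FtHΔ/Δ kidneys, while the paper's plot shows about 10.0 in Fig. 1A, read by eye. With edgeR, an adjusted p under 0.01 gave 8 and a mean of at least 50 counts gave 11. These do not differ from the plot by over 1.5 times, and the other alternatives set before the data were examined differ. With DESeq2, which the study used, an adjusted p under 0.01 gave 20 higher. Lower in FtHΔ/Δ kidneys were 18 genes, while the paper's plot shows about 7.0 in Fig. 1A, read by eye. A mean of at least 50 counts gave 8, and the other alternatives differ, including an adjusted p under 0.01 from edgeR with 11. An adjusted p under 0.01 from DESeq2 gave 17 lower. The paper's text states no thresholds for these lines, and the axis does not say which p it shows.

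The paper states that Snca was the only upregulated gene among those that encode iron-binding proteins. Of the wider list of 50 tested genes Snca was also the only one called by edgeR, while DESeq2 called Hbb-bs as well (log2 fold change 2.40, adjusted p = 0.0298).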

Other observations

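The tests of Mt1, Mt2, Dpys, Akr1c18 and Cyp7b1 and of the macrophage list without Lyz2 were chosen only after the result was seen, while those of the other genes and of the other lists were planned. The metallothionein genes Mt1 and Mt2, whose proteins bind zinc and copper, rose in FtHΔ/Δ kidneys from 1552 ± 117 to 3150 ± 593 and from 288 ± 21.0 to 676 ± 93.2 normalized counts (SD, n = 4 each), with adjusted p-values of 0.00199 and 0.000606 from edgeR. Dpys, an enzyme of pyrimidine breakdown, rose by 0.85 on the log2 scale (standard error 0.12), and the steroid-metabolizing genes Akr1c18 and Cyp7b1 had log2 fold changes of -1.11 (standard error 0.16) and -0.92 (standard error 0.16), with adjusted p-values of 0.00541 and 0.0248 from edgeR. Cyp7b1 lost its call without FtHΔ/Δ mouse 1, FtHΔ/Δ mouse 2 or FtH fl/fl mouse 7. Among 16 genes of protein processing in the endoplasmic reticulum and its stress response, edgeR called none on all mice with the default filter. Of these genes, 10 had an unadjusted p under 0.05, and DESeq2 called 5 lower. Hspa5, Sdf2l1 and Manf each gained the call under 3 of 15 alternatives. Adjusted over the list alone 10 were lower, among them the chaperone Hspa5 (log2 fold change -0.78, standard error 0.16) and Sdf2l1 (-1.25, standard error 0.25). The list as a set ranked lower in FtHΔ/Δ kidneys (camera, adjusted p = 1.68e-12), which was lost with an estimated correlation (adjusted p = 0.228 with an estimated correlation). Of 9 tested transcripts of red blood cells and their precursors none was called by edgeR, 5 had an unadjusted p under 0.05 and DESeq2 called 2 higher. The 5 hemoglobin and heme genes Hbb-bs, Hbb-bt, Hba-a1, Hba-a2 and Alas2 were higher when adjusted over the list alone, and all 5 were called without FtHΔ/Δ mouse 3. As a set the list ranked higher (camera, adjusted p = 2.21e-05, and 0.285 with an estimated correlation).

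Among the immune cell markers, Lyz2, the site of the Cre insertion, was the only member of 22 macrophage genes called by edgeR, which with the GC trend removed called Ccr2 as well (adjusted p = 0.0155, against up to 0.586 under the other alternatives). The list ranked lower (camera, adjusted p = 1.18e-08, and 0.285 with an estimated correlation), which rests in part on Lyz2 itself. Without Lyz2 the adjusted p was 0.0271 (0.626 with an estimated correlation), a call lost without FtHΔ/Δ mouse 3 (0.0668), FtHΔ/Δ mouse 4 (0.195), FtH fl/fl mouse 5 (0.258) or FtH fl/fl mouse 8 (0.116). The median log2 fold change of the whole list, -0.18, was -0.088 without FtH fl/fl mouse 5 and -0.089 without FtH fl/fl mouse 8. Ccr2 (log2 fold change -1.71, standard error 0.39) was lower when adjusted over the list alone, but not without FtHΔ/Δ mouse 3 or 4 or without a filter on low counts, and had -1.17 without FtH fl/fl mouse 5, which had the highest count of this gene. Of 9 dendritic cell genes Flt3 (-1.25) and Clec9a (-1.05) were lower when adjusted over the list alone, though Clec9a was not without FtH fl/fl mouse 5 (-0.69), and as a set they ranked lower (camera, adjusted p = 0.00343, and 0.333 with an estimated correlation), a call lost without FtHΔ/Δ mouse 4 (0.0671) or FtH fl/fl mouse 5 (0.0568) and with a mean of at least 50 counts (0.307). Of 17 genes of antigen processing and presentation 0 were called by edgeR or DESeq2, 4 had an unadjusted p under 0.05, and their median log2 fold change was -0.68 (camera, adjusted p = 1.89e-06, and 0.499 with an estimated correlation). Without FtH fl/fl mouse 5, which had the highest Igtp and Irf7, this median was -0.13 and the adjusted p 0.0602. Interferon-stimulated genes ranked lower with an adjusted p of 0.0372 from camera (0.752 with an estimated correlation) and without FtH fl/fl mouse 5 had a median of 0.11 in the other direction. That call was also lost without FtHΔ/Δ mouse 2 (0.1) or FtHΔ/Δ mouse 4 (0.217), with limma-voom (0.0608) and with the GC trend removed (0.0929). Genes of sterol and fatty acid synthesis (camera, adjusted p = 0.00343, and 0.333 with an estimated correlation) and clock genes (0.00406, and 0.333 with an estimated correlation, lost without FtH fl/fl mouse 7 at 0.0672) also ranked lower. Immediate early genes ranked higher (camera, adjusted p = 0.00406, and 0.492 with an estimated correlation). Of these, Ier2 was called higher (log2 fold change 0.81, standard error 0.15, adjusted p = 0.0344 from edgeR), a call lost without FtHΔ/Δ mouse 1 or 2 or any 1 FtH fl/fl mouse and with limma-voom, and Fosb, with 2.69 (standard error 0.53), was higher when adjusted over the list alone. The set was no longer called without FtHΔ/Δ mouse 2 (0.183).

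The paper reports higher ACSL4 protein and higher Nrf2, Slc7a11 and Slc40a1 mRNA in FtHΔ/Δ kidneys after aristolochic acid, a condition not analysed here. At baseline it reports a trend to higher HNE and ACSL4 protein in FtHΔ/Δ kidneys that was not significant. Its single-cell data of kidney leukocytes, also not analysed here, showed ferroptosis as an activated pathway in FtH-deficient cells without injury as well. Taken separately without injury, monocytes had ferroptosis as the top pathway, while the paper found no significantly enriched pathway in macrophages. Whole-kidney RNA holds these cells together with tubules, glomeruli and vessels, so the values below can miss a change confined to leukocytes. In quiescent kidneys Acsl4 had a log2 fold change of 0.15 (standard error 0.27), Nfe2l2, the gene of NRF2, 0.18 (standard error 0.10) and Slc40a1 0.31 (standard error 0.26), with adjusted p-values of 0.973, 0.81 and 0.925 from edgeR. Slc7a11 was under the filter, with 35 counts in total in FtHΔ/Δ and 18 in FtH fl/fl kidneys. Gpx4 (0.14) and Hmox1 (-0.13) were not called. Of 35 tested genes of the ferroptosis map, as remembered from KEGG, none was called by edgeR or DESeq2, and 4 had an unadjusted p under 0.05 (camera, adjusted p = 0.261). Of 16 ferroptosis markers and regulators 0 were called by edgeR, 1 had an unadjusted p under 0.05 and DESeq2 called 1. This gene, Nqo1, a quinone reductase under NRF2, had a log2 fold change of 0.51 (standard error 0.11, adjusted p = 0.0996 from edgeR) and was higher when adjusted over the list alone. Of 46 genes of glutathione metabolism Gsto1 (0.78, standard error 0.16, adjusted p = 0.0648 from edgeR) was higher when adjusted over the list alone and was called by DESeq2 (set adjusted p = 0.16 from camera), and 20 targets of NRF2 gave an adjusted p of 0.344.

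Other lists were not called by camera on the edgeR values of all 8 mice with the default filter. Adjusted p-values were 0.189 for the study's iron genes, 0.595 for the iron-binding list, 0.0808 for podocyte markers, 0.133 for cytokines, 0.141 each for neutrophil and NK cell markers and for the neighbors of Snca and of Fth1, 0.258 for fatty acid oxidation, 0.404 for heme metabolism, 0.424 for matrix genes, 0.628 for B cells, 0.744 for blood endothelium and the neighbors of Lyz2, 0.786 for genes of injured tubules, 0.956 for the proximal tubule and 0.978 for T cells, the loop of Henle and the distal nephron. Some of these lists were called under other settings. With DESeq2 cytokines (0.00251), podocyte and neutrophil markers (0.017 each), NK cell markers (0.0239) and the neighbors of Fth1 (0.0349) ranked lower and the neighbors of Snca (0.028) higher. Without a filter on low counts cytokines (0.00934) and podocyte and neutrophil markers (0.0305 each) ranked lower, as did cytokines with a mean of at least 50 counts (0.00619). With 1 mouse left out, cytokines ranked lower without FtHΔ/Δ mouse 1 (0.0344) or FtH fl/fl mouse 6 (0.00102), NK cell markers without FtHΔ/Δ mouse 1 (0.0275), FtH fl/fl mouse 6 (0.0196) or FtH fl/fl mouse 8 (0.0494), podocyte markers without FtH fl/fl mouse 7 (0.0117) or FtH fl/fl mouse 8 (0.0476) and neutrophil markers without FtH fl/fl mouse 8 (0.0461). Ranked higher were the iron-binding list without FtHΔ/Δ mouse 3 (0.00185), fatty acid oxidation without FtHΔ/Δ mouse 1 (0.026) and the neighbors of Snca without FtHΔ/Δ mouse 4 (0.012) or FtH fl/fl mouse 5 (0.0299). Of the neighbors of Lyz2, Lyz1, a lysozyme gene as well, had 40 to 105 counts per library in FtHΔ/Δ and 2 to 23 in FtH fl/fl kidneys (log2 fold change 2.82, standard error 0.60, adjusted p = 0.087 from edgeR). It was higher when adjusted over the list alone and was called by DESeq2 (0.000241) and without FtH fl/fl mouse 8 (0.00234, log2 fold change 4.11), with adjusted p-values of up to 0.326 under the other alternatives. Platelet, lymphatic and sex-linked genes had 4, 3 and 4 tested members, too few for a set test, and 0 of them were called by edgeR or DESeq2.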
